# The microprotein Minion controls cell fusion and muscle formation

**DOI:** 10.1038/ncomms15664

**Published:** 2017-06-01

**Authors:** Qiao Zhang, Ajay A. Vashisht, Jason O'Rourke, Stéphane Y Corbel, Rita Moran, Angelica Romero, Loren Miraglia, Jia Zhang, Eric Durrant, Christian Schmedt, Srinath C. Sampath, Srihari C. Sampath

## Abstract

Although recent evidence has pointed to the existence of small open reading frame (smORF)-encoded microproteins in mammals, their function remains to be determined. Skeletal muscle development requires fusion of mononuclear progenitors to form multinucleated myotubes, a critical but poorly understood process. Here we report the identification of Minion (microprotein inducer of fusion), a smORF encoding an essential skeletal muscle specific microprotein. Myogenic progenitors lacking Minion differentiate normally but fail to form syncytial myotubes, and Minion-deficient mice die perinatally and demonstrate a marked reduction in fused muscle fibres. The fusogenic activity of Minion is conserved in the human orthologue, and co-expression of Minion and the transmembrane protein Myomaker is sufficient to induce cellular fusion accompanied by rapid cytoskeletal rearrangement, even in non-muscle cells. These findings establish Minion as a novel microprotein required for muscle development, and define a two-component programme for the induction of mammalian cell fusion. Moreover, these data also significantly expand the known functions of smORF-encoded microproteins.

## Abstract (web summary)

Cellular fusion is essential for skeletal muscle development. Here the authors identify Minion as a microprotein required for myoblast fusion and skeletal muscle formation, and show that co-expression of Minion and Myomaker is sufficient to induce cytoskeletal rearrangement and cell fusion even in non-muscle cells.

In addition to canonically defined protein-coding genes, recent studies have indicated the existence of a new class of mammalian genes^1^. These small open reading frames (smORFs) are transcribed and translated by usual means, but are largely unrecognized as protein-coding genes by virtue of their size, typically encoding microproteins <100 amino acids (aa) in length^2^. Although estimates vary widely, the human and mouse genomes are thought to contain at least several thousand of these ‘hidden' protein-coding genes^2^. Intriguingly, of the small number of currently known mammalian microproteins, several have been identified in muscle^3^,^4^,^5^,^6^,^7^. These largely encode regulatory factors for the sarco/endoplasmic reticulum Ca^2+^-ATPase (SERCA), with structural similarity to known SERCA-regulatory proteins such as sarcolipin and phospholamban^3^,^5^,^7^. Of note however, no essential mammalian microprotein has been described.

Skeletal muscle development requires temporally regulated stem cell activation and differentiation, fusion of progenitors to form syncytial myotubes and maturation of myotubes to generate contractile myofibres. While the early and late stages of this process have been intensively studied^8^,^9^, our understanding of the mechanisms and regulatory factors controlling cell fusion remains incomplete, particularly in mammals^10^,^11^. A recent major advance was the identification of the transmembrane protein Tmem8c/Myomaker, which is necessary for myoblast fusion and sufficient for fusion of non-muscle cells to differentiating muscle. Importantly however, Myomaker expression alone cannot induce fusion of non-muscle cells with one another, suggesting the existence of one or more additional factors that are expressed in differentiating muscle cells and required to drive *de novo* cell fusion^12^,^13^.

In this study we report the discovery of a novel smORF-encoded essential microprotein which we term Minion (microprotein inducer of fusion). We demonstrate that Minion is required for skeletal muscle development, and together with Myomaker defines a minimal two-component programme for the induction of mammalian cell fusion. In addition to the implications for muscle biology, these data also significantly expand the known functions of smORF-encoded microproteins, an under-explored source of proteomic diversity.

## Results

### Identification of Minion/gm7325

To identify novel microproteins playing key roles in skeletal muscle, we performed whole transcriptome RNA-seq analysis of uninjured and regenerating muscle. 

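RNA was taken from the tibialis anterior (TA) muscle of 3 uninjured mice and of 3 mice at day 3 after an injection of 50 μl of 10 μM cardiotoxin (CTX), a venom toxin that destroys muscle fibres, and 1 library was sequenced per mouse. The mice were 8 to 10 weeks old, and each library was made from 1 μg of total RNA and read as single reads of 50 nt. The authors aligned the reads to RefSeq mouse transcripts and deposited RPKM values, reads scaled to the length of the transcript and to the mapped reads of the library, for 34302 transcripts and control sequences. The mapped reads came to 43062684, 39110365 and 38737746 in uninjured replicates 1, 2 and 3 and to 34202861, 35511627 and 36129090 in day 3 replicates 1, 2 and 3. All values use these totals, whose mean is 37.8 M reads. The paper's reported mean, over samples that include other time points, is 36 M reads. No deposited value lies under 0.01, and every value above it came to a whole number of reads (to within 0.01 read). A value of 0.01 was read as 0 reads, although 1 read in a long transcript would also lie under 0.01 RPKM. Values above 0.01 account for 43061816 of the 43062684 reads of uninjured replicate 1, so long transcripts listed at 0.01 may hold reads. Transcripts were reduced to 1 for each of 26431 genes, that with the highest mean RPKM over the 6 libraries. Genes were compared with limma on log2(RPKM + 0.1), over the 14446 genes with a mean RPKM of at least 0.5. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold, and all log2 fold changes are on this scale, which understates the change of genes with low values.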

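At day 3, 8740 genes were higher and 1150 were lower than in uninjured muscle. The largest rises included Tmem8c, the gene of the fusion protein Myomaker, with a log2 fold change of 9.04 (standard error 0.26). They also included Gal, the neuropeptide galanin, with 8.99 (standard error 0.14), and Chrng, a subunit of the fetal acetylcholine receptor, with 8.85 (standard error 0.19). The macrophage genes Trem2, Gpnmb, Mpeg1, Ms4a7, Ms4a4c and Ms4a6d and the lysosomal protease Ctss rose by 8.20 to 8.73. The largest falls included Ckmt2, the mitochondrial creatine kinase of striated muscle, at -4.74 (standard error 0.57), and Aqp4, a water channel, at -4.65 (standard error 0.62). Others were Myl3, a myosin light chain, at -4.52 (standard error 0.47), and Scn4b, a sodium channel subunit, at -4.45 (standard error 0.75). B230312C02Rik, 2310065F04Rik, Cyp4f39, Ces1d, Klhl33 and Mettl11b fell to between -5.28 and -4.50. Mitochondrial genes held 11.5% ± 0.620 of the reads (SD, n = 3) in uninjured muscle and 2.79% ± 0.451 (SD, n = 3) at day 3. The whole mitochondrial genome, listed as a sequence of its own beside them, held 11.9% ± 0.641 and 2.88% ± 0.471 (SD, n = 3). Together the mitochondrial sequences held 23.5% ± 1.26 of the reads in uninjured muscle and 5.67% ± 0.922 at day 3 (SD, n = 3). The median log2 fold change of all tested genes was 1.35, and the balance of higher and lower genes moved with the scaling of the libraries. Of all genes, 3802 were higher and 3254 lower with median-of-ratios scaling, 3460 and 3561 with quantile normalization, and 2247 and 6184 with scaling to ribosomal protein genes. Scaling to ERCC spike-ins (synthetic RNAs), an alternative chosen after seeing the data, gave 6952 higher and 1597 lower. The 1150 lower genes were all lower under these scalings too, except quantile normalization, which kept 1138 of them. Median-of-ratios, ribosomal protein and ERCC scaling multiply every day 3 library by less than every uninjured one. Under these 3 a lower gene could hardly lose its call, so they are no test of the lower genes.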

We specifically sought to identify novel transcripts demonstrating strong temporal regulation, annotated open reading frame (ORF) length of <100 codons, and a corresponding dynamic pattern of transcriptional regulation during mouse myoblast differentiation *in vitro* (Fig. 1a, left). We focused on gene regulation at day 3 post injury to exclude effects related to the immediate post-injury immune response. 

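All measured genes of macrophages were higher at day 3. Of 28 genes of macrophages and monocytes, 27 were measured and all 27 were higher, none was lower and none failed the test (27 higher when adjusted over the list alone), with a median log2 fold change of 6.52. Lyz2, the lysozyme of macrophages, went from 20.7 ± 4.78 to 2911 ± 542 RPKM (SD, n = 3). This is a log2 fold change of 7.14 (standard error 0.20, adjusted p = 1.24e-07 from limma). The near-identical Lyz1 may share reads with Lyz2. Trem2, a receptor of macrophages, rose by 8.58 (standard error 0.18) and Gpnmb, a glycoprotein of macrophages, by 8.47 (standard error 0.18). The list stood above the other genes by camera (adjusted p = 9.11e-04, and adjusted p = 0.575 with an estimated correlation). Of 38 chemokines and cytokines, 28 were measured, of which 26 were higher, none was lower and 2 did not pass (26 higher when adjusted over the list alone). With no filter on low values, 32 of 38 were higher and none was lower. Cxcl10, a ligand that attracts T cells, rose by 7.49 (standard error 0.23), the monocyte attractant Ccl8 by 7.14 (standard error 0.41) and Ccl6, the most abundant, by 5.14 (standard error 0.18). Their camera adjusted p was 0.0116 (adjusted p = 0.575 with an estimated correlation), 0.0658 over genes with a mean RPKM of at least 2, where 16 were higher, and 0.063 with voom on the recovered reads, a test chosen after seeing the data.

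Fewer markers of other leukocytes were measured. A gene near 0 in uninjured muscle reaches the mean RPKM of 0.5 only if it rises, so the measured members were in part chosen by their change. Of 17 neutrophil genes, 8 reached it, of which 8 were higher, none was lower and 0 did not pass (8 higher when adjusted over the list alone). With no filter on low values, 9 of 16 were higher and none was lower. Their median log2 fold change was 2.88, and 3 to 4 were higher under median-of-ratios, quantile and ribosomal protein scaling. Mmp8, the neutrophil collagenase, rose by 4.75 (standard error 0.24) and Csf3r, the receptor of granulocyte colony-stimulating factor, by 4.37 (standard error 0.14). S100a9, a calcium-binding protein abundant in neutrophils, rose by 2.91 (standard error 0.75, adjusted p = 0.00736 from limma), a call lost under the same 3 scalings. Of 21 lymphocyte genes, 8 were measured, 8 were higher, none was lower and 0 did not pass (8 higher when adjusted over the list alone), and 17 of 21 were higher and none was lower with no filter. Gzma, a protease of cytotoxic lymphocytes, rose by 4.92 (standard error 0.31) and Cd4, of helper T cells, by 4.54 (standard error 0.20). Neither list stood apart from the other genes by camera (adjusted p = 0.381 for neutrophils and 0.193 for lymphocytes; adjusted p = 0.718 and 0.575 with an estimated correlation). Both stood above them with median-of-ratios scaling (adjusted p = 0.0455 and 0.0125) and ribosomal protein scaling (adjusted p = 0.0156 and 5.27e-04), and lymphocytes also with quantile normalization (adjusted p = 0.0319). With an estimated correlation neither passed under these scalings (adjusted p = 0.358 at the lowest). Of 30 genes of extracellular matrix and fibroblasts, all measured, 29 were higher, none was lower and 1 did not pass (29 higher when adjusted over the list alone), against 18 higher and 1 lower with ribosomal protein scaling. These genes stood above the others by camera (adjusted p = 0.00573, and adjusted p = 0.654 with an estimated correlation). Cthrc1, a secreted protein of fibroblasts, rose by 6.50 (standard error 0.42) and Timp1, an inhibitor of metalloproteinases, by 5.83 (standard error 0.34). Sparc, a matrix glycoprotein, rose from 159.98 ± 23.1 to 796 ± 42.7 RPKM (SD, n = 3). This is a log2 fold change of 2.32, whose call was lost with median-of-ratios and ribosomal protein scaling.

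**Figure D1:**
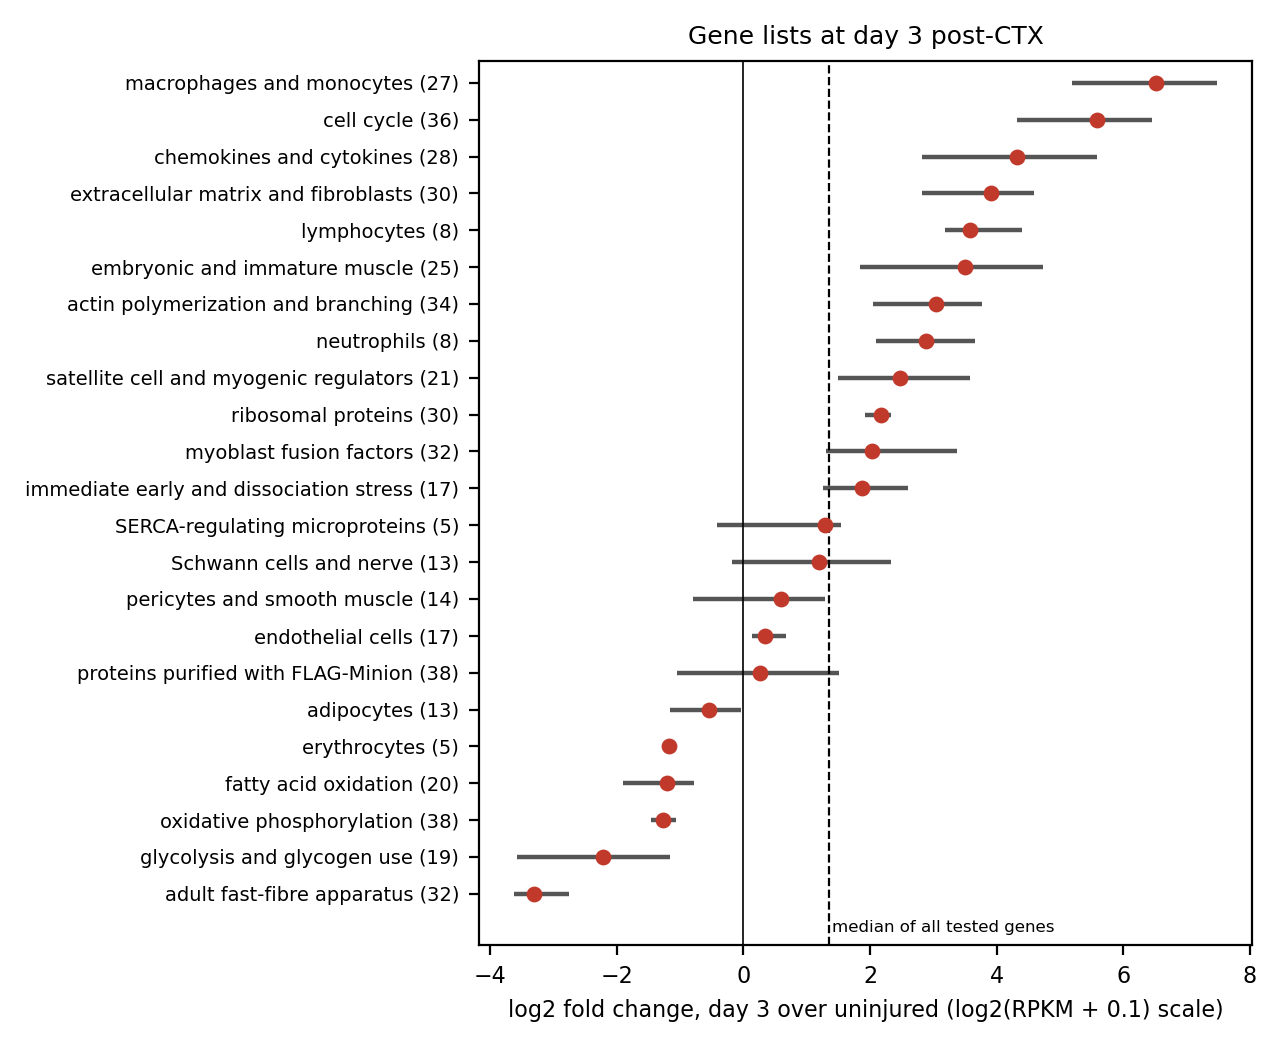
Log2 fold change (day 3 over uninjured, 3 mice each) of every tested member of each gene list, with the number of members in parentheses, their median and the median of all tested genes. The macrophage list has the highest median, 6.52, and the adult fast-fibre list the lowest, -3.31, and both keep their side of 0 under every scaling tried, whereas the medians of the fusion, SERCA, endothelial, pericyte, Schwann cell, FLAG-Minion, immediate early and ribosomal protein lists change sign under at least 1. Median-of-ratios, ribosomal protein and ERCC scaling could only lower the median of the adult fast-fibre list, since their factors are smaller for every day 3 library.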

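Most measured genes of proliferation and of early myogenesis were higher at day 3, and genes of the adult fibre were lower. All 36 cell cycle genes were measured and higher, none was lower and 0 did not pass (36 higher when adjusted over the list alone), with a median log2 fold change of 5.59 (camera adjusted p = 7.94e-05, and adjusted p = 0.575 with an estimated correlation). Top2a, a topoisomerase of dividing cells, rose by 7.28 (standard error 0.23), the mitotic cyclin Ccnb1 by 7.26 (standard error 0.19) and the replication clamp Pcna by 3.43 (standard error 0.11). Of 24 satellite cell and myogenic regulators, 21 were measured, of which 16 were higher, 2 were lower and 3 did not pass (16 higher and 2 lower when adjusted over the list alone), against 7 higher and 5 lower with ribosomal protein scaling. Myog, a transcription factor of myoblast differentiation, went from 2.17 ± 0.201 to 435 ± 92.5 RPKM (SD, n = 3), a log2 fold change of 7.57 (standard error 0.15, adjusted p = 8.23e-08 from limma). Myod1, which marks myoblasts, went from 12.1 ± 2.64 to 153 ± 16.4 RPKM (SD, n = 3), a log2 fold change of 3.66 (standard error 0.16). Fgfr4, a growth factor receptor of myoblasts, rose by 4.80 (standard error 0.13), whereas Myf6 and Mef2c, transcription factors also expressed in mature fibres, fell to -1.75 and -1.72. The list did not stand apart from the other genes by camera (adjusted p = 0.369; adjusted p = 0.812 with an estimated correlation). It stood above them with median-of-ratios scaling (adjusted p = 0.0297), quantile normalization (adjusted p = 0.014) and ribosomal protein scaling (adjusted p = 0.00382), but not with an estimated correlation (adjusted p = 0.502, 0.578 and 0.607). Of 26 genes of embryonic and immature muscle, 25 were measured, of which 19 were higher, 2 were lower and 4 did not pass (19 higher and 2 lower when adjusted over the list alone). Their camera adjusted p was 0.443, and 1.25e-04 to 0.0108 under the same 3 scalings (adjusted p = 0.457 to 0.5896 with an estimated correlation). Of these genes, Tmem8c and Chrng rose most, by 9.04 and 8.85. Myh8, the perinatal myosin heavy chain, fell to -2.82 (standard error 0.43) and Actn2, a Z-disc protein, to -2.40 (standard error 0.40). The imprinted RNA H19 had a log2 fold change of 0.72 and did not pass (-0.63 with median-of-ratios and -1.49 with ribosomal protein scaling).

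All 32 genes of the contractile and calcium-handling apparatus of adult fast fibres were measured and lower, none was higher and 0 did not pass (32 lower when adjusted over the list alone), with a median log2 fold change of -3.31 (camera adjusted p = 9.18e-25, and adjusted p = 0.455 with an estimated correlation). Ckm, the muscle creatine kinase, went from 9271 ± 407 to 762 ± 549.9 RPKM (SD, n = 3). This is a log2 fold change of -3.97 (standard error 0.62, adjusted p = 5.05e-04 from limma). The calcium buffer Pvalb fell to -4.39 (standard error 0.83) and the myosin light chain kinase Mylk2 to -4.19 (standard error 0.64). In day 3 replicate 3 these genes lay below the mean of the other 2 day 3 replicates by a median log2 difference of -1.88, with 32 of 32 below 0, against 0.056 over all tested genes. Of 19 genes of glycolysis and glycogen use, all measured, 14 were lower, 2 were higher and 3 did not pass (14 lower and 2 higher when adjusted over the list alone). The list lay below the other genes by camera (adjusted p = 3.12e-14, and adjusted p = 0.366 with an estimated correlation), with a median replicate 3 difference of -0.68. Pygm, the muscle glycogen phosphorylase, fell to -4.04 (standard error 0.62) and Phkg1, a phosphorylase kinase subunit, to -4.03 (standard error 0.60). Hk1, a hexokinase of many tissues, rose by 3.11 (standard error 0.12), a call lost with ribosomal protein scaling, and the gene that the file names Pgm1, on chromosome 5, rose by 3.46 (standard error 0.11). GENCODE M21 names this gene Pgm2, so it may not be the phosphoglucomutase of muscle that the list meant. Its place among the 2 higher members is therefore uncertain. Of 38 nuclear genes of oxidative phosphorylation, all measured, 31 were lower, none was higher and 7 did not pass (31 lower when adjusted over the list alone). They too lay below the other genes by camera (adjusted p = 2.19e-37, and adjusted p = 0.366 with an estimated correlation), with a median replicate 3 difference of -0.15. The cytochrome c oxidase subunits Cox7a1 and Cox8b fell to -4.22 and -4.02, and Atp5b, a subunit of ATP synthase, to -1.10, a call lost with quantile normalization. Of 20 genes of fatty acid oxidation, all measured, 11 were lower, none was higher and 9 did not pass (11 lower when adjusted over the list alone). Their camera test also went downwards (adjusted p = 1.03e-19, and adjusted p = 0.366 with an estimated correlation), with a median replicate 3 difference of -0.23. All 20 were lower with median-of-ratios, quantile and ribosomal protein scaling. Ucp3, a mitochondrial carrier, fell to -3.72 (standard error 0.45), Cpt1b, which starts fatty acid entry into mitochondria, to -3.21 (standard error 0.40) and the fatty acid binding protein Fabp3 to -2.98 (standard error 0.32).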

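At day 3 post injury, 272 genes were over 100-fold higher than in uninjured muscle, when each day 3 RPKM was divided by the mean RPKM of the 3 uninjured mice and the 3 ratios were averaged. A further 44 genes were at the lowest listed value of 0.01 in all uninjured mice and reached 100 times that value. Among the 272, the highest at day 3 included the macrophage genes C1qb at 591 ± 98.7 RPKM (SD, n = 3), Tyrobp at 353 ± 63.5 and Cd68 at 339 ± 90.4, and Tmsb10, an actin-binding peptide, at 713 ± 93.6. Of the 258 with a complete coding transcript in GENCODE M21, 12 had only coding transcripts of under 100 codons. The chemokines Ccl4, Ccl7, Ccl8 and Cxcl10 were 121 ± 29.98, 145 ± 46.3, 159.8 ± 12.96 and 326 ± 20.99 fold higher (SD, n = 3), and Ccl3 was another of the 12. Fcer1g, an immune receptor subunit, was 168 ± 28.6 fold higher, Lst1, a leukocyte gene, 137 ± 20.2 fold and Wfdc17, of the WAP domain family, 306 ± 53.0 fold. Tmsb10 was 101 ± 13.2 fold higher, the cell cycle gene Cks2 145 ± 12.8 fold and Smim6, a regulator of the calcium pump SERCA, 107 ± 44.8 fold. Apoc2, an apolipoprotein, was 1200.1 ± 246 fold higher from 1 read in the uninjured libraries, a ratio of pooled reads of 1881 (95% interval 337 to 74358). Counting genes with any coding transcript under 100 codons gave 20, among them gm7325, on chromosome 17 of GRCm38 from 45600971 to 45602102 on the minus strand. It has 4 coding transcripts of 84 to 108 codons in GENCODE, where it is named Mymx. When only the transcript with the highest mean RPKM was considered, a choice made after seeing the data, 13 genes had an ORF under 100 codons and gm7325, with 84 codons, was among them.

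The number of genes over 100-fold rested on the scaling and on low values. It was 52 with median-of-ratios scaling, 17 with ribosomal protein scaling, 83 with 0.1 added to every RPKM and 132 when every day 3 mouse had to exceed 100 times the highest uninjured mouse, and 4, 2, 9 and 5 of these had only coding transcripts under 100 codons. In each of these settings gm7325 was over 100-fold. Expression in undifferentiated and differentiated myoblasts was not analysed here.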

The predicted gene 7325 (*gm7325*) (GenBank accession number KY857877) was the only gene meeting all criteria, encoding a putative 84 aa microprotein with possible expression in embryonic stem (ES) cells but no known function^14^. For reasons described below, we named this gene *Minion* (microprotein inducer of fusion). The temporal pattern of *Minion* expression was distinct from that of two other smORFs, but notably was similar to that of Myomaker (Fig. 1a)^12^.

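Minion (gm7325 in the annotation) was 1199 ± 294 fold higher at day 3 than in uninjured muscle (SD, n = 3 mice), at 33.3 ± 8.17 against 0.0278 ± 0.0308 RPKM. Myomaker (Tmem8c), the other fusion protein, was 1804 ± 468 fold higher (SD, n = 3), at 72.6 ± 18.9 against 0.0403 ± 0.0466 RPKM. The chemokine Ccl3, a smORF, was 897 ± 213 fold higher (SD, n = 3), at 15.6 ± 3.72 against 0.0174 ± 0.0129 RPKM. Sarcolipin (Sln), a smORF that regulates the calcium pump SERCA, was 2.77 ± 1.45 fold higher (SD, n = 3), at 3.86 ± 2.03 against 1.39 ± 0.264 RPKM. On the log2(RPKM + 0.1) scale Minion rose by 8.03 (standard error 0.22, adjusted p = 1.16e-07 from limma) and Sln by 1.30 (standard error 0.35, adjusted p = 0.00874 from limma). The call for Sln was lost with a pseudocount of 1, without day 3 replicate 1 and with ERCC or median-of-ratios scaling, and its change was -0.33 with quantile normalization and -0.80 with ribosomal protein scaling. Every day 3 mouse was above every uninjured mouse for each of the 4 genes (2-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). The folds of a gene share 1 uninjured mean, so they do not settle the order of Minion, Myomaker and Ccl3.

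The size of the largest folds rested on a few reads in uninjured muscle. Over all transcripts, Minion had 3 reads in the 3 uninjured libraries and 7934 at day 3, a ratio per mapped read of 3021 (95% interval 1033 to 14653). Myomaker had 13 and 18492 reads, a ratio of 1625 (95% interval 950.01 to 3052). Ccl3 had 1 and 1316, a ratio of 1503 (95% interval 269 to 59423). Sln had 88 and 211, a ratio of 2.74 (95% interval 2.13 to 3.55). Such intervals cover counting error only. The RPKM values and folds above use 1 transcript per gene, so they are not the level of the whole gene. At day 3, other transcripts of Minion were at 31.6 ± 10.4 and 26.7 ± 7.79 RPKM (SD, n = 3). Another of Myomaker was at 62.4 ± 16.5 RPKM (SD, n = 3). For the transcripts used, only uninjured replicate 2 held any Minion (2) or Ccl3 (1) read. Without it, Minion was at least 730.1-fold and Ccl3 at least 339-fold higher, with 3 reads over the uninjured group as the floor. Without uninjured replicate 3 the fold of Myomaker was 5401, from 1 read.

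Of 36 myoblast fusion factors, listed from the paper and from general knowledge, 32 were measured, of which 29 were higher, none was lower and 3 did not pass (29 higher when adjusted over the list alone). Their median log2 fold change was 2.03, or -0.05 with ribosomal protein scaling, and 14, 16 and 10 were higher and 1, 2 and 5 lower with median-of-ratios, quantile and ribosomal protein scaling (camera adjusted p = 0.0116, and adjusted p = 0.575 with an estimated correlation). Beside Minion and Myomaker, the most abundant was Cdc42, a small GTPase, which rose by 1.96 (standard error 0.07), a call lost with median-of-ratios scaling and at -0.24 with ribosomal protein scaling. Of 6 microproteins that regulate SERCA, 5 were measured, of which 3 were higher, 1 was lower and 1 did not pass (3 higher and 1 lower when adjusted over the list alone). The split was 1 higher and 2 lower with median-of-ratios, quantile and ribosomal protein scaling. Smim6 rose by 5.41 (standard error 0.29) and 1810037I17Rik by 1.53 (standard error 0.09), a call lost under these 3 scalings and at -0.65 with the last. The other past the test, 2310015B20Rik, the gene of myoregulin, fell to -1.93 (standard error 0.28), whereas phospholamban (Pln) was at -0.42 (standard error 0.20, adjusted p = 0.0789 from limma), but was lower with median-of-ratios (-1.56), quantile (-2.44) and ribosomal protein scaling (-2.28). The SERCA list had a median log2 fold change of 1.30 and a camera test downwards against the other genes (adjusted p = 0.31), which did not pass. The paper states from Fig. 1a that the time course of Minion differs from that of 2 other smORFs and resembles that of Myomaker. Of its time points, only day 3 was analysed here.

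**Figure D2:**
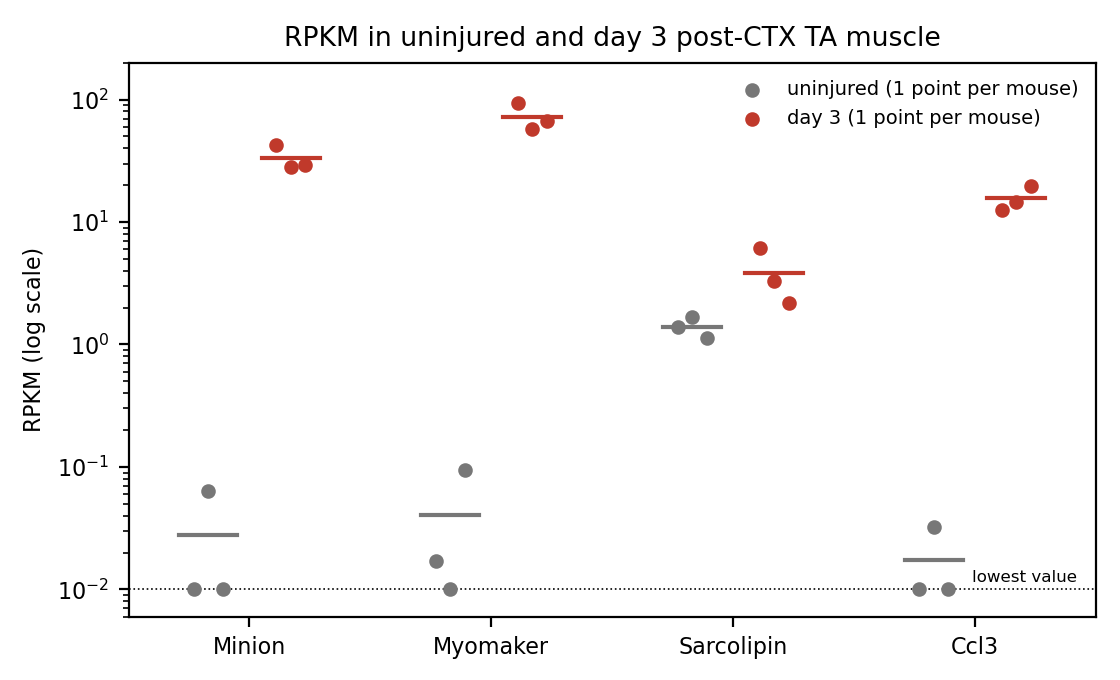
Fold change of RPKM at day 3 post-CTX over the mean of 3 uninjured mice, on a log10 axis, for Minion, Myomaker, Sarcolipin and Ccl3, with each mouse as a point and mean ± SD. Minion lies at 1016 to 1538 fold and Myomaker at 1424 to 2327 fold, while Sarcolipin lies at 1.56 to 4.38 fold.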

### Minion expression in regenerating and developing muscle

Western blot confirmed that the *Minion* transcript is translated; Minion protein was absent in uninjured tibialis anterior (TA) muscle but strongly induced during regeneration, peaking 3–4 days following injury (Fig. 1b). Immunofluorescence analysis demonstrated Minion expression within nascent regenerating myofibres (Supplementary Fig. 1a), whereas Minion protein was not detectable in uninjured adult muscle (Supplementary Fig. 1b) nor in multiple additional non-muscle tissues (Supplementary Fig. 1c). RNA-seq analysis of early embryonic development revealed *Minion* expression which was detectable as early as somite stage 15 but greatly increased by somite stage 36, following limb and tail bud formation (Supplementary Fig. 1d). Expression of *Minion* was seen in embryonic skeletal muscle of both somitic (limb, tongue) and non-somitic (extraocular and facial muscles) origin, but importantly not in embryonic or neonatal heart muscle (Fig. 1c, Supplementary Fig. 1e). Both mRNA and protein levels of Minion increased rapidly during *in vitro* myoblast differentiation (Fig. 1d and Supplementary Fig. 2a–c).

### Minion is a conserved membrane-associated microprotein

Although the full-length Minion protein is predicted to contain an N-terminal signal sequence and predominant alpha-helical secondary structure (Fig. 1e), overexpression and supernatant concentration demonstrated no evidence of protein secretion (Supplementary Fig. 2d). Subcellular fractionation did however confirm significant enrichment within the membrane-associated fraction containing plasma membrane, ER and Golgi, suggesting insertion into or association with a membrane compartment (Supplementary Fig. 2e).

TBLASTN search revealed a putative human *MINION* homologue (*hMINION*) with an intact ORF of 84 codons (GenBank accession number KY857877) (Supplementary Fig. 3a), despite prior annotation of the transcript as a long noncoding RNA (Ensembl gene ID ENSG00000262179 and gene name *RP1-302G2.5*; NCBI gene ID 101929726 and gene name *LOC101929726*). Evolutionary conservation of the protein-coding sequence was seen across mammalian species (Fig. 1e), however no convincing sequence homologue was found in *Drosophila* or other invertebrate species. No amino acid sequence similarity was seen to sarcolipin, phospholamban, or the recently reported microprotein DWORF^7^.

### The *Minion* promoter contains conserved E-box elements

We noted that Minion expression during muscle cell differentiation slightly trailed that of the basic helix–loop–helix transcription factor Myogenin (Fig. 1d), suggesting control by canonical muscle regulatory factors (MRFs, for example, MyoD and Myogenin). Indeed, analysis of the upstream regulatory regions of human and mouse *Minion* loci revealed evolutionarily conserved E-box binding sites for MRFs (Supplementary Fig. 3a). Both MyoD and Myogenin specifically bound these sites in differentiating myoblasts, as shown by ENCODE whole genome ChIP-seq (Supplementary Fig. 3b)^15^.

### Generation of Minion-deficient mice by CRISPR/Cas9 editing

The spatial and temporal pattern of Minion expression together with the presence of functional MRF-binding E-boxes strongly suggested a role for Minion in skeletal muscle development. To test this, we used CRISPR/Cas9 gene editing to generate *Minion*-deficient mice carrying diverse small mutations and large deletions. For generation of each allele, two guide RNAs (gRNAs) targeting the single coding exon were coinjected into embryos, F_0_ pups were screened for mutations (Fig. 2a, Supplementary Figs 4 and 5) and two founder lines containing either a 135 bp in-frame deletion (*Minion*^Δ/Δ^; Fig. 2a,b, Supplementary Fig. 4a–c) or a 155 bp frameshift deletion (Supplementary Fig. 5a,b,d) were established. Subsequent experiments are with the 135 bp deletion allele unless otherwise mentioned.

### Minion loss leads to defective muscle fusion and lethality

Although heterozygous *Minion*^Δ/+^ animals were viable and recovered at expected Mendelian ratios, live homozygous mutant *Minion*^Δ/Δ^ animals could only be observed prenatally, and no viable neonatal or adult *Minion*^Δ/Δ^ animals were recovered (Supplementary Figs 4c,d and 5b,e). Loss of Minion protein was confirmed in both embryonic and perinatal limb and tongue skeletal muscle from *Minion*-deficient animals (Supplementary Fig. 6). These findings are consistent with perinatal lethality in the absence of Minion.

Late stage *Minion*^Δ/Δ^ embryos were clearly distinguishable by their decreased size and weight, reduced limb diameter, spinal curvature and atony, as well as by the dorsal and nuchal subcutaneous oedema seen at E16 and earlier stages (Supplementary Figs 5c and 7). *Minion*^Δ/Δ^ E17.5 embryos and P0 neonatal pups demonstrated diminutive forelimb and intercostal musculature and decreased total size of muscle groups (Fig. 2c, Supplementary Fig. 7b). No gross impairment was seen at very early embryonic stages where the lack of formed muscle makes analysis difficult (Supplementary Fig. 8); in contrast, clear abnormality in skeletal muscle formation was seen at E18.5–19.5, as judged by both histology and immunofluorescence staining for the muscle cell markers myosin heavy chain (MHC) and Desmin. Whereas control tongue skeletal muscle contained abundant elongated polynucleated (≥3 nuclei) myotubes, *Minion*^Δ/Δ^ muscle demonstrated marked reduction in fused fibres, with accumulation of both short nascent fibres as well as unfused mononucleated cells (Fig. 2d, Supplementary Fig. 9). Similar defects were present in *Minion*^Δ/Δ^ forelimb, facial and jaw musculature, diaphragm and intercostal musculature (Figs 2e,f, 3 and 4a,b, Supplementary Fig. 8d).

### Disruption of respiratory function in *Minion* ^Δ/Δ^ mice

The observed defects above suggested that the perinatal lethality of *Minion*^Δ/Δ^ animals could reflect disruption of respiratory function, a possibility we further tested by assessment of lung inflation. Late stage fetuses were delivered by caesarean section and monitored for 1 h during exposure to room air. Of note, all E18.5 *Minion*^Δ/Δ^ embryos died soon after delivery. After 1 h, lungs were dissected and subjected to flotation testing. In keeping with the dramatic decrease in diaphragm and intercostal muscle formation, lungs from *Minion*^Δ/Δ^ but not control animals failed to float (Fig. 4c), demonstrating absence of postnatal lung inflation.

### Minion-deficient myoblasts exhibit defective fusion *in vitro*

The marked reduction of polynucleated myofibres in *Minion*^Δ/Δ^ muscle suggested that Minion might specifically function in the process of myoblast fusion. Indeed, induction of differentiation in *Minion*^Δ/Δ^ primary embryonic myoblasts resulted in near complete failure to form polynucleated myotubes (Fig. 5a,b, Supplementary Fig. 10). Importantly, markers of myogenic commitment and terminal differentiation were induced normally in *Minion*^Δ/Δ^ myoblasts both *in vivo* and *in vitro* (Figs 2, 3, 4, Supplementary Figs 9 and 10), suggesting that the muscle formation defect did not result from a block to progenitor differentiation *per se*.

This was further confirmed using loss-of-function in both immortalized and primary mouse myoblasts via stable lentiviral transduction with shRNAs targeting the *Minion* coding sequence and 3′ untranslated region (UTR) (Supplementary Fig. 11a). Near complete suppression of Minion expression was achieved using individual shRNAs (Supplementary Fig. 11b), and a combination of the two most active shRNAs resulted in undetectable protein levels in differentiating cells (*Minion*^KD^; Fig. 5c). Immunofluorescence staining of both wild type and *Minion*^KD^ myoblasts demonstrated endogenous expression of Minion protein in both differentiating mononuclear myoblasts and nascent multinuclear myotubes (Supplementary Fig. 12a,b). This expression pattern was further confirmed by immunofluorescence staining of longitudinal regenerating limb muscle sections at 3 days post cardiotoxin (CTX) injection (Supplementary Fig. 12c).

Analysis of Myogenin, MyoD, Desmin and MHC expression confirmed both the absence of any molecular differentiation defect in *Minion*^KD^ cells (Fig. 5c–e, Supplementary Fig. 13b), as well as the presence of a severe block to myoblast fusion (Fig. 5d,f,g). Interestingly, differentiating *Minion*-deficient myoblasts elongated and aligned normally despite failing to fuse (Fig. 5d, Supplementary Fig. 10), suggesting that myoblast apposition was not impaired. Similar results were obtained using lentiviral shRNA transduction of primary, non-immortalized adult mouse myoblasts (Supplementary Fig. 13).

### Human MINION rescues the *Minion* ^KD^ fusion defect

As the shRNAs used to target the *Minion* transcript in *Minion*^KD^ cells recognize the 3′ UTR, we tested the ability of various ORF cDNA clones to complement the *Minion*^KD^ cell fusion defect (Supplementary Fig. 14a). Both full-length untagged and C-terminally tagged mouse Minion robustly rescued myoblast fusion (Supplementary Fig. 14b), demonstrating that the fusion defect observed in *Minion*^KD^ cells was not the result of off-target effects. The putative human orthologue, previously annotated as a long noncoding RNA (GRCh37 genome assembly), was then tested in a similar complementation assay, demonstrating that both untagged and C-terminally epitope-tagged human *MINION* ORFs strongly reconstituted cell fusion in *Minion*^KD^ cells (Fig. 5h, Supplementary Fig. 14b).

To definitively establish that these ORFs function via protein coding, single nucleotide insertions or deletions were introduced into the untagged mouse and human *MINION* cDNAs, respectively. These frameshift point mutants failed to complement the fusion defect (Supplementary Fig. 15), confirming that these transcripts function not as non-coding RNAs but by encoding functional microproteins. Reconstitution of *Minion*^KD^ cells with cDNA mimicking the 135 bp deletion allele found in the *Minion*^Δ/Δ^ mice likewise failed to rescue cell fusion (Supplementary Fig. 16), confirming that this represents a true loss-of-function allele. Taken together, these data demonstrate that *Minion* encodes a microprotein essential for skeletal muscle formation via a specific function in myoblast fusion.

### Minion is required for Myomaker-induced fusion

The requirement for Minion in cell fusion appears muscle specific, as Minion expression was not seen in other settings of physiologic cell fusion, such as in the placenta or in fusing macrophage lineage cells (Supplementary Fig. 17). This restricted expression pattern mirrors that of Myomaker, a recently described transmembrane regulator of myoblast fusion, and we therefore investigated the functional relationship between these proteins to better understand the mechanism of Minion-associated cell fusion. We observed that Myomaker expression was readily detectable in regenerating muscle and differentiating mouse myoblasts (Supplementary Fig. 18), when Minion levels are likewise high (Fig. 1b–d).

It was previously reported that Myomaker is sufficient to induce the fusion of fibroblasts to differentiating myoblasts^4^, and we therefore examined whether Minion exhibited a similar phenotype when expressed in fibroblasts. C3H 10T1/2 fibroblasts were infected with retroviruses encoding GFP and either control, Myomaker or Minion; GFP-positive fibroblasts were then mixed with wild-type C2C12 myoblasts and kept in differentiation medium for 3–4 days. Differentiating myoblasts and myotubes were marked by MHC expression, and fusion of GFP-positive fibroblasts to myotubes was readily detected when Myomaker, but not Minion or control, was expressed (Fig. 6a). However, Myomaker-expressing fibroblasts failed to fuse to differentiating *Minion*^KD^ myoblasts (Fig. 6b). Minion loss did not impair Myomaker expression (Fig. 6c), indicating that the failure of *Minion*^KD^ myoblasts to fuse with Myomaker-expressing fibroblasts is not due to absence of Myomaker in the myoblasts. Myomaker overexpression was likewise incapable of rescuing the intrinsic fusion defect in *Minion*^KD^ myoblasts (Fig. 6d,e), demonstrating that Minion is required for Myomaker-induced fusion between differentiating myoblasts. We therefore conclude that the cell fusion defect seen in the absence of Minion does not reflect deficiency in Myomaker expression, and that Minion is required in differentiating muscle cells for Myomaker-induced fusion.

### Minion and Myomaker together induce cell fusion

Previous studies have demonstrated that expression of Myomaker alone fails to induce fusion between non-myogenic cells, and that at least one additional, as yet unidentified factor is required^4^. We likewise observed that heterologous expression of neither Myomaker nor Minion alone in 10T1/2 fibroblasts was sufficient to drive fusion of these cells with one another (Fig. 7a–c). Remarkably, however, we observed that simultaneous expression of Minion and Myomaker together drove rapid and uniform fusion of transduced fibroblasts with one another, leading to the formation of large multinuclear syncytia (Fig. 7b,c).

To further demonstrate that syncytium formation induced by Minion and Myomaker represents true cell fusion and not incomplete cytokinesis, cell-mixing experiments were performed using fluorescently labelled populations expressing either Minion, Myomaker or both proteins (Fig. 7d, Supplementary Fig. 19a–c). Similar gain of function results were observed in undifferentiated myoblasts cultured under growth conditions using different dye combinations (Supplementary Fig. 20a). These experiments clearly showed that Minion and Myomaker together serve as a minimal programme which is sufficient to induce cell–cell fusion in both muscle lineage and non-muscle cells.

In addition to confirming rapid cell fusion, an unexpected but clear polarity was observable within the fusion pair, with Minion expression required in only one cell, whereas Myomaker expression was required within both fusing cells (Fig. 7d,e, Supplementary Figs 19c–e and 20a). Loss of function studies in myoblasts likewise demonstrated that differentiating *Minion*^KD^ myoblasts remained capable of fusing into wild-type myoblasts (Supplementary Fig. 20b). This further indicates that Myomaker expression and function is not affected by loss of Minion, and that Minion is only required on one side of the fusion partners while Myomaker is required on both.

### Minion-induced fusion requires cytoskeletal remodelling

Mechanistically, the small size and lack of functional domains within microproteins has led to the suggestion that they function primarily via protein–protein interactions^1^. While the simplest model for Minion function is physical interaction with Myomaker, such a model would not explain the differences in loss of function phenotype (lack of alignment and presence of alignment, respectively). In fact, extensive attempts at co-immunoprecipitation using both tagged and untagged versions of Minion with endogenous and overexpressed Myomaker revealed no detectable physical interaction between the two proteins in differentiating muscle cells, as determined by western blot (data not shown). We therefore performed affinity purification followed by mass spectrometry (AP-MS) analysis using FLAG-tagged Minion expressed in differentiating myoblasts. Whereas Myomaker was again not recovered as a specific interacting protein, several classes of highly enriched interacting proteins were identified (Supplementary Fig. 21a,b; Supplementary Table 1), including cytoskeletal proteins. Indeed, we observed that multinuclear fibroblasts induced by co-expression of Minion and Myomaker exhibited dramatic cytoskeletal rearrangement, with formation of an actin wall at the cell periphery^16^ (Fig. 8a). Treatment with two different actin-polymerization inhibitors, which disrupt cytoskeleton remodelling, blocked both actin reorganization and cell fusion in this minimal two-factor system (Fig. 8b). We conclude that Minion is the previously unknown factor required for Myomaker to mediate fusion of cells into differentiating skeletal muscle, and that Minion and Myomaker can together function as a minimal programme for the induction of cytoskeletal rearrangements leading to fusion (Fig. 8c).

## Discussion

The data presented here uncover an evolutionarily conserved pathway for cell fusion mediated by the microprotein Minion and the transmembrane protein Myomaker. Our studies reveal an unanticipated polarity within the fusion pair, in which both cells must express Myomaker but only one cell need express Minion to drive cell fusion. This suggests that vertebrate muscle formation has previously unrecognized similarities with invertebrate muscle development, in which fusion requires active cytoskeletal remodelling and occurs between distinct populations of founder cells and fusion competent myoblasts^16^,^17^,^18^,^19^,^20^,^21^,^22^. Our findings are further confirmed by additional independent studies^23^,^24^.

Despite the severe fusion defect observed upon loss of Minion or Myomaker, we note a difference between Minion-deficient myoblasts and Myomaker-deficient myoblasts. Differentiating Minion-deficient myoblasts elongate and align normally (Fig. 5d, Supplementary Figs 10 and 13), while the previously reported Myomaker-deficient myoblasts do not appear to align^12^, suggesting that Myomaker might play a role in initial cell–cell recognition. This suggests that in the setting of Myomaker expression, Minion-deficient myoblasts are able to undergo apposition, but not fusion pore formation. These distinct roles are consistent with the lack of detectable physical interaction between Minion and Myomaker. We suggest a model in which the transmembrane protein Myomaker induces interaction of cell membranes^25^, whereas the microprotein Minion drives the cytoskeletal reorganization needed for fusion (Fig. 8c). The precise molecular mechanism connecting Minion to the cytoskeletal remodelling and additional pathways leading to fusion pore formation remains to be determined.

The two-factor fusion system described here opens the door to programmable and potentially targeted cell fusion, which may find therapeutic and research application in oncolytic fusion of cancer cells^26^, fusion of dendritic cells to cancer cells in immunotherapy^27^, therapeutic fusion in regenerative medicine^28^,^29^ and heterokaryon-based studies of nuclear reprogramming^30^. Finally and importantly, our studies constitute the first report, to our knowledge, of an essential mammalian microprotein. This represents the strongest evidence to date that this class of diminutive proteins in fact constitutes a ‘microproteome' with critical and largely unexplored functions.

## Methods

### Animals

All animal experiments were approved by the GNF IACUC and carried out in accordance with approved guidelines. C57BL/6J mice were initially purchased from the Jackson Laboratory and expanded through in-house breeding. For details regarding generation of genetically engineered mice, please see ‘Generation of *Minion*-knockout mice by CRISPR/Cas9-mediated gene editing' below. For experiments with adult animals, 6–12 weeks old male C57BL/6J mice were used unless otherwise mentioned.

### Cardiotoxin injury model

The cardiotoxin injury model is a well-established model to study mouse skeletal muscle regeneration. CTX from *Naja mossambica* (Sigma, C9759) was dissolved in normal saline (0.9% w/v of NaCl) to make a 10 μM working solution, and was aliquoted and stored at −20 °C. After anaesthesia of the mouse with isoflurane (1.5–2% in oxygen), the anterior aspect of the adult mouse hindlimb was shaved to expose the skin, and ∼50 μl of CTX solution was injected into the midbelly of the TA muscle using a 0.3 ml U100 BD insulin syringe. TA muscles were collected and examined at different time points after CTX injection. Adult mice at a similar age if not from the same litter without CTX injection or with equal volume normal saline injection were used as controls, as indicated in the figures. For western blot analyses, two mice were used for each time point for each experimental repeat; for RNA sequencing experiments, three mice were used for each time point.

### Mouse skeletal muscle RNA sequencing

Twelve 8–10 week old *C57BL/6* mice were injected with CTX into the TA muscle as described above, and the TA muscles were collected with three mice for each time point. TA muscles from three 8–10 week old uninjured mice were also collected. Total RNA from each muscle sample was isolated by TRIzol Reagent (Thermo Scientific, 15596026) according to manufacturer's instructions and purified by Qiagen RNeasy columns. The RNA samples (three replicates for each time point) were submitted to the in-house Sequencing and Expression Analysis Core for quality checking, library preparation, and next-generation single-read sequencing using standard techniques. Briefly, 1 μg of total RNA was used to make Illumina-compatible sequencing libraries, and the libraries were sequenced using 50 bp single reads on an Illumina HiSeq 1000. Reads were aligned to the mouse transcriptome (Refseq mouse transcripts as of March 2013) using BWA^31^. An average of 36 million reads per sample mapped to the mouse transcriptome. To analyse the raw data, reads per kilobase of transcript per million mapped reads (RPKM) were calculated for each gene at each time point, the RPKM of each gene was normalized to that of uninjured muscles, and the results were averaged to generate the fold change in expression level. The data were then analysed in two ways: (1) genes that exhibited more than 100-fold increase in CTX day 3 muscles compared to uninjured muscles were selected and (2) genes annotated to contain an ORF of <100 codons were selected. Genes meeting both criteria were then further examined against in-house RNA-Seq data from undifferentiated and differentiated primary myoblasts and C2C12 immortalized myoblasts; *Minion* was the only novel smORF demonstrating a dynamic expression pattern, with greater than tenfold change between undifferentiated and differentiated myoblast samples.

### Developmental RNAseq analysis

RNAseq analysis of early embryonic development was from the Deciphering the Mechanisms of Developmental Disorders progam via EMBL-EBI Expression Atlas (https://www.ebi.ac.uk/gxa)^32^,^33^. The data set was interrogated using the following Ensembl IDs: mouse *Minion/gm7325*, ENSMUSG00000079471; mouse *myod1*, ENSMUSG00000009471).

### Generation of *Minion*-knockout mice by CRISPR/Cas9 editing

Four week-old female C57BL/6J mice were superovulated by intraperitoneal injection of 5 IU pregnant mare's serum gonadotropin followed 47 h later by 5 IU of human chorionic gonadotropin (HCG). Female mice were mated to C57BL/6J male mice 1:1 immediately after HCG injection. The following morning, the females were checked for copulatory plugs and zygotes were collected from the oviducts of plugged females. *In vitro* transcribed Cas9 mRNA (100 ng μl^−1^) and two gRNAs (50 ng μl^−1^) were coinjected into the pronuclei of fertilized zygotes. Zygotes surviving the injection procedure were transferred into a single oviduct of pseudopregnant ICR recipient females (50–60 embryos/oviduct). Mice produced from injected embryos were genotyped and sequenced (see ‘Assay for genome modification' below) to determine the presence of mutations within the genomic region of *Minion*. Mutant founder animals were then bred to C57BL/6J mice and offspring were analysed for germline transmission.

To generate *in vitro* transcribed Cas9 mRNA, a 10 bp spacer and the T7 promoter were added to the *Streptococcus pyogenes* Cas9 coding region by PCR amplification from a construct (pCR-Blunt II-TOPO-NLS-Cas9-NLS) made in-house, and the amplified gel-purified Cas9 PCR product was used as the template for *in vitro* transcription using mMESSAGE mMACHINE T7 ULTRA kit (Thermo Scientific).

The gRNA sequences were designed to target mouse *gm7325/Minion* gene (NCBI Gene ID: 653016; Ensembl ID: ENSMUSG00000079471). To generate *in vitro* transcribed gRNA, two types of oligonucleotides were first synthesized (Oligonucleotide 1 and 2, see Supplementary Table 2; IDT). After oligonucleotide annealing and PCR amplification, a T7 promoter with an additional ‘G' at the 5′ end was added to the gRNA PCR product. The amplified gel-purified gRNA PCR product was used as the template for *in vitro* transcription using a MEGAshortscript T7 kit (Thermo Scientific). Both the Cas9 mRNA and the gRNAs were purified using a MEGAclear kit (Thermo Scientific) and eluted into RNase-free water. gRNA protospacer sequences targeting the mouse *Minion* ORF region are given in Supplementary Table 2. For generation of the 135 bp deletion allele, gRNAs 1 and 2 were used; for generation of the 155 bp deletion allele, gRNAs 3 and 4 were used.

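The protospacers of gRNAs 2, 3 and 4 lie in the coding part of exon 2 of Minion on chromosome 17 of GRCm38, which runs from 45600971 to 45601685 on the minus strand in the transcript Mymx-203, with the 84-codon ORF from 45601420 to 45601671. The protospacer of gRNA 3 (GGCGGGCAACAGGCAGCAGC) matches the plus strand from 45601602 to 45601621, over codons 17 to 24, and is followed by the PAM AGG. That of gRNA 4 (CTGGGAGTGGTCCACTCTGG) matches the plus strand from 45601447 to 45601466, over codons 69 to 75, with the PAM AGG. Their predicted cuts, 3 bases from each PAM, are 155 bases apart. That of gRNA 2 (CCAGAGTGGACCACTCCCAG) covers the same bases as gRNA 4 on the minus strand, with the PAM AGG. The sequence given for gRNA 1 (GGACCGGGCCGTCGTGGAGG) matches neither strand of the transcript as printed. Read in reverse order (GGAGGTGCTGCCGGGCCAGG) it matches the plus strand once, from 45601584 to 45601603, over codons 23 to 30, and is followed by the PAM CGG. With this reading, the predicted cuts of gRNA 1 and gRNA 2 are 151 bases apart.

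**Figure D3:**
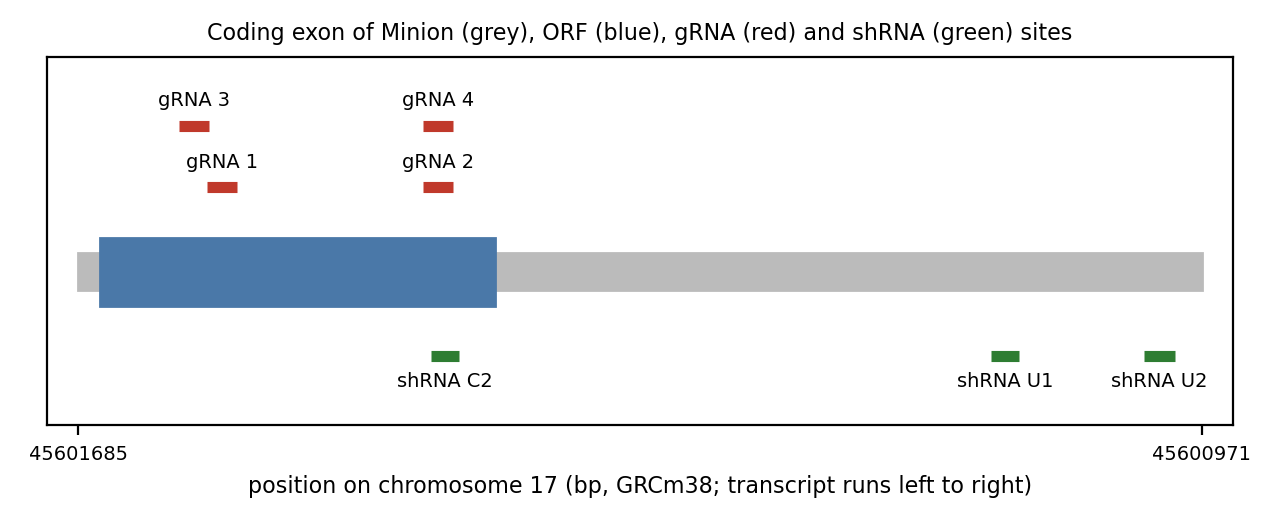
Map of exon 2 of Minion (grey) by position on chromosome 17 of GRCm38 in bp, with the ORF (blue) and the sites of the gRNAs (red) and shRNAs (green). The gRNA sites lie between codons 17 and 75, with gRNA 1 drawn in reverse order.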

### Assay for genome modification and genotyping

To detect mutations in the mice arising from injected embryos, PCR was performed using primers flanking the targeted region (Seq-F and Seq-R) (Supplementary Table 2). The PCR products were used in a surveyor assay according to manufacturer's instructions (IDT). The PCR products were then analysed by agarose gel electrophoresis and selected products were cloned into a pCR-blunt-cloning vector and sequenced. Deep sequencing was also used to identify mutations. Mice containing mutations in the target region were bred to confirm germline transmission. Among the mouse strains with mutations, two with 135 and 155 bp deletions within the *Minion* ORF was selected for further analysis. Note that experimental results with the 155 bp deletion allele are shown in Supplementary Fig. 5, while the *Minion*^Δ^ allele in all other figures represents the 135 bp deletion allele.

For genotyping of the subsequent progeny carrying the *Minion*^Δ^ 135 bp deletion allele, a primer set flanking the targeted region (Fwd and Rev; see Supplementary Table 2) was used to amplify genomic DNA, generating a ∼760 bp product from the unmodified allele and a ∼625 bp product from the mutated allele respectively. For genotyping of the progeny carrying the 155 bp deletion allele, a different primer set was used to amplify genomic DNA (Fwd-2 and Rev-2; Supplementary Table 2), generating a ∼555 bp product from the unmodified allele and a ∼400 bp product from the mutant allele, respectively. The PCR products were separated by gel electrophoresis using 2% agarose (Sigma, A9539). Wild-type mice demonstrate a single band of the larger size, while homozygotes containing the deletion demonstrate a single band of the smaller size, and heterozygous mice demonstrate both bands.

### Myoblast isolation

For mouse embryonic myoblast isolation, pregnant C57BL/6J female mice were humanely euthanized, and embryos were rapidly but gently dissected and placed into dissection buffer containing Ham's F10 nutrient mix (Thermo Scientific, 11550043) with 1 × antibiotic-antimycotic (Thermo Scientific, 15240062). One pregnant female was euthanized for each experimental repeat, and embryos from the same litter were dissected and compared. For each embryo, the tail was kept in a numbered tube for genotyping, while all four limbs were skinned, dissected, and placed into a 2 ml numbered Eppendorf tube containing ∼1.5 ml dissection buffer including 4 mg ml^−1^ Collagenase type II (Worthington LS004176; freshly made and filtered before use). The samples were rotated on a platform rocker at 80 r.p.m. and 37 °C for 30–45 min, until the muscles were mostly digested and only bones and soft tissues were left. In general, earlier stage embryos required shorter incubation times. Cell suspensions were checked microscopically after each step to avoid over-digestion. After allowing the unwanted tissues to settle at room temperature, the supernatant was transferred to a 50 ml conical tube. Dispase II (Thermo Scientific, 17105041) was then added at a final concentration of ≥1.2 mg ml^−1^ (>0.6 U ml^−1^) to both tubes: (1) for the supernatant in the 50 ml tubes, cells were incubated at 37 °C for 20–30 min with occasional mixing; (2) for the remaining tissues in the 2 ml tubes, 1.5 ml freshly made and filtered dissection buffer with 4 mg ml^−1^ Collagenase type II and ≥1.2 mg ml^−1^ Dispase II, and the tubes were again rocked on the rocker at 80 r.p.m. and 37 °C for 20–30 min to allow further digestion and dissociation.

After dissociation, the suspension in the 2 ml tube was mixed with that in the 50 ml tube. After adding ∼4–5 volumes of wash medium (Ham's F10 and 10% horse serum, filtered), the digested mixture was passed through a 10 ml 20 Gauge needle slowly and gently for ∼four times, while scrupulously avoiding generation of bubbles. More wash medium was then added to bring the final volume to 30 ml. This suspension was filtered through a prewashed 40 μm Nylon Mesh filter on top of a new 50 ml conical tube, and the filter was rinsed with 10 ml wash medium into the same tube. All of the 50 ml tubes were then centrifuged at 125*g* for 5 min at room temperature, and the supernatant was transferred and spun down again at 125*g* for 5 min. The pellets from two centrifugations were resuspended and mixed in 2 ml myoblast isolation medium followed by an additional 20 ml of media containing a 1:1 mixture of DMEM low glucose (Gibco, 11885084) and Ham's F-10 Nutrient Mix (Gibco, 11550043); 20% (v/v) FBS; 1 × antibiotic-antimycotic; and freshly added 2.5 ng ml^−1^ rhFGF (Promega, G5071). Medium lacking DMEM but containing the remaining items above also produced similar results.

The isolated cell mixture from each embryo was first plated into a regular 150 mm TC-treated dish for 30 min at 37 °C (preplate I) and replated into another 150 mm dish for 30 min at 37 °C (preplate II) to eliminate fibroblasts, and then the supernatant containing mostly myoblasts was transferred into two 100 mm collagen-coated dishes. Cells were examined the next day to determine necessity for passaging. Occasionally the preplate II dish also contained some amount of myoblasts, and these were kept and expanded in addition to those in the collagen dishes. 0.05% trypsin was used for dissociating the cells from dishes. After a few passages, 1 × antibiotic-antimycotic was replaced by 1 × penicillin–streptomycin (Gibco). As the fibroblast number decreases in culture, the embryonic myoblasts may start to proliferate very slowly and they should be seeded more densely to recover from the slow growth. Adult mouse myoblasts were isolated similarly but with a few modifications: the muscles were removed from bones and minced with small scissors; 15 ml conical tubes were used instead of 2 ml tubes, with twice the volume of digestion buffer; and longer digestion and dissociation times were used.

### *In vitro* myoblast differentiation assay

For primary myoblasts derived from both embryos and adult mice, ∼3,000 cells in 50 μl myoblast growth medium (1:1 mixture of DMEM low glucose and Ham's F-10 Nutrient Mix; 20% (v/v) FBS; freshly added 2.5 ng ml^−1^ rhFGF) were seeded into each well of a 384-well Collagen-coated PerkinElmer CellCarrier plate (6007550) for imaging purposes. The next day, differentiation medium (DMEM high glucose (Gibco, 11995073) with 3–5% horse serum) was added to the cells (differentiation condition (DM) day 0). Differentiation medium was replaced daily. The cells were fixed at DM day 3 and day 4 for immunofluorescence staining. For C2C12 cells, ∼1,500–2,000 cells were seeded into each well of a 384-well plate (DMEM high glucose with 10% FBS) and around 2 × 10^5^ cells were seeded into each well of a six-well plate, using C2C12 growth medium (DMEM high glucose with 10% FBS). The following day, differentiation medium (DMEM high glucose with 2% horse serum) was added to the cells (DM day 0), and differentiation medium was subsequently replaced daily. The cells were collected or fixed at different time points as described.

### Histology

For paraffin sections with embryonic samples, mouse embryos (E14.5 and later) were decapitated and the tails were collected in numbered tubes for genotyping. To enhance fixation in later-stage embryos (E17.5 and later), embryos were skinned in the area to be studied. Embryos were fixed overnight using 4% paraformaldehyde (PFA; Electron Microscopy Sciences #15714) in PBS at 4 °C with gentle rotation. Following two quick rinses with PBS, embryos were placed into 70% ethanol for dehydration and long-term storage. For the tissues/organs to be studied, the appropriate portions were cut and submitted to histology core for paraffin embedding and sectioning using routine protocols. Note that embryos from the same litter were used for each comparison.

For cryosections of adult mouse tissue, skeletal muscle samples were dissected and partially embedded in gum tragacanth (Sigma G1128; 10% w/v in PBS) on a wooden dowel, and frozen in 2-methylbutane in a glass beaker cooled on liquid nitrogen. The fresh frozen muscle samples were then sectioned at 10 μm thickness using a cryostat cooled to −20 °C. These fresh frozen muscle sections were then fixed in 1% PFA diluted in PBS at room temperature for 5 min before subsequent staining procedures. Both cryosections and paraffin sections were stained with Hematoxylin and Eosin (H&E) following routine protocols. Note that adult mice from the same litter were used for each comparison

### Immunofluorescence staining on tissue sections

For muscle cryosections, after fixation with 1% PFA/PBS as described above, slides were washed with PBS and permeabilized with 0.2% Triton X-100 diluted in PBS at room temperature for 10 min, and were then washed again with PBS. Sections were blocked at room temperature for 1 h using a freshly prepared and filtered solution containing 1% heat-inactivated donkey serum, 1% BSA, 0.025% Tween20 in PBS. After blocking, sections were incubated with primary antibody at 4 °C overnight, washed with PBS and then incubated with secondary antibody for 2 h at room temperature. After a 5 min wash with PBS, the sections were incubated with the nuclear stain DAPI (Molecular Probes D1306; 5 mg ml^−1^ stock) at a 1:20,000 dilution in PBS for 5 min, and slides were mounted and sealed using ImmuMount (Shandon) and glass coverslips. For paraffin sections with embryonic tissues, the deparaffinized and rehydrated slides were permeabilized with 0.2% Triton X-100 in PBS for 10 min and washed again with PBS. The sections were then blocked at room temperature for 1 h using a freshly made and filtered solution containing 5% heat-inactivated normal goat serum in PBS. After blocking, similar procedures were performed as mentioned above for cryosections. Note that embryos from the same litter were used for each comparison.

Primary antibodies used for immunofluorescence were: Mouse anti-MHC (MY32 clone, Sigma M4276, 1:300 dilution on paraffin sections and 1:500 dilution on cryosections); Mouse anti-Desmin (D33 clone, DAKO M0760, 1:300 dilution); Sheep anti-Gm7325/Minion (R&D systems AF4580; 1:200 dilution of 1 mg ml^−1^ stock on cryosections only; Sheep IgG was used as negative control. All secondary antibodies (Invitrogen Alexa-Fluor) were used at 1:250 dilution, and the host species was either donkey or goat. Only secondary antibodies from the same host species were used together for co-staining.

### Immunofluorescence staining with adherent cells

For immunofluorescence staining with adherent cells, mainly C2C12 and primary myoblasts from adults and embryos, 384-well PerkinElmer CellCarrier plates were again used. Cells were fixed with 4% PFA in PBS for 8–10 min and quickly washed twice with PBS before permeabilization with 0.2% Triton X-100 in PBS for 10 min. After one wash with PBS, cells were blocked with freshly made and filtered 5% heat-inactivated normal goat serum (or 5% heat-inactivated normal donkey serum for experiments using sheep anti-Gm7325/Minion antibody) in PBS for 1 h, and were incubated with primary antibodies overnight at 4 °C. The next day, after two quick washes with PBS, cells were incubated with secondary antibodies for 1–2 h at room temperature. After three quick washes with PBS, the cells were incubated with DAPI (5 mg ml^−1^ stock, 1:20,000 dilution in PBS) for 10 min. The 384-well plate was then imaged using either UltraVIEW confocal or ImageXpress Micro (IXM and IXC; Molecular Devices) confocal imaging systems (see the Microscopy part below).

Primary antibodies used were: Mouse anti-MHC (MY32 clone, Sigma M4276, 1:400 dilution); Mouse anti-Desmin (D33 clone, DAKO M0760, 1:300 dilution); Sheep anti-Gm7325/Minion (R&D systems AF4580; 1:200 dilution of 1 mg ml^−1^). All secondary antibodies (Invitrogen Alexa-Fluor) were used at 1:250 dilutions, and the host species was either donkey or goat. Only secondary antibodies from the same host species were used together for co-staining.

### Fluorescence staining with adherent cells

For fluorescence staining of actin filaments in fibroblasts and myoblasts, the high-affinity F-actin probe Alexa Fluor 546-conjugated phalloidin (Invitrogen, A22283) was used according to manufacturer's instructions. Briefly, cells grown in 384-well plates were fixed with 4% PFA for 10 min at room temperature, washed with PBS, and permeabilized with 0.1% Triton X-100 for 5 min. After two PBS washes, the cells were blocked with PBS containing 1% BSA for 30 min and incubated with staining solution (1:80 dilution of the phalloidin methanolic stock in blocking solution) for 1 h at room temperature. After two to three quick PBS washes, the cells were incubated with DAPI (5 mg ml^−1^ stock, 1:20,000 dilution in PBS) for 10 min. The plate was then imaged using either UltraVIEW confocal or IXM confocal imaging systems (see the Microscopy part below).

### Microscopy and imaging

The Invitrogen EVOS FL Auto Imaging System was used for routine examination of immunofluorescence staining, GFP virus infection, and cell labelling. For imaging of histological and immunostained tissue sections on glass slides, the Hamamatsu NanoZoomer and Aperio VERSA scanners were used to obtain whole-slide images using a × 20 objective. For imaging of the immunofluorescence cell samples in 384-well plates, the IXM and IXC confocal high-content imaging systems were used with × 10 and × 20 objectives. To acquire higher resolution images for tissue sections and cell samples, the UltraVIEW VoX 3D live cell imaging system (PerkinElmer) spinning disk confocal microscope system was used with × 20, × 40 and × 60 objectives. All pictures of whole mouse embryos were taken using iPhone 5S in combination with Leica KL200 LED dissection microscope.

### Cell culture

For culture of primary myoblasts isolated from later-stage mouse embryos and adult mice, filtered myoblast growth medium (1:1 mixture of DMEM low glucose and Ham's F-10 Nutrient Mix; 20% FBS) with freshly added 2.5 ng ml^−1^ rhFGF was used. In general, around 2–4 × 10^5^ cells were seeded into a 100 mm collagen-coated dish, and the cells were split once every 2–3 days at a ratio of 1:2 to 1:4, depending on proliferation speed. 0.05% trypsin was used for dissociating cells from dishes. Myoblasts typically went through a crisis period after the removal of most fibroblasts, and could be seeded more densely at this point. Primary myoblasts in culture were monitored every day with fresh medium replacement as needed. For the culture of immortalized C3H/C2C12 myoblast cells (ATCC), filtered C2C12 growth medium (DMEM high glucose with 10% FBS) was used. Approximately 1.5 × 10^5^ cells were seeded into a 100 mm tissue culture-treated dish, and cells were split every 2 days. 0.25% trypsin was used for cell dissociation. The cells tested negative for mycoplasma contamination. For culture of the immortalized C3H/10T1/2 fibroblasts (ATCC), filtered fibroblast growth medium (DMEM high glucose with 15% FBS) was used. Approximately 1 × 10^5^ cells were seeded into a 100 mm tissue culture-treated dish, and the cells were split once every 3 days. 0.25% trypsin was used for cell dissociation. The cells tested negative for mycoplasma contamination. For culture of the immortalized RAW264.7 macrophage line (ATCC), filtered growth medium containing DMEM high glucose with 10% FBS was used. Around 2–3 × 10^6^ cells were seeded into a 175 cm^2^ flask. The cells were split once every 2–3 days, when they were ∼60–75% confluent. To ensure cell lifting and reduce cell death, 0.25% trypsin and a cell scraper were used in combination. To induce the formation of multinuclear osteoclast-like cells, 50 ng ml^−1^ sRANKL (Peprotech, 174 aa) was incubated with the cells for 3 days. For the culture of CJ7 embryonic stem cells derived from 129 mice (kindly provided by Tom Gridley), freshly made and filtered growth medium was used, consisting of ESGRO Complete PLUS medium (Millipore, SF001-500P) with 15% FBS and three inhibitors: GSK3β inhibitor which comes with the medium; MEK inhibitor PD184352 (0.8 μM final) and FGFR inhibitor PD173074 (0.1 μM final). Normally the cells were co-cultured with mouse embryonic fibroblasts according to standard procedures, but for the purpose of RNA and protein isolation they were seeded onto gelatin-coated dishes without a fibroblast feeder layer. Approximately 1 × 10^6^ cells were seeded into each 100 mm dish. The medium was replaced every day. Cells were split once every two days at a ratio of 1:5 to 1:10, depending on experimental need. 0.05% trypsin was used for cell dissociation. All cell culture media contained 100 units per ml of penicillin and 100 μg ml^−1^ of streptomycin, unless otherwise specified. None of the cell lines is listed in the database of commonly misidentified cell lines maintained by ICLAC.

For experiments shown in Fig. 8b, 10T1/2 cells of indicated genotypes were seeded into 384-well Perkin Elmer COC plates at 800, 1,600, 3,200 cells per well in fibroblast growth medium. After 15 h, the cells were incubated with growth media containing DMSO (0.003%), latrunculin B (100 nM) or cytochalasin D (300 nM) for 24 h before further analysis^17^.

### Tissue and cell lysates preparation for protein analysis

Both embryonic and adult mouse tissue samples were weighed, snap-frozen in liquid nitrogen and stored at −80 °C until use. For preparation of protein lysates, eight volumes of ice-cold lysis buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 1 mM EDTA, 10% glycerol, with freshly added 2 × Halt protease inhibitor cocktail and 1 × Roche PhosSTOP phosphatase inhibitor cocktail) and one to two 3 mm tungsten carbide beads (Qiagen) were added to each sample in a 1.5 ml or 2 ml Eppendorf tube. These were then homogenized at 30 cycles per scond for 3–8 min at 4 °C using a TissueLyser II. Detergents were then added to the lysates to a final concentration of 0.1% SDS, 0.1% sodium deoxycholate and 1% Triton X-100, and the samples were rotated at 4 °C for 2–4 h. Lysates were then transferred to new tubes and spun down at 15,000–21,000*g* for 10 min at 4 °C. For organs containing significant amount of lipids, the supernatant was transferred and spun down again at 15,000–21,000*g* for 10 min at 4 °C.

For cell samples, buffer from Alfa Aesar (J60423) was generally used (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 5% Glycerol, 0.1% SDS, 0.5% sodium deoxycholate and 1% Triton X-100, with the above mentioned protease and phosphatase inhibitor cocktails). Cells were quickly rinsed with DPBS and then ∼300 μl ice-cold lysis buffer was added to each well of a six-well plate. After incubation on ice for 5 min, the cells were pipetted up and down and transferred to 1.5 ml Eppendorf tubes and incubated on ice for 30 min, with 1 s of vortexing every 10 min. The samples were then spun down at 15,000–21,000*g* for 10 min at 4 °C. A second buffer without ionic detergents was used for some of experiments (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 10% glycerol, 1 mM EDTA and 1% Triton X-100, with the above mentioned protease and phosphatase inhibitor cocktails), with similar results. Bio-Rad DC protein assay with BSA standard was performed to measure protein concentration of supernatants. Lysates were mixed with NuPAGE LDS Sample Buffer (NP0007) and dithiothreitol (100 mM final), and boiled at 94 °C for 10 min prior to SDS–polyacrylamide gel electrophoresis (PAGE).

### Subcellular fractionation analysis

C2C12 cells incubated with differentiation medium for 4 days were used for the subcellular fractionation studies using the Qproteome Cell Compartment system (Qiagen, 37502) following the manufacturer's instructions. The cells were dissociated from the dishes first before addition of the first buffer; similar results were obtained with direct cell lysis on the plate. The cytosolic/membrane/nuclear/cytoskeletal fractions were extracted from the cells, and for each fraction, the protein lysate extracted from an equivalent number of cells was loaded for western blot (Supplementary Fig. 2e).

To examine whether Minion protein is secreted and soluble in cell conditioned media, C2C12 myoblasts with indicated genotypes were first differentiated for two days in differentiation medium containing 2% horse serum, and then incubated with serum-free differentiation medium consisting of DMEM with 1 × ITS-G (Thermo Scientific, 41400045) for 24 h. The supernatant conditioned media were collected, centrifuged at 8 °C to eliminate dead cells, and filtered using a 0.45 μm vacuum filter bottle to further eliminate cell debris. The filtered supernatants were then concentrated at 8 °C using 3k Amicon ultracentrifugation filters for multiple rounds according to the manufacturer's instructions. The supernatants were concentrated ∼400–1,000 fold. As a comparison, whole cell extracts were prepared from the original cell pellet using the lysis buffer mentioned above, and denatured supernatants and whole cell extracts generated from equal amounts of cells were loaded for western blot analysis (Supplementary Fig. 2d).

### SDS–PAGE and western blots

The NuPAGE Novex gel electrophoresis system was used for the separation of proteins. Approximately 10–30 μg of cell lysate or 30–60 μg of tissue lysate were loaded per well. NuPAGE MES SDS Running Buffer (NP0002) and 4–12% NuPAGE Novex Bis–Tris gels were used. Proteins were transferred to PVDF or nitrocellulose membranes using the iBlot transfer system (Thermo Scientific). Freshly prepared 5% milk in TBST (137 mM NaCl, 20 mM Tris, 0.1% Tween-20, pH7.6) was generally used as the blocking buffer with both PVDF and nitrocellulose membranes. However, for the detection of Minion protein using primary antibody raised in sheep, freshly made and filtered 10% donkey serum in TBST was used as the blocking buffer with PVDF membrane (Millipore Immobilon-P^SQ^, 0.2 μm pore size). The information of primary and secondary antibodies used in western blots is listed in Supplementary Table 3). Two ECL substrates with different sensitivity were used as indicated. We found that the anti-human TMEM8C antibody recognized both endogenous and overexpressed Myomaker protein in both mouse primary muscle and cultured cell lysates (Figs 6e and 7a, Supplementary Fig. 18), but required extended antibody incubation and exposure times. Note: All uncropped western blots shown in main figures have been included in Supplementary Figs 22–25.

### RNA preparation and RT-qPCR

Total RNA was isolated from cell lines using TRIzol Reagent (Thermo Scientific, 15596026) according to the manufacturer's instructions. First-strand cDNA synthesis was performed using qScript cDNA SuperMix (Quanta BioSciences) according to manufacturer's instructions. For PCR, cDNA from ∼5 ng RNA was used in a 12.5 μl reaction with Power SYBR Green PCR Master Mix (Thermo Scientific, 4367659). Reactions with RNA only were prepared as negative controls. An Applied Biosystems 7900HT thermocycler was used with the following primers (Supplementary Table 2): *Minion*-F and *Minion*-R; *Gapdh*-F and *Gapdh*-R. Relative quantification was performed using the comparative CT method. The CT value of *Minion* gene was normalized to that of the reference gene *gapdh* in the same sample using the formula: 2^ΔΔCT^.

### Lung flotation assay

E18.5 embryos from *Minion*^Δ/+^ × *Minion*^Δ/+^ intercrosses were quickly isolated by caesarean section from humanely sacrificed pregnant females, and were placed on dry Kimwipes. To maintain body temperature, these newborns were incubated by hand and subsequently in a 37 °C chamber. Pups were exposed to normal room air following delivery, and were monitored for at least 1 h. *Minion*^Δ/Δ^ newborns were uniformly atonic, apneic, and became cyanotic almost immediately after delivery. The majority of *Minion*^+/+^ and *Minion*^Δ/+^ mice exhibited normal breathing and demonstrated pink body colour indicative of adequate ventilation and perfusion. After at least 1 h of air breathing, pups were anaesthetized, weighed, tailed for genotyping, decapitated, and the lungs were dissected and placed into PBS in 15 ml conical tubes or 2 ml Eppendorf tubes for flotation assay. The lungs were then monitored for more than 15 min, after which they were scored as either floating or sinking. Approximately 60 E18.5 embryos were examined.

### Plasmids and cloning

For the cloning of shRNA constructs, 19–21 nucleotide target sequences were selected using both BLOCK-iT RNAi Designer (Thermo Scientific) and in-house optimized algorithms. 

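The target sequences of 3 Minion shRNAs were found once each in the transcript Mymx-203, all in exon 2 on the minus strand of chromosome 17 (GRCm38). The shRNA U1 (GCTAAGAGGTGGTATTTAA) covers 45601087 to 45601105 and U2 (GCAGCAGGTAGTCAATAAACG) 45600988 to 45601008, both in the 3′ UTR, outside the 84 codons of the ORF. The shRNA C2 (GTGGACCACTCCCAGAGGA) covers 45601443 to 45601461 in the coding sequence, over codons 71 to 77. The target of C1 was not used here.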

For the mouse *Minion* mRNA transcripts (GenBank Accession No. NM_001177468.1, NM_001177469.1 and NM_001177470.1), four shRNA target sequences were chosen initially to target all the transcripts, two targeting the coding sequence and two targeting the 3′ UTR. A control sequence was used targeting the firefly (*Photinus pyralis*) *luciferase* gene, which exists in the pGL3 luciferase reporter vector but which lacks similar sequence in the mouse transcriptome. For each shRNA, two 55–59 nt oligonucleotides were designed as shown in Supplementary Table 4 and synthesized (IDT). The oligonucleotides, each containing sense and antisense target sequences, a 9 nt intervening hairpin loop, and TTTG at the 5′ ends with GATC at 3′ ends for cohesive-end cloning, were annealed. These were then ligated with BbsI/SpeI-digested pGWL-si2/U6 vector. Subsequently using Gateway LR Clonase II Enzyme Mix, these shRNA cassettes were cloned into the vector pLentiLox3.7-GW (pLL3.7-GW), a third generation lentiviral gateway vector that expresses shRNAs under the mouse U6 promoter. A CMV-EGFP reporter cassette was included in the vector to monitor expression.

For the cloning of cDNA constructs, the coding sequences (CDS) of mouse *Minion* (84 aa isoform; CDS and protein accession numbers CCDS50119.1 and NP_001170939.1), human *MINION* orthologue (CDS and protein accession numbers CCDS83093.1 and NP_001302423.1), mouse *tmem8c* (*Myomaker*; CDS and protein accession numbers CCDS15823.1 and NP_079652.1), *nanoluc* (control A), *luciferase* (control B), mouse *Minion* with 1 bp frameshift insertion, human *MINION* with 1 bp frameshift deletion, and mouse *Minion* truncation (39 aa form) were synthesized (IDT) with attB sites at both ends and a consensus Kozak sequence (5′ GCCACC) before the start codon. For mouse and human *MINION* CDS, both untagged and C-terminally 3 × FLAG-1 × HA-tagged (3F1H) versions were generated. The human *MINION* CDS used here was based on prior genome assembly, whereas the most recent assembly has a C-to-T change and the resulting protein sequence has a R (Arginine) to C (Cysteine) change at the 16th residue. For the *nanoluc* CDS, a C-terminal 1 × FLAG tag was added. Using Gateway BP Clonase II Enzyme mix (Thermo Scientific, 11789020), the synthesized DNA sequences were cloned into the pDONR221 vector and the sequence-confirmed entry vectors were subsequently cloned into the pCIGAR gateway retroviral vector using Gateway LR Clonase II Enzyme mix. The pCIGAR vector is an MSCV-based bicistronic retroviral vector modified to permit Gateway-mediated insertional recombination of transgenes immediately upstream of IRES-eGFP. In addition, the empty pCIGAR vector (MCS version) was used as another control vector (control C). After expression testing of the two 3F1H-tagged mouse and human *MINION* constructs, it was noticed that two bands were detected by western blot with anti-FLAG antibody (Supplementary Fig. 14). This reflected the presence of an extra start codon in-frame with the actual start codon, which was confirmed by sequencing to be inherited from the 3′ end of the *CMV* promoter in the pCIGAR vector, giving rise to a product with an additional N-terminal 16 aa, indicated by an asterisk. As a 6-nt consensus Kozak sequence was added before the actual start codon, the intended product is the dominant protein expressed. All other cDNA vectors contained an extra T nucleotide immediately prior to the Kozak sequence, to avoid upstream translational initiation. In addition, a pLKO-TREX-On lentiviral MCS vector (kindly provided by Feng Cong, Novartis Institutes for BioMedical Research) was used for making Minion expression vector containing C-terminally 3F1H-tagged mouse Minion, used for the AP-MS experiments.

### Lentiviral shRNA knockdown assay in myoblasts

Lentiviral particles were produced in HEK 293T cells (ATCC) using a third generation lentiviral packaging system and FuGENE 6 transfection reagent (Promega). Fresh medium was replaced one day after transfection and the supernatant medium was collected on the following day. The medium was briefly centrifuged to remove dead cells, and neat virus was used for QC infection on 293T cells by the reverse infection method with 8 μg ml^−1^ polybrene (overnight incubation without spin infection). Analysis of GFP expression by FACS 3 days after infection generally demonstrated a titre of ∼1 × 10^6^ vp ml^−1^. Neat virus was further concentrated ∼100-fold using a 100 kDa centrifugal filter unit (Amicon), aliquoted and stored at −80 °C.

To examine the knockdown efficiency of the mouse *Minion* transcript, shRNA-encoding lentiviruses were used to infect C2C12 cells. Viruses were diluted in growth medium containing 8 μg ml^−1^ polybrene, and after a brief incubation at 37 °C with C2C12 cells, one round of spin infection was performed at 1,100*g* and 32 °C for 1–1.5 h, using either 24-well or 12-well plates. Based on an estimated viral titre of 1 × 10^8^ vp ml^−1^ after concentration (as measured on 293T cells), a virus amount equivalent to MOI30 on 293T cells was used on C2C12 cells. Fresh medium was replaced the next day and GFP^+^ cells were sorted by FACS two days later (see gating strategy in Supplementary Fig. 26). Infection efficiency of 70–85% was routinely achieved as judged by FACS analysis, though GFP signal in undifferentiated C2C12 cells was faint by EVOS fluorescence microscopy. Sorted, GFP^+^ C2C12 cells were recovered, expanded and seeded into six-well plates for *in vitro* differentiation assay. At DM day 4–6, cell lysates were collected and the expression of Minion protein was examined by western blot. The two shRNA constructs targeting the *Minion* 3′ UTR (U1/U2) were found to reduce Minion expression most efficiently (Supplementary Fig. 11b), and for subsequent experiments in C2C12 and primary myoblasts, cells were infected with U1 and U2 shRNA viruses only. To produce the *Minion*^KD^ C2C12 cells, the U1-infected, GFP^+^-sorted cells were reinfected with U2 shRNA virus and resorted for increased GFP signal (top 30–50%). Similarly, wild-type C2C12 cells were infected with the control shGL3 virus (Ctrl) in two rounds and sorted twice to generate the *Ctrl* cells. These *Minion*^KD^ and *Ctrl* C2C12 cells were expanded and used for *in vitro* differentiation assay in 384-well and six-well plates. The *Minion*^KD^ cells were also used as the background for *in vitro* reconstitution assay with cDNA-containing retroviruses.

Similar infection steps were followed to knockdown *Minion* in primary myoblasts derived from adult mice, except that 6 μg ml^−1^ polybrene was used and fresh medium lacking polybrene was added by the end of the day instead of on the next day, as primary myoblasts appeared more sensitive to polybrene treatment. Due to the difficulty in expanding these infected and sorted primary cells, one round of virus infection was performed using either Ctrl virus or 1:1 ratio mixture of U1 and U2 viruses, and the cells were sorted by GFP signal after 2–3 days. Approximately one-third or one-half the amount of virus used on C2C12 cells was used on primary myoblasts. The sorted primary myoblasts were recovered for 3 days and then seeded into 384-well plates for *in vitro* differentiation assay.

### Retrovirus infection of C2C12 and 10T1/2 cells

The cDNA-encoding retroviruses were made by co-transfecting 293T cells with pCIGAR retroviral vectors and pCL-Eco or pCL-10A1 packaging vectors using FuGENE 6 transfection reagent (Promega). Media was replaced one day after transfection and the supernatant medium was collected on the following day. After a brief centrifugation to eliminate dead cells, the neat virus was used for QC infection in 384-well plate by reverse infection method of NIH-3T3 cells (for pCL-Eco packaged virus) or 293T cells (for pCL-10A1 packaged virus) with 8 μg ml^−1^ polybrene (overnight incubation without spin infection). GFP expression was analysed by FACS 3 days after infection, usually yielding a titre of 0.3–1.2 × 10^6^ vp ml^−1^.

To infect C2C12 cells and 10T1/2 cells, neat virus was incubated with 8 μg ml^−1^ polybrene at 37 °C for 10 min and then added to the cells, which were then incubated for 15 min at 37 °C. One round of spin infection was performed using 24-well or 12-well plates at 1,100*g* and 32 °C for 1–1.5 h. After 4–6 h, fresh neat virus with polybrene was added and a second round of spin infection was performed. Fresh medium was added to the infected cells to dilute the polybrene. Media was replaced the following day, and 2–3 days later, the infected cells usually exhibited very strong GFP fluorescence by EVOS microscopy. Infection efficiency using this two-round infection method was generally >95% over a large range of viral concentrations, therefore FACS was generally not necessary. The resulting GFP signal was used to mark the boundary of cells, in addition to phase contrast imaging and nuclear markers (Supplementary Figs 7b,19 and 20); moreover, in cells that were fixed with 4% PFA but not permeabilized with detergents, the GFP signal was higher in the nuclear region, allowing unambiguous delineation of both the cell boundary and nuclei.

For each round of infection, a viral amount equivalent to MOI 3–6 on 3T3 or 293T cells was used for *Minion*^KD^ C2C12 cells, and the infected cells were expanded and used for *in vitro* reconstitution assay in differentiation medium. For co-expression and cell-mixing experiments on wild-type 10T1/2 cells and C2C12 cells, a viral amount equivalent to MOI 2–4 on 3T3 or 293T cells was used. For each comparison, the viruses made with the same packaging plasmid and at similar MOI were used for infection. The experiments were repeated with different types of control viruses (Luciferase, NanoLuc-FLAG, empty vector). For co-expression and mixing experiments, cells were infected with one type of cDNA retrovirus first using the two-round spin infection protocol described above, expanded for several days, then reinfected with a second cDNA-encoding retrovirus using the same method. On the day following the final infection, the cells were labelled with different dyes, mixed and seeded into 384-well or 24-well plates as described below.

### Affinity purification and mass spectrometry analysis

C2C12 myoblasts expressing both C-terminally 3 × FLAG-1 × HA-tagged mouse Minion and empty control were seeded in growth medium, then incubated in differentiation medium for 3.5 days with 2 μg ml^−1^ Doxycycline to induce the expression of exogenous Minion protein from pLKO TREX-ON lentiviral cDNA vector. These cells were then used in one-step anti-FLAG immunoprecipitation. Cytoplasmic and membrane fractions were prepared using the ProteoExtract Native Membrane Protein Extraction Kit (Millipore, 444810). Cytosolic and membrane fractions were subjected to affinity purification using anti**-**FLAG M2 affinity gel (Sigma, F2426) with 1 h incubation, and the immunopurified protein complexes were eluted by the addition of FLAG peptide (Sigma, F4799). The eluate was precipitated by trichloroacetic acid and washed twice with acetone. The precipitates were dissolved in digestion buffer (8 M Urea in 100 mM Tris pH 8.5), reduced, alkylated and digested as described previously^34^. The digested peptide mixture was desalted using C18 pipette tips (Thermo Scientific) and fractionated online using a 75 μM inner diameter fused silica capillary column, with a 5 μM pulled electrospray tip and packed in-house with 16 cm of C18 reversed phase spherical silica particles of 3.0 μM.

An Ultimate 3,000 nano LC system (Thermo Scientific) coupled to a Q Exactive mass spectrometer (Thermo Scientific) was used to deliver the linear acetonitrile gradient using buffer A (0.1% formic acid water) and buffer B (0.1% formic acid water, 100% ACN) starting from 5% buffer B to 35% over 70 min at a flow rate of 200 nl min^−1^, followed by a 5 min ramping to 95% acetonitrile and a 5 min hold at 95% buffer B. The column was re-equilibrated with 2% buffer B for 2 min before the subsequent run. Each sample was analysed in triplicate technical replicates on LC–MS/MS.

MS/MS spectra were collected on a Q-Exactive mass spectrometer (Thermo Scientific). All MS/MS raw spectra files were processed using Proteome Discoverer 1.4 (Thermo Scientific), and the spectra from each raw file were converted to MASCOT generic files (MGF) for data set searches using licensed Mascot Daemon (Matrix Science, London, UK; version 2.4.1). The MS/MS data was searched against the Uniprot database downloaded on April 1st, 2015 (selected for *Mus musculus* with 16715 entries) including a decoy database. The carbamidomethylation of cysteines was set as a static modification with a mass of +57.02156 Da. The specificity of digestion was set for trypsin allowing three missed cleavages. The mass tolerances in MS and MS/MS mode were set to 15 p.p.m. and 0.8 Da, respectively. Peptide and protein identifications were validated using Scaffold version 4.6.2 (Proteome Software Inc., Portland, OR). Peptide and protein identifications were accepted if they were detected with ≥95.0% and ≥99.0% probabilities respectively by the Scaffold local false discovery rate algorithm, and required at least two identifiable unique peptides^35^. Fisher's exact test *P* value in Scaffold were calculated according to a model previously described^36^. The protein classes of significantly enriched proteins were identified and visualized using the Panther classification system (http://www.pantherdb.org)^37^.

### Cell labelling and mixing experiments

The performance of a series of cell-permeant fluorescent dyes was tested on 10T1/2 fibroblasts and C2C12 myoblasts over multiple dilutions and using different labelling methods, with signal strength and pattern monitored continuously by microscopy for at least four days. CellTracker Deep Red dye (Thermo Scientific C34565, 1:250 final dilution) and CellTrace Violet dye (Thermo Scientific C34571, 1:500 final dilution) were selected for subsequent experiments, and were observed to label the cytoplasmic and nuclear regions of mononuclear cells. However, in fused multinuclear cells (Fig. 7d, Supplementary Fig. 19), the CellTrace Violet dye exhibited a strong enrichment in nuclei which had been originally labelled with the dye, and did not diffuse into other non-violet-labelled nuclei, while the CellTracker Deep Red dye demonstrated perinuclear enrichment and was helpful in recognizing the cell boundary. These features allowed facile quantification of fusion efficiency (Fig. 7e). For experiments shown in Supplementary Fig. 20, Vybrant DiD (Thermo Scientific V22887, 1:200 dilution) was used together with Violet dye per manufacturer's instructions. DiD staining appears spotty in proliferating cells but is retained homogeneously in fused cells.

Cell labelling was performed according to manufacturer's instructions with slight modifications. Cells were trypsinized, centrifuged, washed once with PBS, transferred to a 2 ml Eppendorf tube, centrifuged, and resuspended in PBS at a concentration of 0.8–1 × 10^6^ cells/ml. 2 × cell labelling solution was prepared separately in PBS with fluorescent dyes and was mixed well by brief vortexing. Equal volumes of the 2 × labelling solution and the cell suspension (usually 250 μl each) were mixed and incubated at 37 °C for 40–45 min with occasional mixing. The labelled cells were then mixed with 1 ml fresh medium, incubated at 37 °C for 5 min and centrifuged at 150*g*. At this point, 3 more washes of the labelled cells were performed using fresh medium, incubation at 37 °C for 10–15 min, and centrifugation at 150*g*. After the last wash, the cells were counted and diluted to the concentration needed for the final mixing experiment in a 384-well or 24-well plate, and were incubated at 37 °C for 30 min. These additional washes and incubation steps were used to eliminate remaining unbound dye in the cell suspension and on the cell surface, which was critical for cell-mixing experiments performed on the same day. After incubation, cells labelled with Deep Red dye were mixed with those labelled with Violet dye at a 1:1 ratio, and were seeded into 384-well, with a range of concentrations tested from 800 to 4,000 cells per well. Cells in 384-well plates were fixed at different time points (24–48 h) with 4% PFA for 10 min at room temperature, and were washed with PBS before imaging. Growth medium containing 10–15% FBS was used for most experiments in both 10T1/2 and C2C12 cells.

For cell-mixing experiments in Fig. 6a,b, cells were mixed at 1:2 ratio (one fibroblast and two myoblasts) and the cells were incubated in differentiation medium for 3–4 days before fixation. 3,000–6,000 cells per well were used in 384-well plates. For experiments in Fig. 6a, no dye was used, with 10T1/2 fibroblasts GFP positive and differentiating myoblasts MHC positive. For experiments in Supplementary Fig. 6b, all cells expressed GFP Violet dye was therefore used to label fibroblasts, with differentiating myoblasts marked by MHC. For myoblast mixing experiments in Supplementary Fig. 20b, cells were labelled, mixed, and then incubated in DM for 4 days before fixation.

### Differentiation and fusion indices

Several indices were used to examine the fusion efficiency in C2C12 cells as well as adult and embryonic primary myoblasts during *in vitro* differentiation. The differentiation index shown in C2C12 (Fig. 5e) and adult primary myoblasts (Supplementary Fig. 13b) was calculated as the fraction of nuclei contained within all MHC^+^ cells, including both mononuclear and multinuclear cells, as compared with the number of total nuclei within each × 20 image acquired by IXM confocal high-content imaging. At least six separate fields from independent replicate wells were quantified for each genotype in each experimental repeat. The fusion index shown in C2C12 (Fig. 5f) and adult primary myoblasts (Supplementary Fig. 13c) was calculated as the fraction of nuclei contained within MHC^+^ myotubes which had three or more nuclei, as compared to the number of total nuclei within each × 20 image taken by IXM imaging. At least six separate fields from independent replicate wells were quantified for each genotype. The fusion index shown for embryonic primary myoblasts (Fig. 5b) was calculated as the fraction of nuclei contained within Desmin^+^ myotubes having three or more nuclei, as compared to the number of nuclei within all Desmin^+^ cells on each × 20 IXM image. At least six separate fields from independent replicate wells were quantified for each genotype in each experimental repeat. Since fibroblasts still existed in these early-passage primary cultures, only the total nuclei in Desmin^+^ cells were included for quantification. Another index used to examine the fusion efficiency in C2C12 cells (Fig. 5g) and adult primary myoblasts (Supplementary Fig. 13d) was focused on myotubes. Myotubes were binned into three to four subgroups based on the number of nuclei contained within each tube: 2 nuclei, 3–5 nuclei, 6–10 nuclei or more than 10 nuclei (Fig. 5g). The fraction of each subgroup was calculated for each genotype in comparison to total myotube number. At least six separate fields from independent replicate wells were quantified for each genotype. Please find more details about the numbers in the figure legends.

For co-expression experiments in 10T1/2 cells, two indices were used to examine fusion efficiency. The first fusion index (Fig. 7c) was based on the experiment shown in Supplementary Fig. 7b, and was calculated as the percentage of nuclei within GFP^+^ syncytia containing three or more nuclei, as compared with the number of total nuclei. At least four separate × 10 IXM images from different replicate wells were used for quantification of each genotype. To examine the ability of Minion-only or Myomaker-only expressing cells to fuse with Minion and Myomaker co-expressing cells as well as to further confirm the formation of multinuclear syncytia by fusion instead of incomplete cytokinesis, a second index was used (Fig. 7e) to calculate the fusion efficiency between Deep Red dye-labelled cells and Violet dye-labelled cells in three different combinations (Fig. 7d, Supplementary Fig. 19). In these combinations, all of the Deep Red dye-labelled cells had co-expression of Myomaker and Minion, no matter which protein was expressed first by infection, and these cells were able to fuse to themselves, becoming Deep Red^+^ syncytia. The Violet dye-labelled cells expressed (1) Myomaker and Minion (either Myomaker or Minion was expressed first); (2) Myomaker only (together with empty vector control); (3) Minion only (together with Luciferase control). The fraction of Deep Red^+^ syncytia (containing three or more nuclei) containing one or more Violet dye-labelled nucleus was compared with the total number of Deep Red^+^ syncytia on each × 10 IXM image. At least 6–12 separate fields from independent replicate wells for each experimental repeat were quantified for each combination.

### Statistical analysis

Sample size was not predetermined statistically and no specific blinding method or randomization was applied. Each value reported represents the mean±s.d. of more than two-independent replicates as described for each experiment. Replicate types utilized include: independent experimental (biological) replicates; individually treated cells with viruses or compounds; mice from the same or different litters; and tests or assays run on the same sample multiple times (technical replicates). Quantitative data were analysed by unpaired two-tailed Student's *t*-test with Welch's correction and without assumption of equal standard deviations. All statistical analyses were performed using GraphPad Prism software. *P*<0.05 was considered statistically significant. *P*<0.05 was marked with an asterisk (*) and *P*<0.001 was marked with double asterisks (**).

### Data availability

Source data for proteomic studies is provided in Supplementary Table 1. Raw proteomic data are also available on request. The RNA sequencing data have been submitted to the NCBI Gene Expression Omnibus (GEO) (under accession number GSE97764). The mouse *Minion* and human *MINION* coding sequences together with protein sequences have been deposited into GenBank under accession number KY857878 and KY857877.

## Additional information

**How to cite this article:** Zhang, Q. *et al*. The microprotein Minion controls cell fusion and muscle formation. *Nat. Commun.* **8**, 15664 doi: 10.1038/ncomms15664 (2017).

**Publisher's note**: Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary figures, supplementary tables and supplementary references.

## Figures and Tables

**Figure 1:**
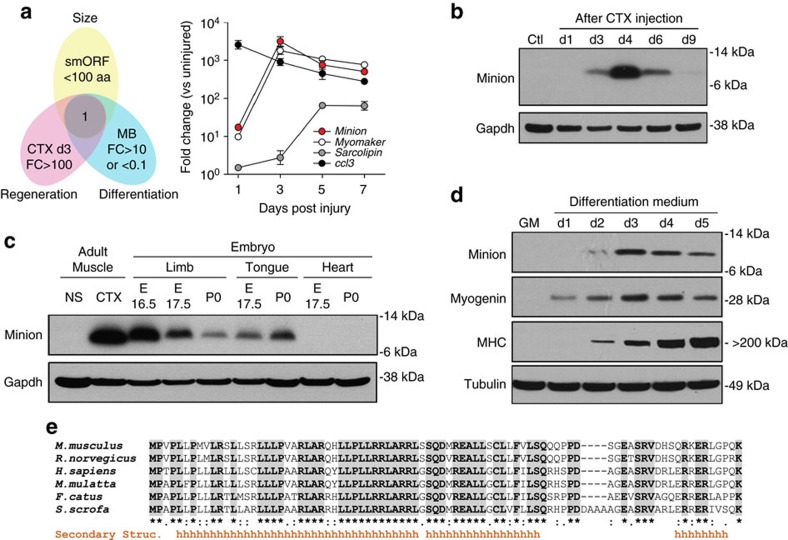
The microprotein Minion is specifically expressed during skeletal muscle development and regeneration. (**a**) Left: Overlap of RNA-seq from regenerating adult mouse *tibialis anterior* (TA) muscle and differentiating C2C12 myoblasts (MB). CTX, cardiotoxin; FC, fold change compared to uninjured muscle (bottom left) or undifferentiated myoblasts (bottom right). Right: fold change of reads per kilobase per million mapped reads (RPKM) for selected genes upregulated after CTX injury. Values are normalized to uninjured muscle, representing mean±s.d. of fold change, three 8–10 week old mice per time point. (**b**) Western blot of control uninjured (Ctl) and CTX-injured regenerating adult TA muscle (*n*=2, two 8–10 week old mice per time point, two technical replicates each). (**c**) Western blot of embryonic muscle samples (*n*=3, two embryos each). Day 4 post-CTX TA or normal saline (NS) injection were positive and negative controls. E, embryonic day; P, post-natal. (**d**) Western blot of C2C12 myoblasts cultured under growth conditions (GM) or under differentiation conditions (DM) for the indicated number of days (*n*=4). MHC, myosin heavy chain. (**b**–**d**) Glyceraldehyde-3-phosphate dehydrogenase (Gapdh) and Tubulin served as loading controls. (**e**) Protein sequence alignment of mouse Minion with putative orthologues from other mammalian species (GenBank accession numbers and UniProt IDs from top to bottom are: NP_001170939.1, XP_017452417.1, NP_001302423.1, EHH18375.1, M3X8W7_FELCA and F1RQU5_PIG.)

**Figure 2:**
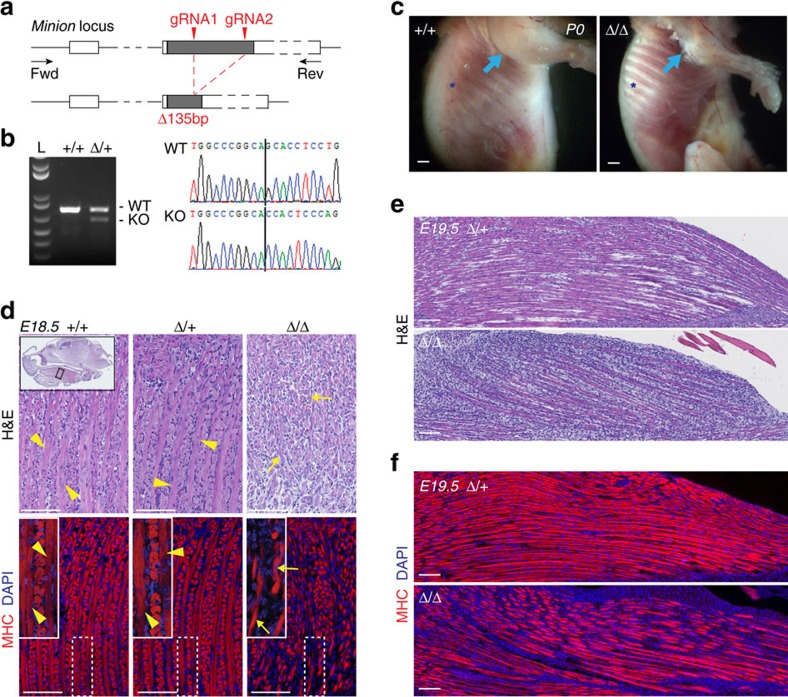
Minion is required for skeletal muscle development. (**a**) Strategy for CRISPR/Cas9 mutagenesis of the *gm7325/Minion* locus using a dual sgRNA approach. Grey box, *Minion* ORF; white box, non-coding exons; sgRNA, single gRNA; Fwd and Rev, forward and reverse genotyping primers. (**b**) Left: representative genotyping PCR of *Minion* wild type (+/+) and heterozygous (Δ/+) mice carrying the 135-bp deletion depicted in **a**. *n*=20 (more than 300 total adult mice of both sex). Right: representative sequence traces. Black line indicates 5′ boundary of the deletion. WT, wild-type allele; KO, knockout allele (135-bp deletion). (**c**) Photographs of skinned *Minion*^+/+^ and *Minion*^Δ/Δ^ P0 mice. Cyan arrows and Blue asterisks indicate forelimb and intercostal musculature, respectively. Three litters of embryos. (**d**) Histological and immunofluorescence (IF) analyses of embryonic tongue skeletal muscle from E18.5 embryos. Yellow arrowheads and yellow arrows indicate multinuclear myofibres and unfused differentiating elongating myoblasts, respectively. Top row: hematoxylin and eosin (H&E) staining of sagittal tongue sections. Inset demonstrates the originating region and orientation of the provided tongue sections. Bottom row: Immunofluorescence staining for the muscle marker MHC (red), with DNA counterstain DAPI (4′,6-diamidino-2-phenylindole; blue). Insets demonstrate magnification of the boxed areas. Three litters of embryos. (**e**) Histological images of H&E-stained E19.5 forelimb longitudinal sections of indicated genotypes. Two litters of embryos. (**f**) Immunofluorescence images of forelimb longitudinal sections for E19.5 embryos with indicated genotypes. MHC (red) and DAPI (blue) staining are shown. Two litters of embryos. (**d**–**f**) Paraffin-embedded embryos of different stages were examined. (**c**–**f**) Embryos from the same litter were compared with 1–2 embryos for each genotype in each experimental repeat. Scale bars, 1 mm (**c**), 100 μm (**d**–**f**).

**Figure 3:**
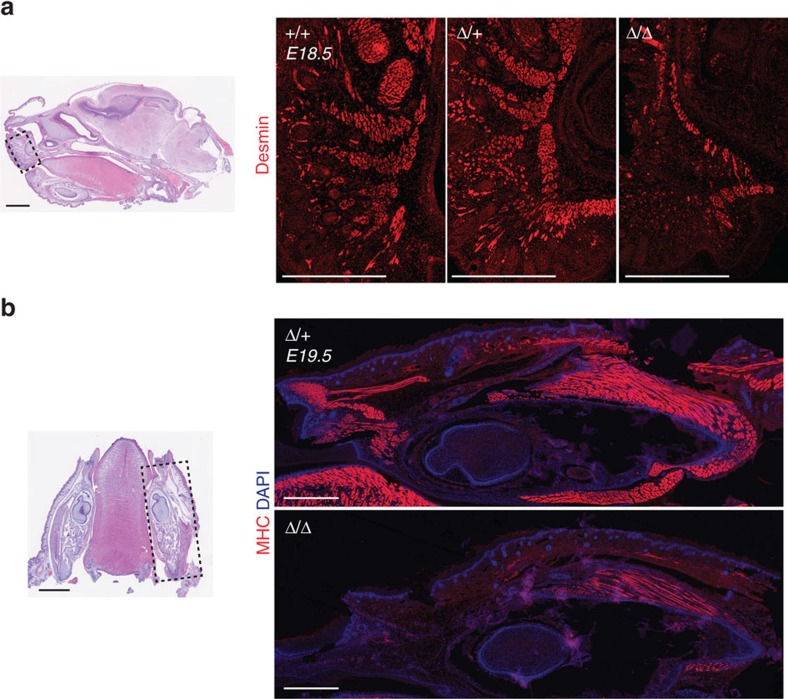
Minion deficiency blocks non-somitic skeletal muscle formation. (**a**) Immunofluorescence images of non-somitic facial musculature from sagittal sections of E18.5 embryos with the indicated genotypes. Desmin (red) staining is shown. Black box in histological image at left demonstrates the area shown at right in fluorescence images. (**b**) Immunofluorescence images of non-somitic jaw and facial musculature on transverse sections from E19.5 embryos with the indicated genotypes. MHC (red) and DAPI (blue) staining are shown. (**a**,**b**) Two litters of embryos were examined, and 1–2 embryos of each genotype and in the same litter were compared in each experimental repeat. Scale bars, 1 mm for H&E images and 500 μm for immunofluorescence images.

**Figure 4:**
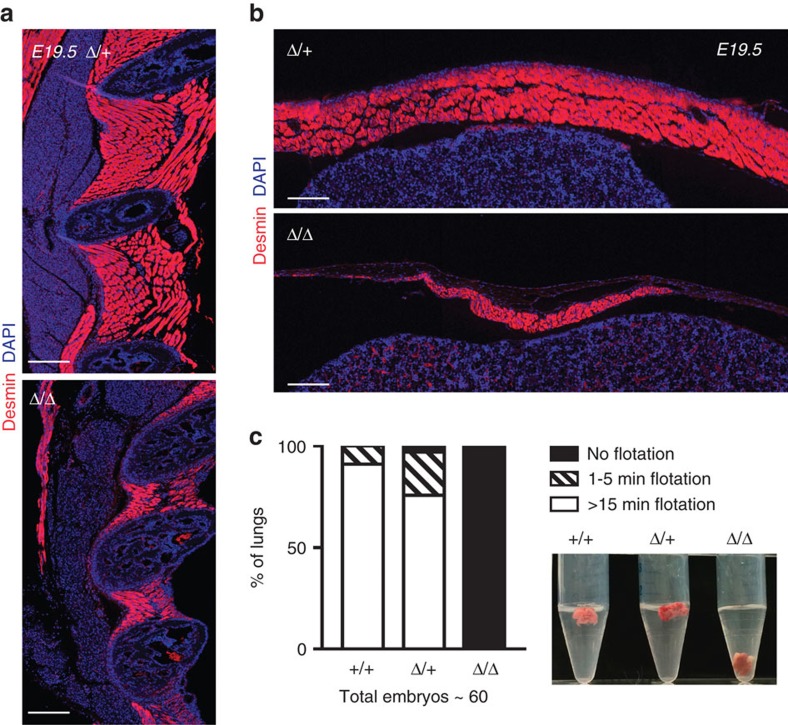
Minion loss severely impairs respiratory function. (**a**) Immunofluorescence images of intercostal muscle sagittal sections for E19.5 embryos with indicated genotypes. Desmin (red) and DAPI (blue) staining are shown. *n*=2. (**b**) Immunofluorescence images of sagittal sections of diaphragm muscle from E19.5 embryos stained for the muscle marker Desmin (red) and DAPI (blue). *n*=2 (four different sections each). (**a**,**b**) Two litters of embryos were examined, and two embryos for each genotype in each experimental repeat. (**c**) Quantification (left) and representative image (right) of lung flotation assay using E18.5 mouse embryos (56 total) following 1 h exposure to room air after caesarean section. Scale bars, 200 μm (**a, b**).

**Figure 5:**
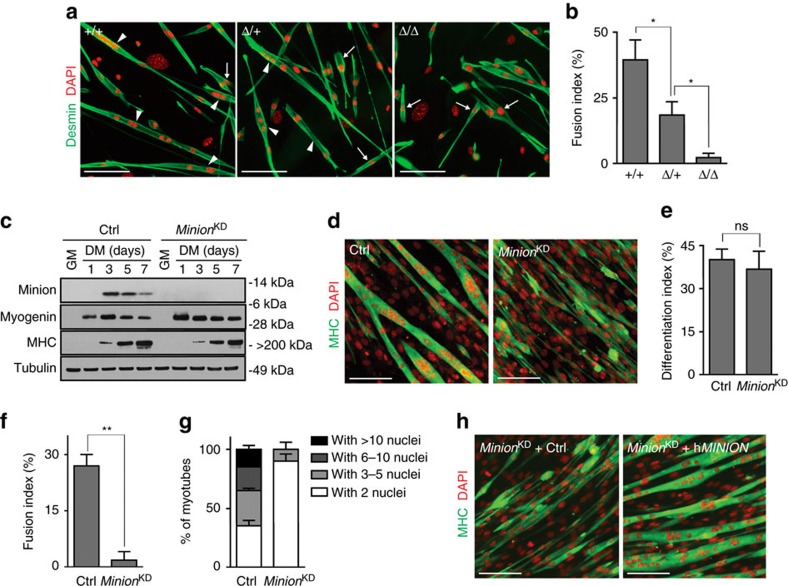
Minion is specifically required for fusion of skeletal muscle progenitors. (**a**) Immunofluorescence of primary embryonic myoblasts isolated from E18.5 *Minion*^+/+^*, Minion*^Δ/+^ and *Minion*^Δ/Δ^ embryos, following 3 days in DM. Desmin (green) and DAPI (red). White arrowheads: myotubes; white arrows: elongating myoblasts. *n*=3 (five technical replicates each). (**b**) Fusion index of myoblasts in **a**, calculated as % nuclei in Desmin^+^ myotubes (≥3 nuclei) of total nuclei in Desmin^+^ cells. Asterisk: *P*<0.05, unpaired two-tailed Student's *t-*test. Each value represents mean±s.d. *n*=4 (two 0.7 mm × 0.7 mm fields each). (**c**) Western blots of C2C12 myoblasts cultured in GM or DM. Cells were lentivirally infected with either control *luciferase* targeting shRNA (Ctrl) or serially with two shRNA targeting the *Minion* 3′UTR (*Minion*^KD^) and cultured in GM or DM for the indicated number of days. *n*=3. (**d**) Immunofluorescence images of Ctrl and *Minion*^KD^ myofibres following 5 days in DM. MHC (green) and DAPI (red). *n*=5 (eight technical replicates each). (**e**) Differentiation index for **d**, calculated as % nuclei in MHC^+^ cells of total nuclei. NS, not significant, unpaired two-tailed Student's *t*-test. (**f**) Fusion index for **d**, calculated as % nuclei in MHC^+^ myotubes (≥3 nuclei) of total nuclei. Double asterisks: *P*<0.001, unpaired two-tailed Student's *t*-test. (**g**) Quantification of myotubes by nuclei number for **d**. For **e**–**g**, each value represents mean±s.d. *n*=4 (two 0.7 mm × 0.7 mm fields each). (**h**) Immunofluorescence images of *Minion*^KD^ cells expressing either control protein (NanoLuc) or human *MINION* orthologue, after 5 days in DM. MHC (green) and DAPI (red). *n*=3 (six technical replicates each). Scale bars, 100 μm.

**Figure 6:**
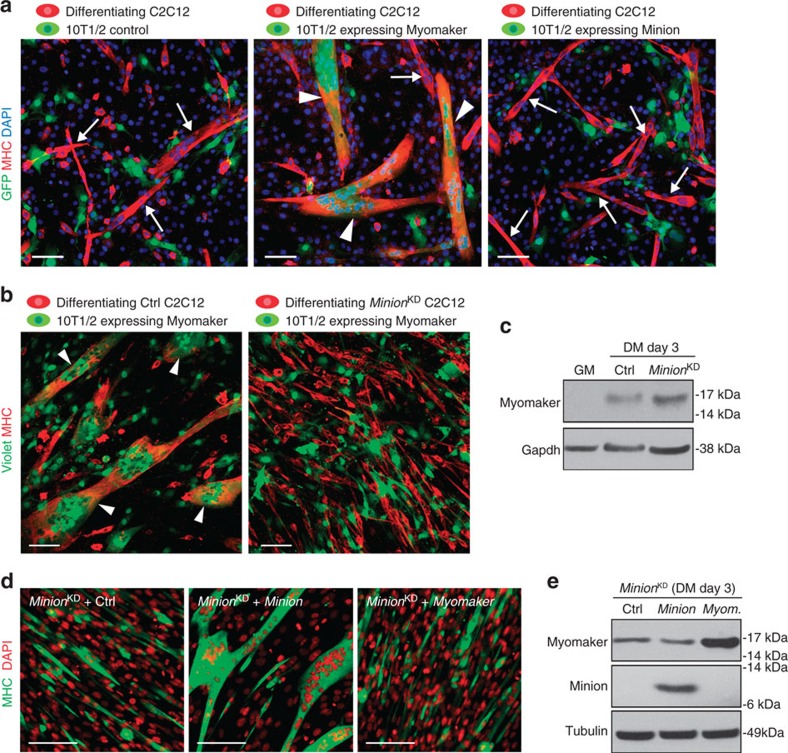
Minion is required for Myomaker-mediated fusion. (**a**) Immunofluorescence images of cell-mixing between 10T1/2 fibroblasts and wild-type C2C12 myoblasts (1:2 ratio) after 3 days in differentiation medium. Differentiating myoblasts and myotubes are marked by MHC (red). 10T1/2 fibroblasts were infected with retrovirus expressing GFP (green) and proteins of interest (left, NanoLuc control; middle, mouse Myomaker; right, mouse Minion). DAPI marks nuclei. Fibroblasts expressing Myomaker fused with wild-type differentiating myoblasts and myotubes to become large thick myotubes (white arrowheads), while fibroblasts expressing Minion failed to do so. White arrows indicate MHC-positive myotubes that are not fused to fibroblasts. *n*=2 (eight technical replicates each). 0.7 mm × 0.7 mm fields are shown. (**b**) Immunofluorescence images of cell mixing between 10T1/2 fibroblasts expressing Myomaker and C2C12 myoblasts after 3 days in DM. 0.7 mm × 0.7 mm fields at × 20 magnification are shown. Control and *Minion*^KD^ myoblasts were used. Differentiating myoblasts and myotubes are marked by MHC (red). 10T1/2 fibroblasts expressing Myomaker were labelled with CellTrace Violet dye before mixing (pseudocoloured in green). Fibroblasts expressing Myomaker fused with differentiating control myoblasts (white arrowheads), but failed to fuse to *Minion*^KD^ myoblasts. *n*=2 (eight technical replicates each). (**c**) Western blot of wild-type C2C12 myoblasts in GM, as well as Ctrl and *Minion*^KD^ myoblasts in DM for 3 days. *n*=2. (**d**) Immunofluorescence images of *Minion*^KD^ myoblasts expressing Luciferase (Ctrl), Minion, or Myomaker, after 5 days in DM. MHC (green) and DAPI (red). *n*=2 (seven technical replicates each). (**e**) Western blot of cell lines shown in **d**. *n*=2. Scale bars, 100 μm.

**Figure 7:**
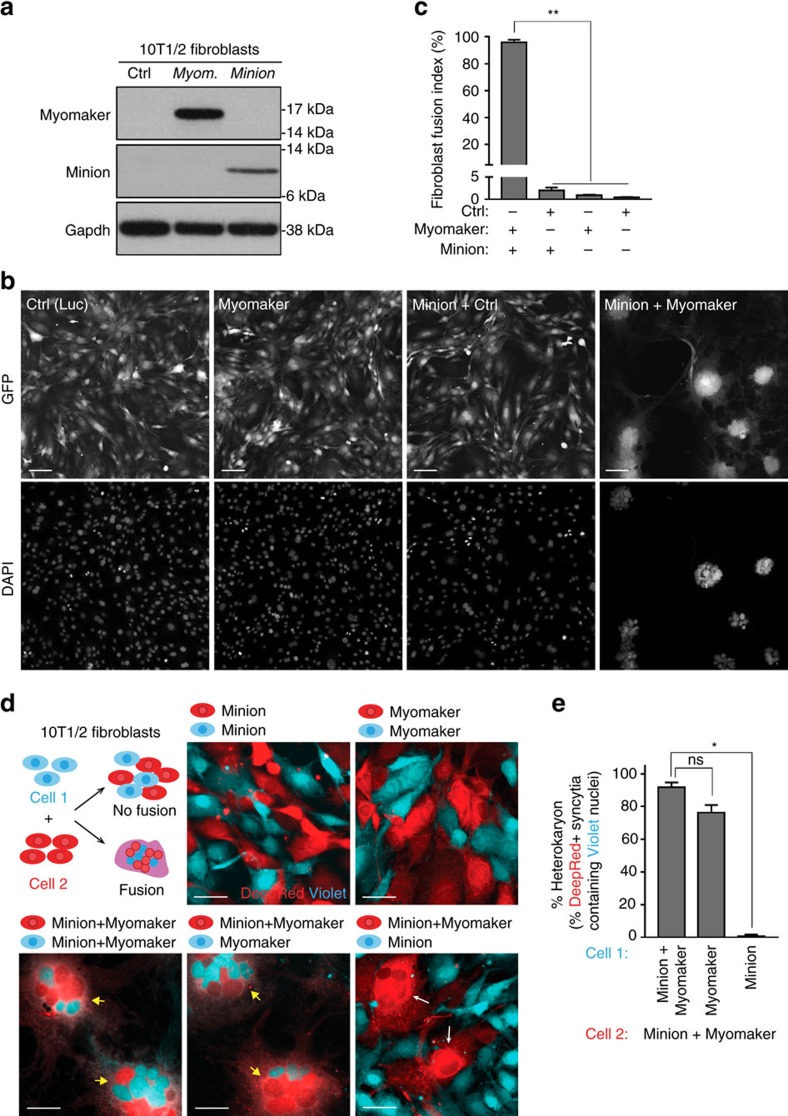
Minion and Myomaker are sufficient to induce fusion of non-muscle cells. (**a**) Western blot of 10T1/2 fibroblasts expressing Luciferase (Ctrl), Myomaker or Minion. *n*=2. (**b**) Retroviral vectors encoding Luciferase, Myomaker or Minion were transduced as indicated into 10T1/2 fibroblasts. All vectors contain IRES-GFP downstream of the gene of interest, causing infected cells to uniformly express GFP. Split-channel grayscale images for GFP and DNA are included. *n*=3 (eight technical replicates each). (**c**) Quantification of GFP^+^ syncytia in fibroblasts expressing combinations of proteins as indicated. Fusion index was calculated as the percentage of nuclei found within GFP-positive syncytia containing ≥3 nuclei. Syncytia were scored 24 h after seeding. Each value represents mean±s.d. *n*=3 (two 1.4 mm × 1.4 mm fields each). Double asterisks: *P<*0.001, unpaired two-tailed Student's *t*-test. (**d**) Fluorescence images from cell-mixing experiments using differentially labelled 10T1/2 fibroblasts. Cells were serially infected with retroviruses encoding the indicated combinations of Minion, Myomaker, or controls (label omitted for simplicity). CellTrace Violet (cyan) and CellTracker DeepRed (red) dyes were used for labelling. Yellow arrows indicate syncytia containing both DeepRed^+^ cells and Violet^+^ nuclei. White arrows indicate syncytia derived from DeepRed^+^ cells only. *n*=5 (six technical replicates each). See Supplementary Fig. 19 for split-channel images. (**e**) Quantification of fusion in **d** (bottom panels), measured as percentage of DeepRed^+^ syncytia (≥3 nuclei) containing ≥1 Violet^+^ nucleus. Each value represents mean±s.d. *n*=4 (six 1.4 mm × 1.4 mm fields each). NS, not significant; single asterisk: *P*<0.05, unpaired two-tailed Student's *t*-test. Scale bars, 100 μm (**b**) and 50 μm (**d**).

**Figure 8:**
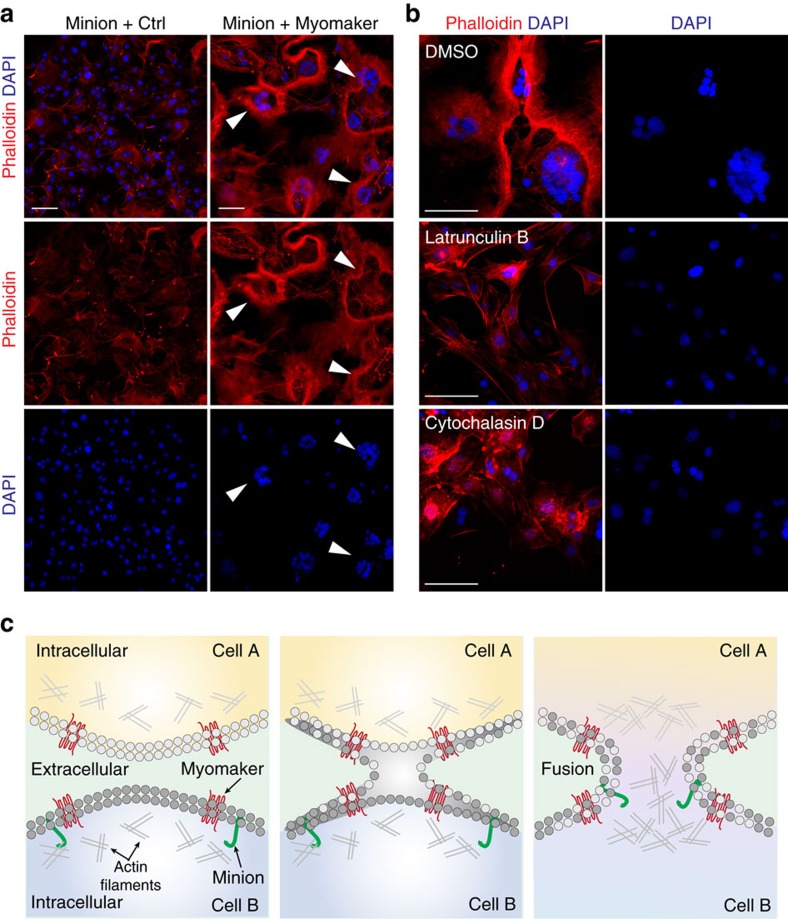
Minion and Myomaker-induced fusion requires cytoskeleton reorganization. (**a**) Fluorescence images of 10T1/2 fibroblasts co-overexpressing Minion and Myomaker. F-actin (Alexa546-Phalloidin, red) and DAPI (blue) staining are shown. White arrowheads point to the boundaries of multinuclear cells. *n*=2 (six technical replicates each, five fields each). (**b**) Fluorescence images of 10T1/2 fibroblasts co-overexpressing Minion and Myomaker and treated for 24 h with DMSO control or the actin polymerization inhibitors latrunculin B (0.1 μM) or cytochalasin D (0.3 μM)^17^. *n*=2 (six technical replicates each, five fields each). Scale bars, 100 μm (**a**,**b**). (**c**) A proposed model for Minion and Myomaker-induced cell–cell fusion. We suggest that Minion and Myomaker have separable roles in the fusion process; Myomaker mediates pre-fusion pore events such as cell-cell recognition and/or, membrane apposition, whereas Minion mediates later fusion pore formation, at least in part via induction of cytoskeletal rearrangements.

# Supplementary material for: The microprotein Minion controls cell fusion and muscle formation
**Source:** Nat Commun. 2017 Jun 1;8:15664. doi: 10.1038/ncomms15664
**Supplement:** Supplementary Information — Supplementary figures, supplementary tables and supplementary references.

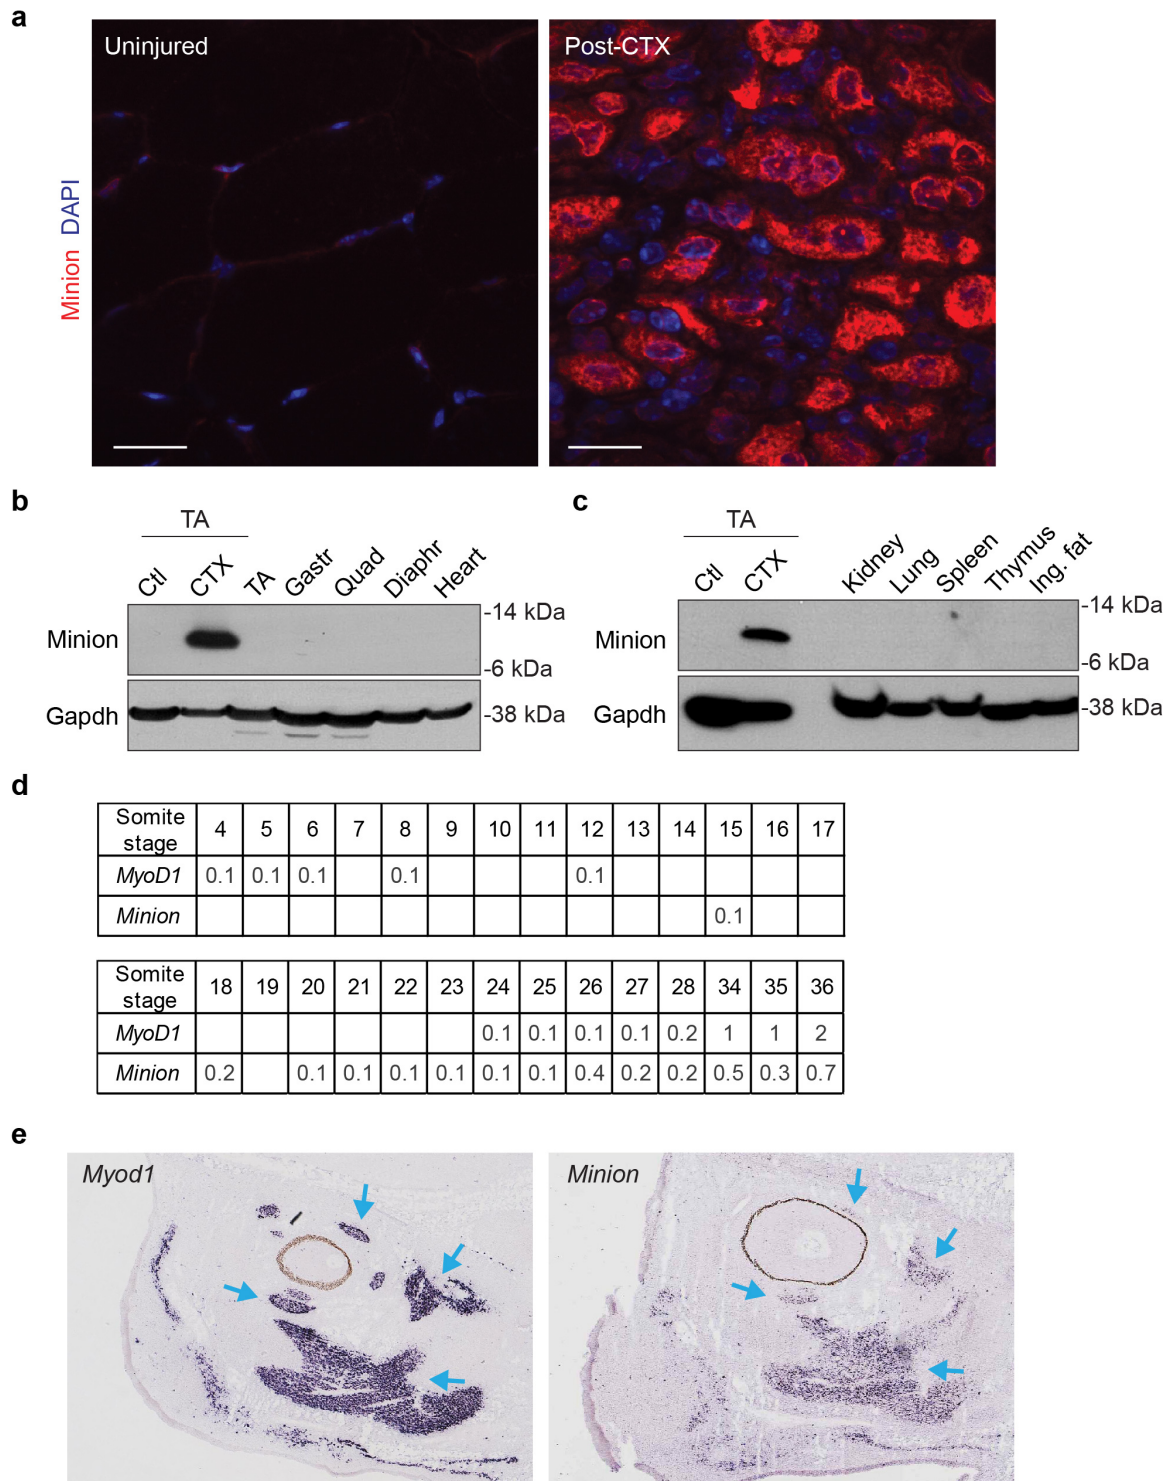

Supplementary Fig. 1. Specific expression of Minion in regenerating and developing skeletal muscle. (a) Immunofluorescence staining of transverse sections prepared from fresh frozen uninjured (left) or regenerating (right, 3 to 4 days post CTX injection) TA muscle of 10-week-old mice. Minion (red) and DAPI (blue) are shown. Scale bars: 20 μ m. n=2 (5 different sections each). (b) Western blot analysis of various adult skeletal muscle groups and of cardiac muscle using the indicated antibodies. 6- to 8-week-old

mice were used. n=2, and 2 technical replicates each. Ctl: uninjured TA muscle; CTX: regenerating TA muscle at day 4 post CTX injection; TA: *tibialis anterior*; Gastr: *gastrocnemius*; Quad: *quadriceps femoris*; Diaphr: diaphragm. **(c)** Western blots analysis using the indicated antibodies of various adult tissues from 6-8 week old mice. n=2, and 2 technical replicates each. **(d)** Expression of mouse *Minion* during embryonic development as detected by RNA-seq (EMBL-EBI Expression Atlas; <http://www.ebi.ac.uk/gxa>)^{1,2}. Numbers indicate RNA expression level (FPKM). **(e)** Expression of mouse *myod1* (left) and *Minion* (right) in non-somitic muscle as detected by *in situ* hybridization at E14.5 (Eurexpress; <http://www.eurexpress.org/ee/intro.html>)³. Blue arrows indicate overlapping expression in extraocular and facial muscle.

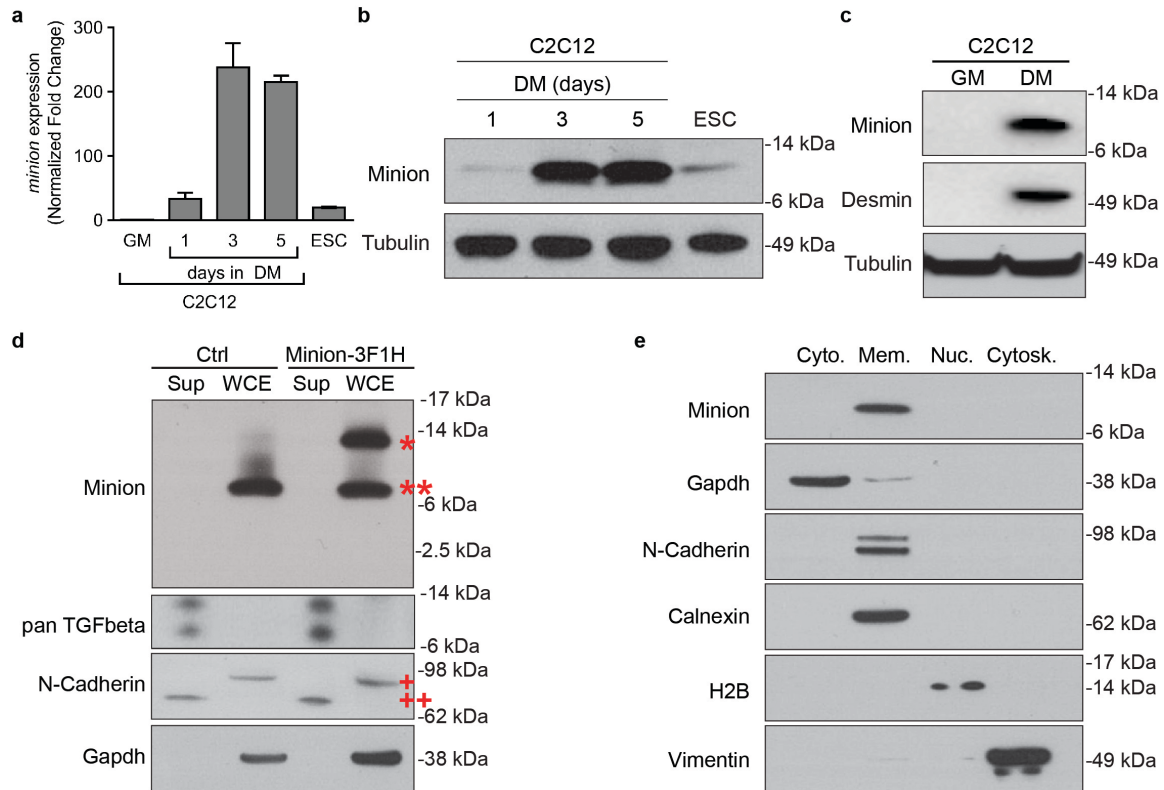

Supplementary Fig. 2. *Minion* is highly expressed in differentiating muscle cells and is membrane associated. (a) RT-qPCR quantification of *Minion* mRNA levels in C2C12 myoblasts under growth (GM) or differentiation (DM) conditions. Mouse CJ7 embryonic stem cells (ESC) served as a positive control. n=3. Each value represents mean±s.d. (b) Western blot analysis of differentiating C2C12 myoblasts (at day1, 3, 5 in DM), and of embryonic stem cells (ESC) using the indicated antibodies. n=2. (c) Western blots analysis of C2C12 myoblasts in GM or at day3 in DM using the indicated antibodies. Desmin is an intermediate filament protein high in differentiated muscle cells. n=2. (d) Western blot analysis of concentrated cell culture supernatant (Sup) from day 3 differentiating C2C12 myoblasts expressing control vector or C-terminally 3×FLAG-1×HA-tagged *Minion*. Both tagged (*) and endogenous (**) *Minion* are detected in whole cell extract (WCE). TGFβ and cleaved N-Cadherin (++) are positive controls, whereas Gapdh and intact N-Cadherin (+) are non-secreted negative controls. n=3. (e) Subcellular fractionation of C2C12 myoblasts at day 4 in DM. Western blot analysis was performed using the indicated antibodies. The four fractions examined were cytosolic (Cyto), membrane (Mem, nuclear (Nuc), and cytoskeletal (Cytosk). The membrane fraction contains both plasma membrane as well as intracellular membranes (ER, Golgi, mitochondria, endosome, lysosome, etc.). Gapdh: cytosolic fraction marker; N-Cadherin: plasma membrane marker; Calnexin: ER membrane marker; Histone H2B: nuclear fraction marker; Vimentin: cytoskeletal fraction marker. n=3.

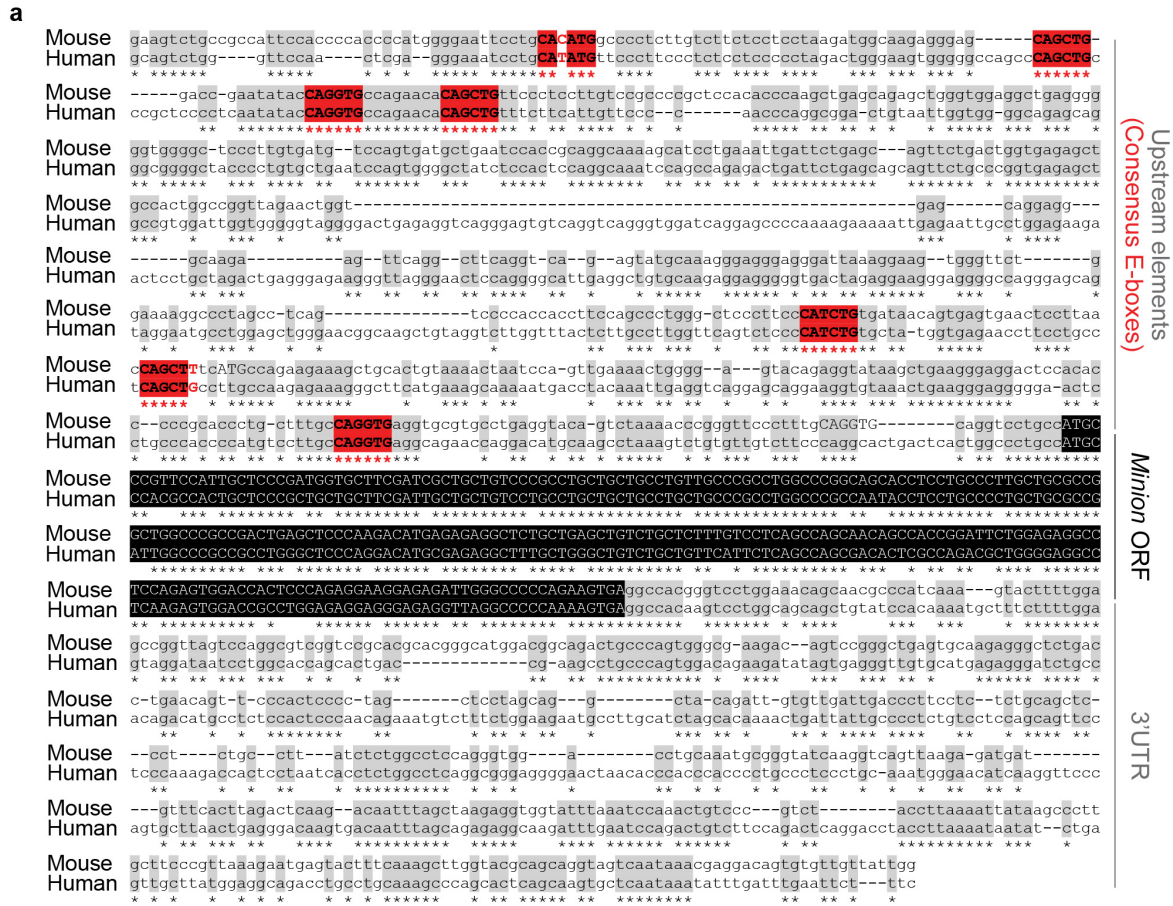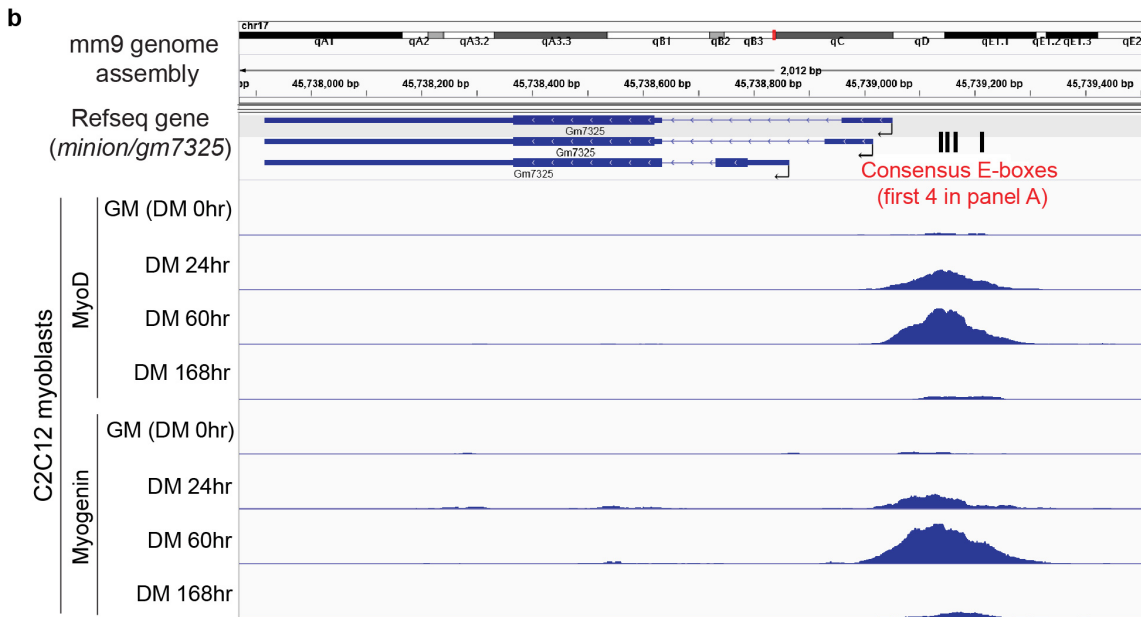

Supplementary Fig. 3. *Minion* promoter structure is consistent with regulation by *MyoD* and *Myogenin*. (a) Sequence alignment of the genomic regions surrounding mouse *gm7325/Minion* gene and its human ortholog *RPI-302G2.5* (Ensembl gene name, a.k.a. NCBI gene name *LOC101929726*). The *Minion* ORF is highlighted in black. Seven

conserved E-box motifs (CANNTG and CANNTT) within the promoter and 5'UTR region are highlighted in red. **(b)** ENCODE MyoD and Myogenin ChIP-seq data from C2C12 myoblasts under growth conditions (GM) and at three time points under differentiation conditions (DM) were examined surrounding the *Minion* genomic locus. Black bars indicate the first four conserved E-box motifs within the promoter region in (a).

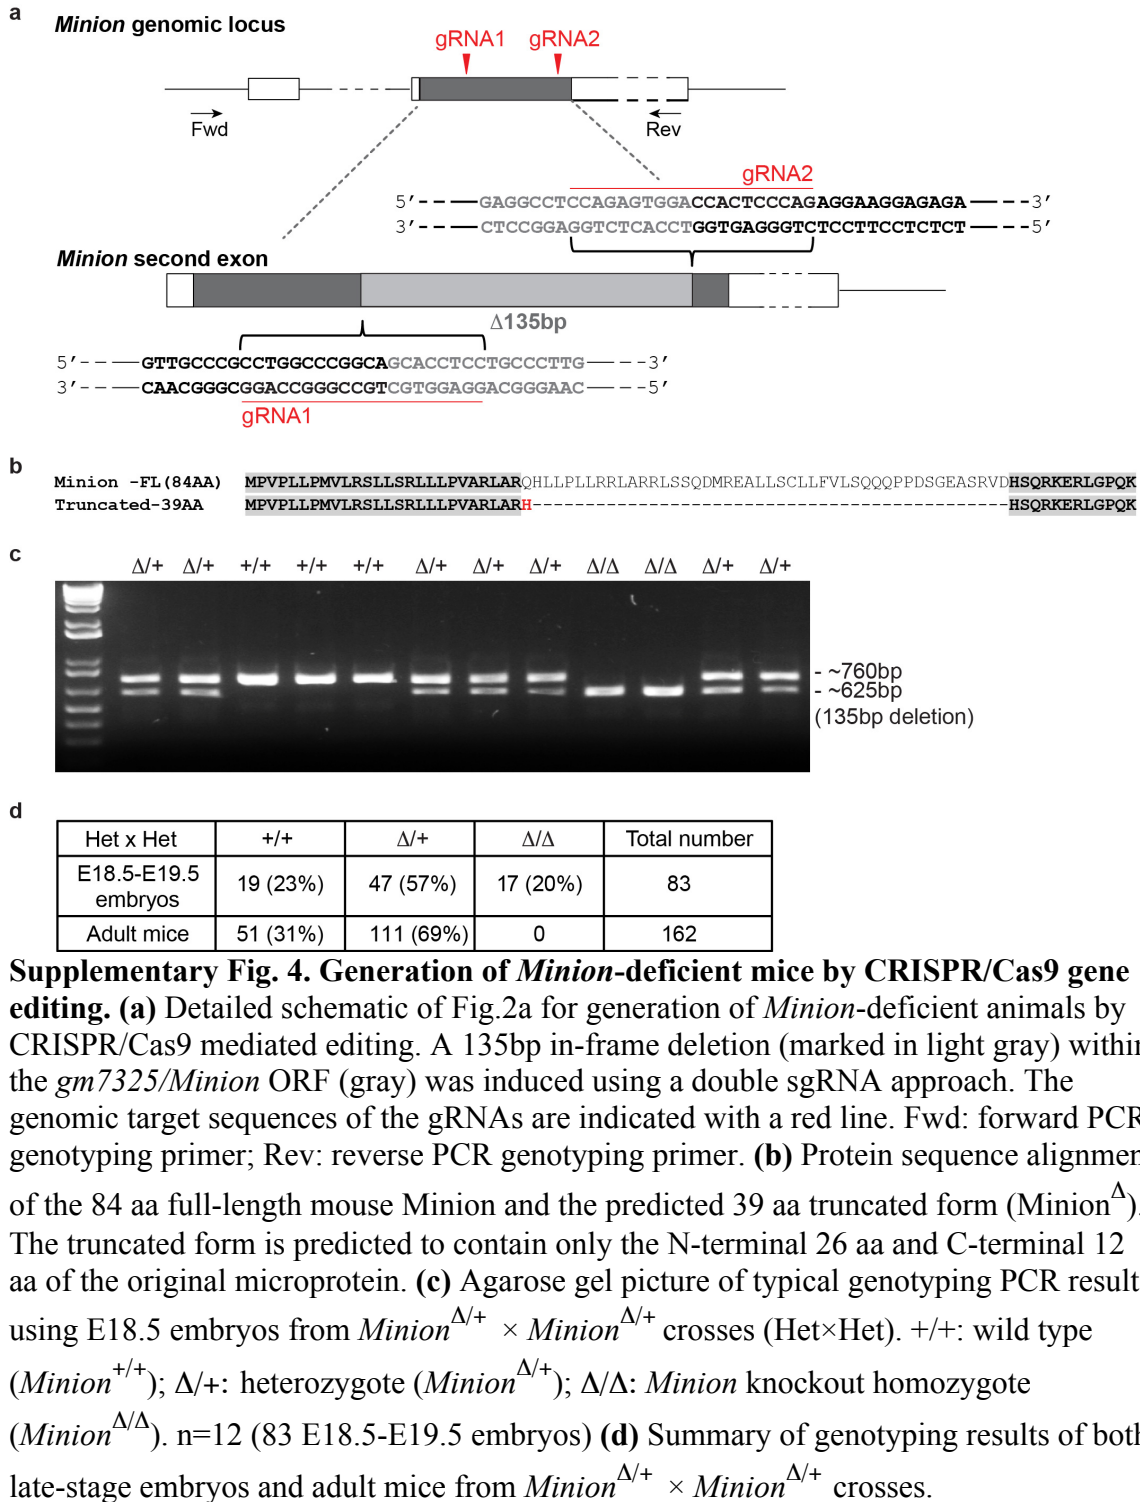

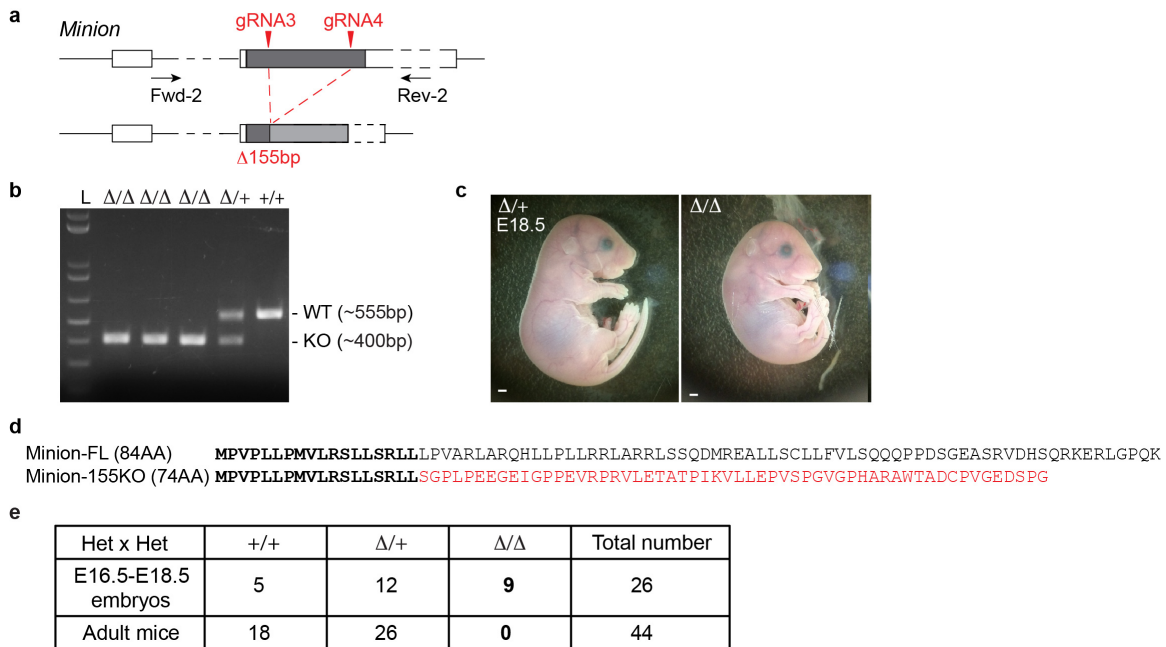

Supplementary Fig. 5. Generation of a second *Minion* knockout allele by CRISPR/Cas9 gene editing. (a) Strategy for CRISPR/Cas9 mutagenesis of the *gm7325/Minion* locus using a dual sgRNA approach with two different sgRNAs (gRNA3 and gRNA4). Gray box, *Minion* ORF; white box, non-coding exons; gRNA, single guide RNA; light gray box, new coding region after the 155bp deletion; Fwd-2 and Rev-2, forward and reverse genotyping primers to detect the 155bp deletion. (b) Agarose gel picture of typical genotyping PCR results using E16.5 to E18.5 embryos from *Minion*^{Δ/+} × *Minion*^{Δ/+} crosses. +/+ : wild type (*Minion*^{+/+}); Δ/+ : heterozygote (*Minion*^{Δ/+}); Δ/Δ : *Minion* knockout homozygote (*Minion*^{Δ/Δ}). n=5 (26 E16.5-E18.5 embryos total). (c) Photographs of unskinned *Minion*^{Δ/+} and *Minion*^{Δ/Δ} E18.5 embryos. n=3. Scale bars: 1mm. (d) Protein sequence alignment of the 84 aa full-length mouse *Minion* (Minion-FL) and the predicted 74 aa truncated form (Minion-155KO). The truncated form is predicted to contain only the N-terminal 18 aa of the original protein (in bold). (e) Summary of genotyping results of both late-stage embryos (E16.5 to E18.5) and adult mice from *Minion*^{Δ/+} × *Minion*^{Δ/+} crosses.

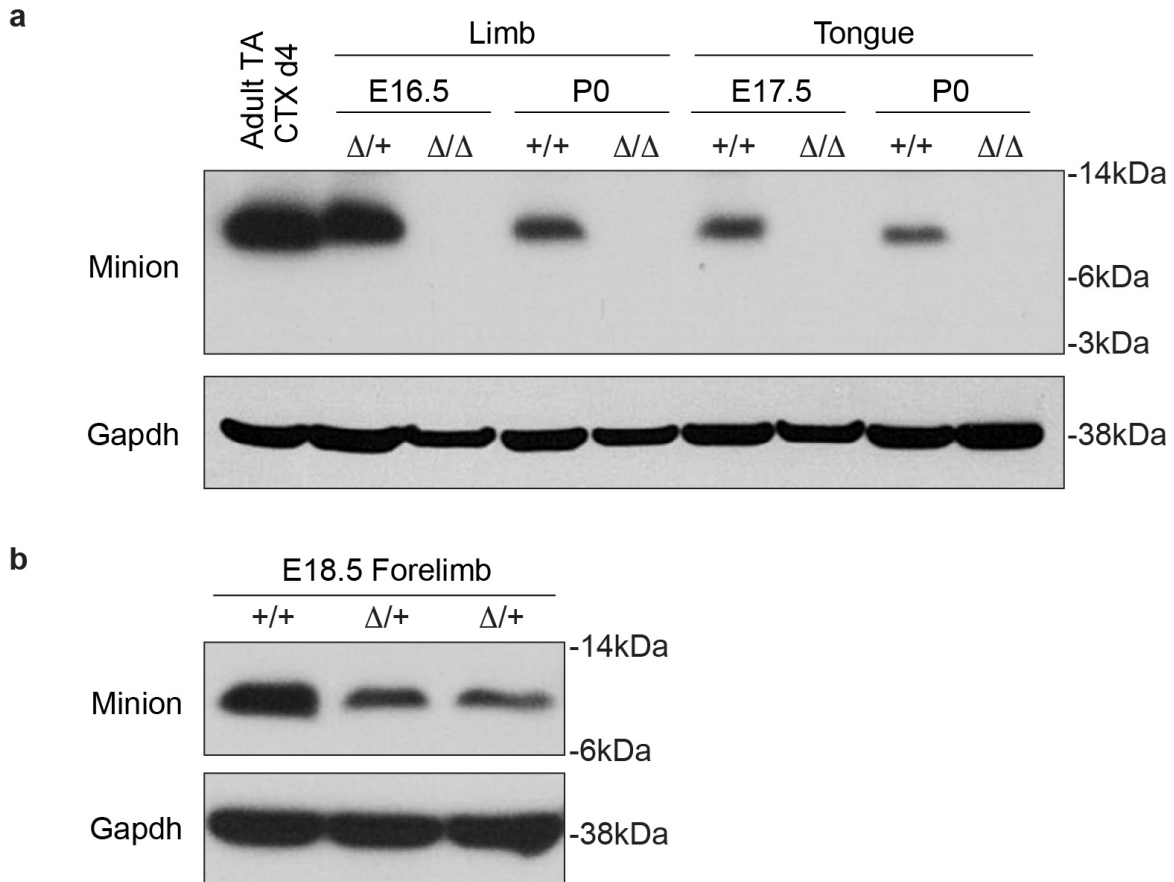

Supplementary Fig. 6. Loss of Minion protein in *Minion*-deficient animals. (a) Western blot analysis of limbs and tongues from E16.5/E17.5 embryos and P0 mice using indicated antibodies. Adult TA muscle (10 week old) at 4 days post cardiotoxin injection (CTX 4dpi) was used as a positive control. Embryos from the same litter were used for each comparison. $n=3$. The full-length Minion was not observed in the *Minion* $^{\Delta/\Delta}$ embryos, and the predicted 39 aa truncated protein was not observed using the same antibody. **(b)** Western blot analysis of forelimbs from *Minion* $^{+/+}$ and *Minion* $^{\Delta/+}$ E18.5 embryos of the same litter using indicated antibodies.

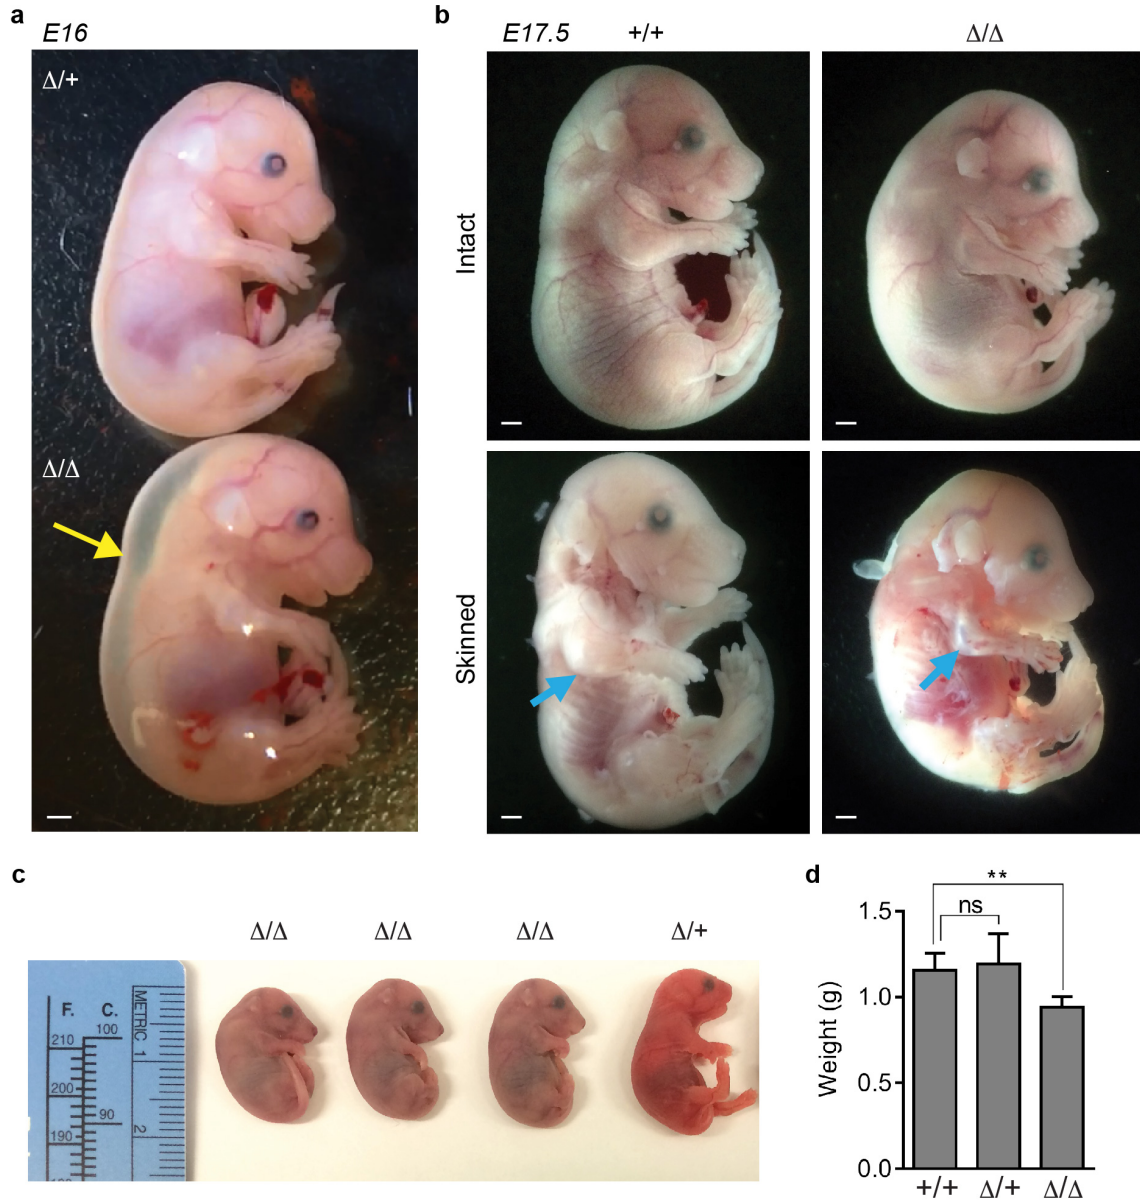

Supplementary Fig. 7. Developmental abnormalities in *Minion*-deficient animals. (a)

Photos of *Minion* ^{$\Delta/+$} and *Minion* ^{Δ/Δ} E16 embryos. Yellow arrow indicates accretion of dorsal and nuchal subcutaneous edema. n=3. Scale bars: 1 mm. **(b)** Photos of *Minion* ^{$+/+$} (left) and *Minion* ^{Δ/Δ} (right) E17.5, either unskinned (top) or skinned (bottom). Cyan arrow indicates expected location of forelimb musculature. n=3. Scale bars: 1 mm. **(c)** Photos of E18.5 embryos of the indicated genotypes following air breathing after delivery by cesarean section. The *Minion* ^{Δ/Δ} embryos were atonic and exhibited an abnormal spinal curvature, and became cyanotic and died soon after delivery. n=5. **(d)** Quantification of E18.5 embryo weight after delivery by cesarean section (33 embryos total). NS: not significant; double asterisks: $P < 0.001$; unpaired two-tailed Student's t-test.

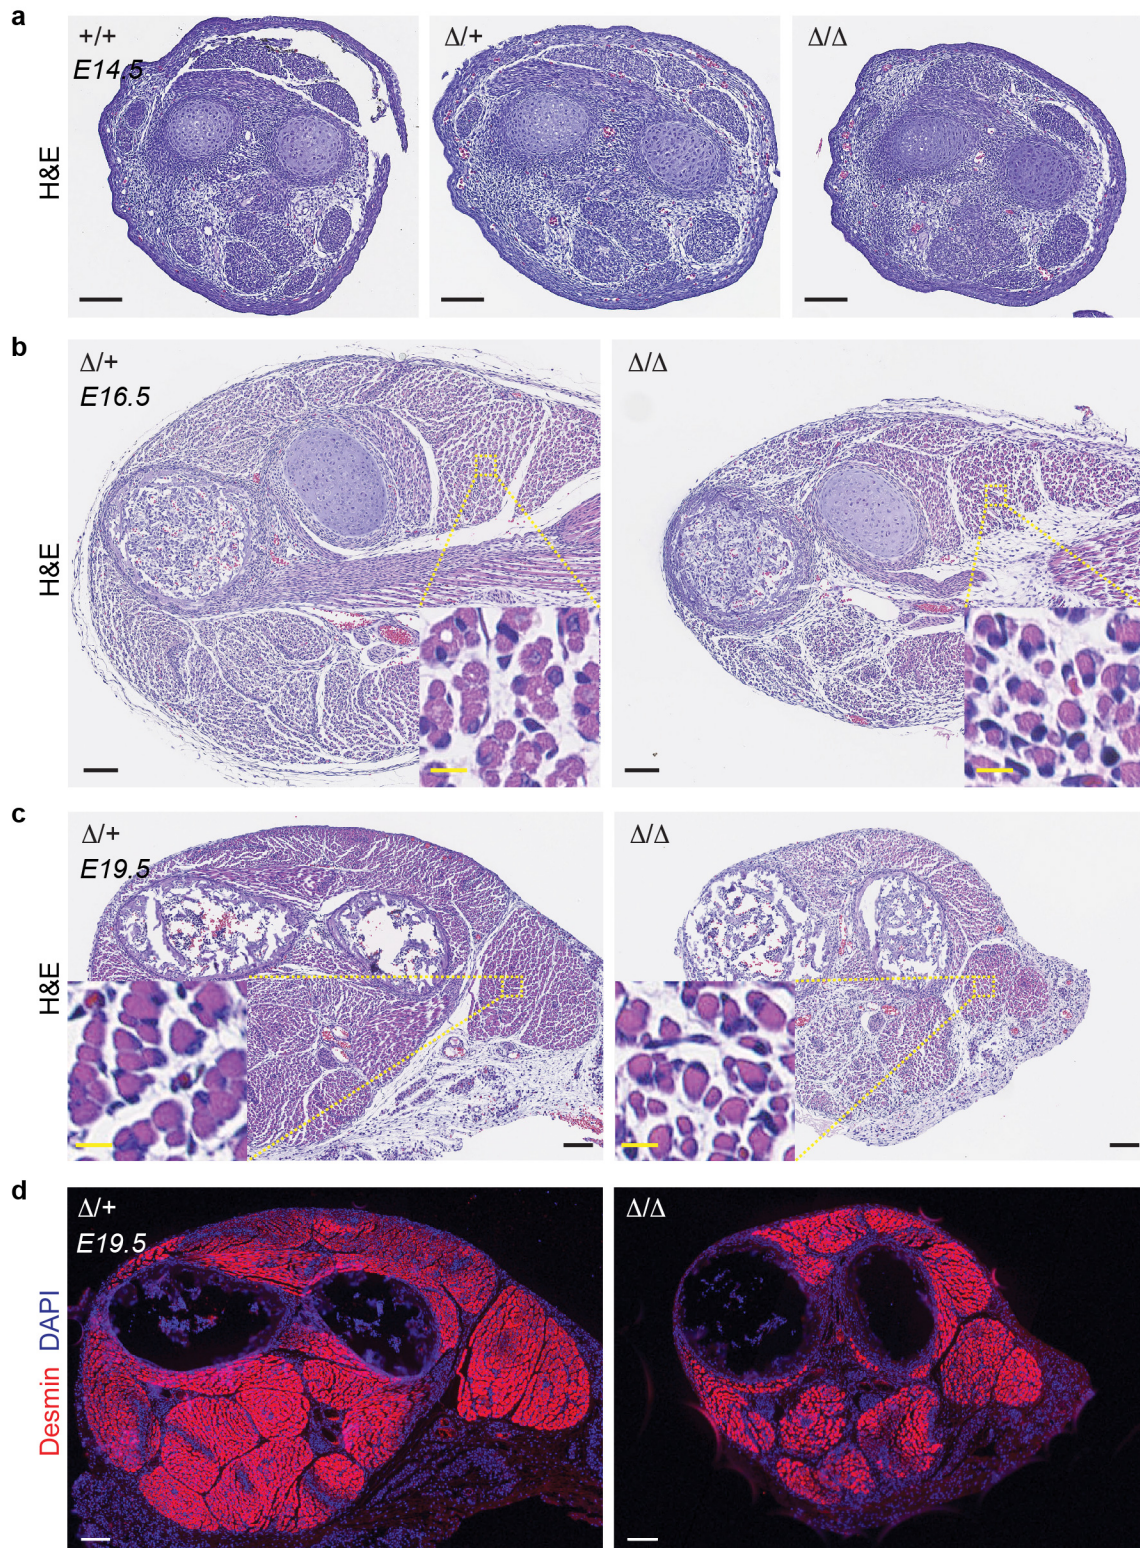

Supplementary Fig. 8. Minion deficiency affects limb muscle formation. Paraffin-embedded embryos of different stages were examined. **(a)** Histological images of hematoxylin and eosin (H&E) stained forelimb transverse sections of E14.5 embryos with indicated genotypes. No clear difference is observed in knockout animals at this

early stage. n=2. **(b)** Histological images of H&E-stained E16.5 forelimb transverse sections of indicated genotypes. Inset demonstrates magnification of the region shown in yellow box. n=2. Muscle groups in *Minion*^{Δ/Δ} animals appear smaller than in controls. **(c)** Histological images of H&E-stained forelimb transverse sections for E19.5 embryos with indicated genotypes. Inset demonstrates magnification of the region shown in yellow box. n=3. Muscle groups in *Minion*^{Δ/Δ} animals are smaller and more sparsely distributed than in controls. **(d)** Immunofluorescence images of forelimb transverse sections for E19.5 embryos with indicated genotypes. Desmin (red) marks all differentiating myoblasts, myotubes, and muscle fibers in the embryo. Loss of *Minion* does not obviously block the differentiation of skeletal muscle during development. n=3. Nuclei are labeled by DAPI (blue). Black and white scale bars: 100 μm; yellow scale bars: 10 μm.

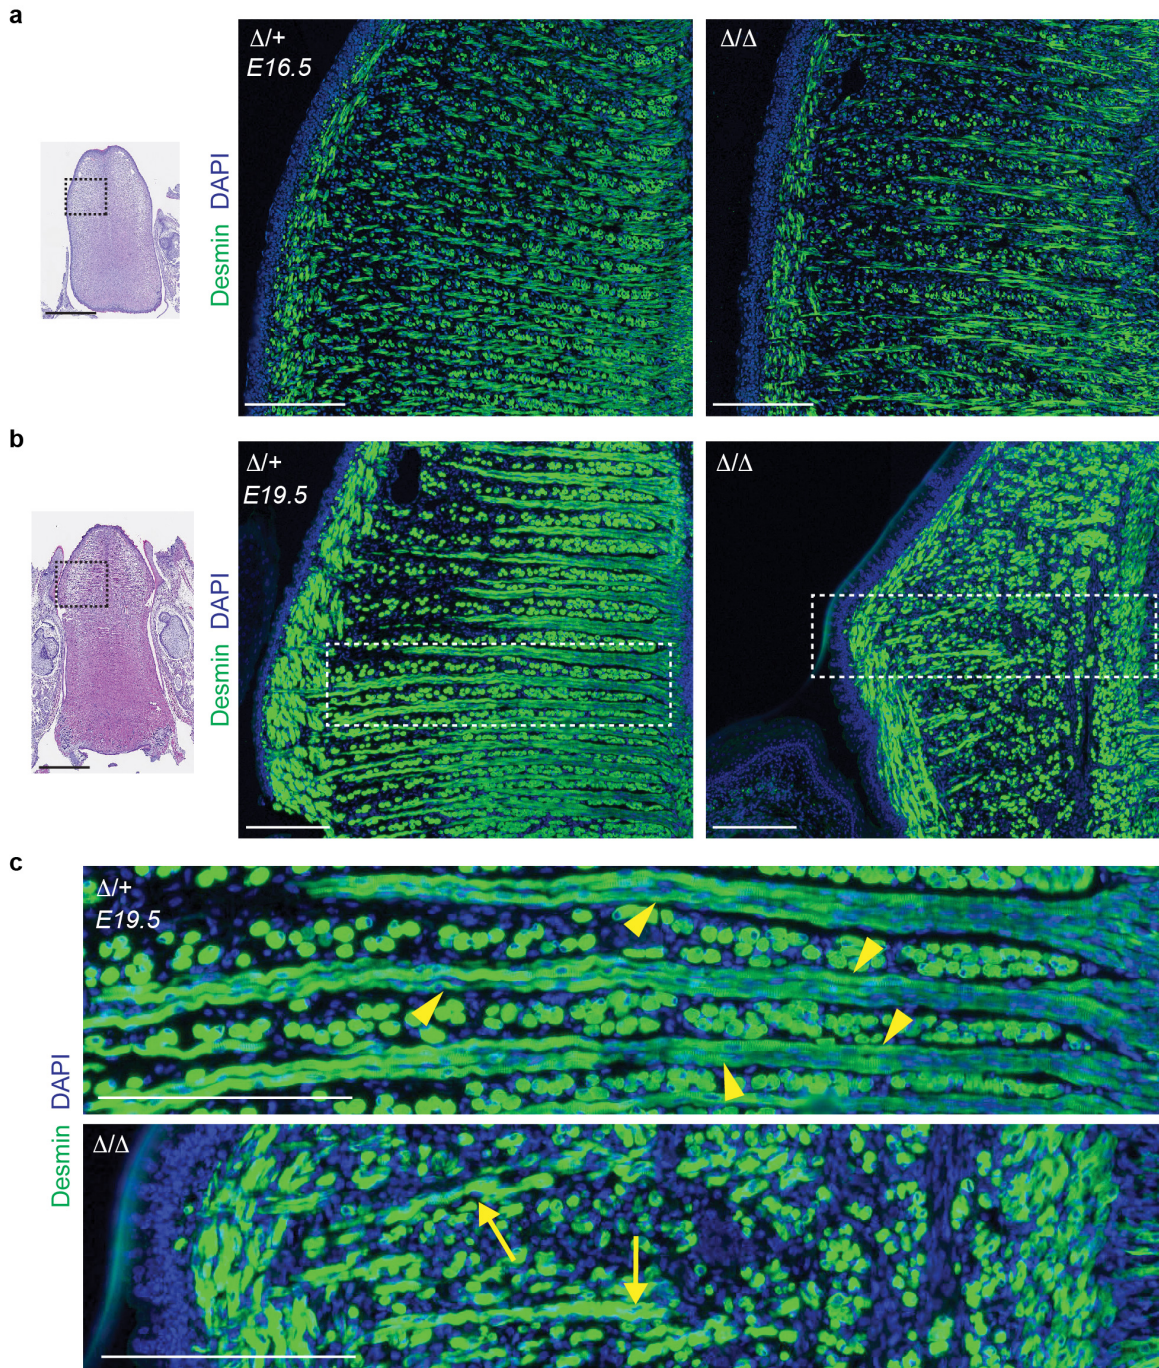

Supplementary Fig. 9. Loss of Minion *in vivo* blocks muscle cell fusion but does not affect muscle progenitor differentiation . Paraffin-embedded embryonic tongues of different stages were used to examine both longitudinal and transverse myofibers. **(a)** Immunofluorescence images of E16.5 tongue transverse sections. Black box in histological image at left demonstrates the area shown at right in fluorescence images. $n=2$. Desmin (green) and DAPI (blue) are shown. **(b)** Immunofluorescence images of E19.5 tongue transverse sections. Black box in histological image at left demonstrates the area shown at right in fluorescence images. $n=3$. White box indicates area magnified in (c). Desmin (green) and DAPI (blue) are shown. **(c)** Magnified view of white boxed area

shown in (b), demonstrating significant reduction in polynucleated myofibers in *Minion*^{Δ/Δ} tongue. Yellow arrowheads and yellow arrows indicate fused multinuclear myofibers and unfused differentiating and elongating myoblasts respectively. Scale bars: 1 mm for H&E images; 200 μm for immunofluorescence images.

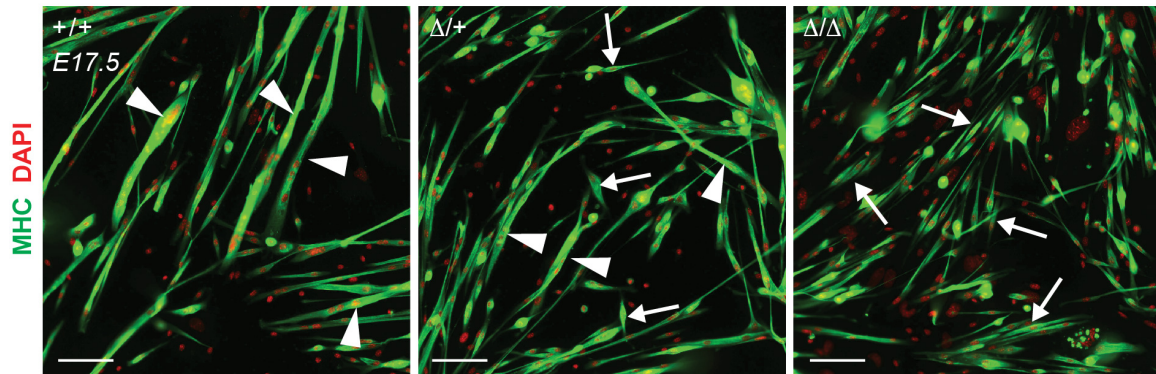

Supplementary Fig. 10. Genetic loss of Minion blocks embryonic myoblast fusion *in vitro*. Immunofluorescence images of E17.5 primary embryonic myoblasts of indicated genotypes following 3 days in differentiation medium. White arrowheads and white arrows point out the fused multinuclear myotubes and unfused differentiating elongating myoblasts. n=2 (5 technical replicates each). MHC (green) and DAPI (red) are shown. Scale bars: 100 μ m.

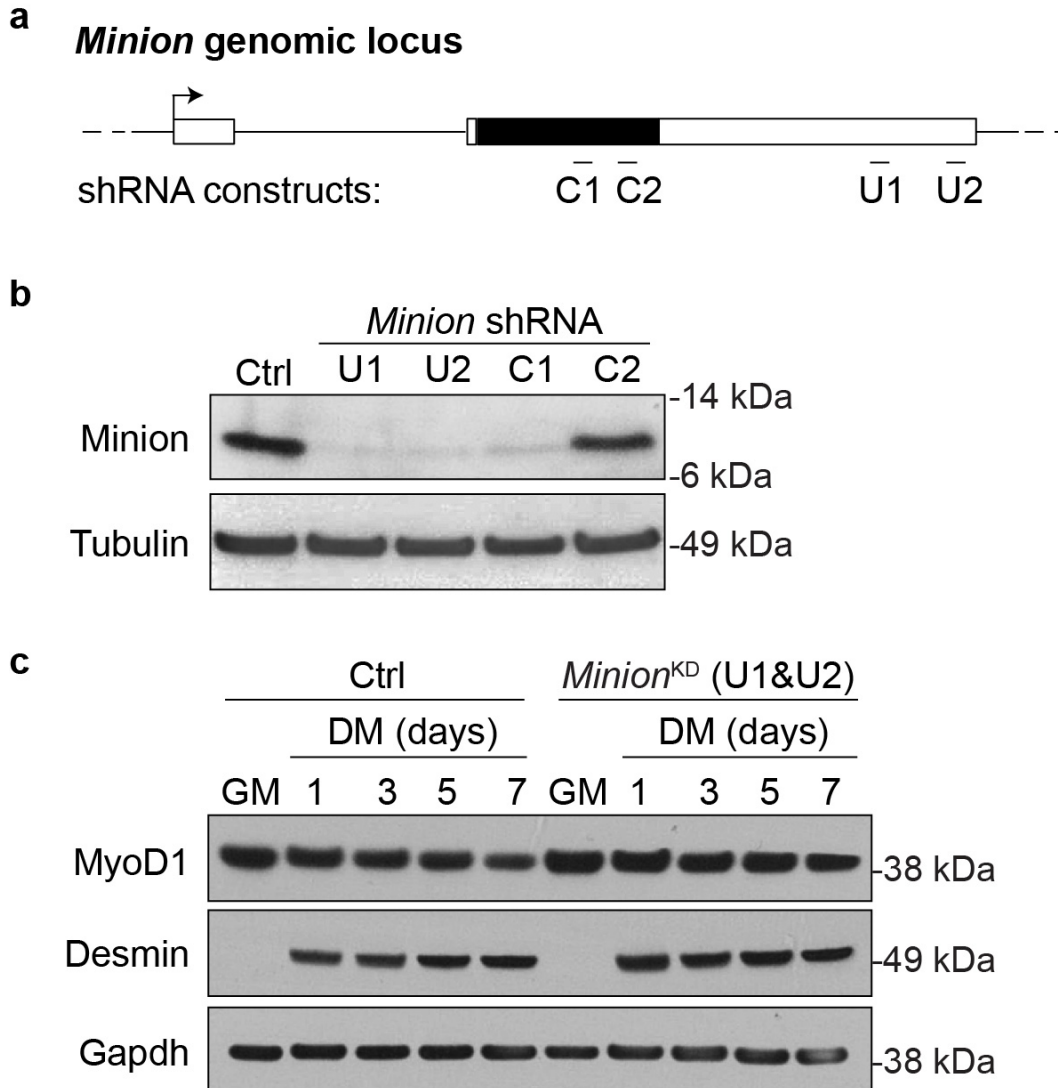

Supplementary Fig. 11. Validation of lentiviral shRNA constructs targeting mouse *Minion*. (a) Schematic of the mouse *Minion* genomic locus with the target regions of four shRNA constructs underlined. Solid black bar indicated the *Minion* ORF, and white bar indicated untranslated regions (UTRs). C1 and C2: shRNA constructs targeting the coding sequence; U1 and U2: shRNA constructs targeting the 3'UTR. (b) Western blot analysis of C2C12 myoblasts transduced with the indicated lentiviral shRNA constructs. A shRNA construct targeting the firefly (*Photinus pyralis*) *luciferase* gene was used as a negative control (Ctrl). After lentiviral infection and GFP sorting, the cells were expanded and kept in differentiation medium for 5 days. The two shRNA constructs targeting the *Minion* 3'UTR (U1/U2) were found to reduce *Minion* expression most efficiently and for subsequent experiments in C2C12 and primary myoblasts, cells were infected with U1 and U2 shRNA viruses and sorted by GFP after each round of infection to generate *Minion*^{KD} cells. Similarly, C2C12 cells were infected with the control virus in two rounds and sorted twice by GFP to generate the control cells (Ctrl) below. n=2. (c) Western blot analysis of Ctrl and *Minion*^{KD} C2C12 cells cultured in either growth medium (GM), or in differentiation medium for indicated number of days with indicated antibodies. n=3. Data are an expanded version of those shown in Fig. 5c.

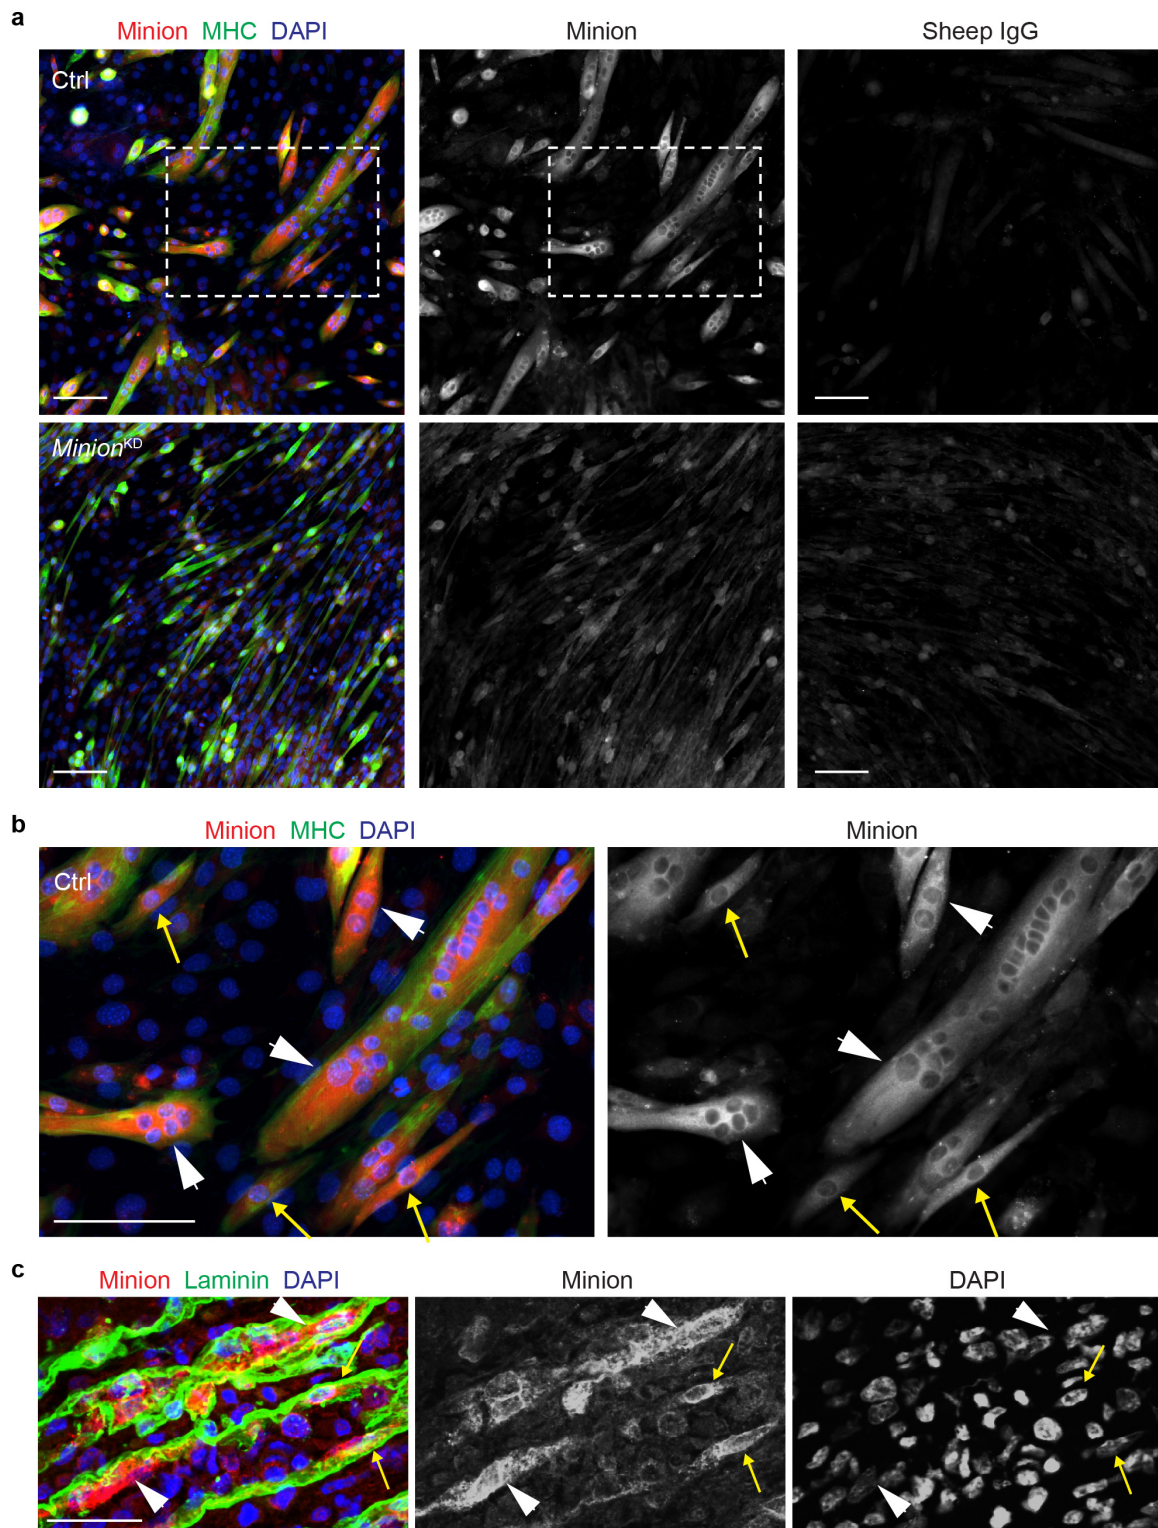

Supplementary Fig. 12. Minion is expressed in differentiating myoblasts and nascent myotubes. (a) Immunofluorescence images of Ctrl and *Minion*^{KD} C2C12 myoblasts and myotubes after 3.5 days in DM. Left: Minion (red), MHC (green) and DAPI (blue) are shown; Middle: grayscale images for Minion only; Right: grayscale

images for control IgG. Insets marked by white dotted lines are magnified in (b). n=2. **(b)** Enlarged images of the insets in (a). White arrowheads indicate the fused multinuclear myotubes and yellow arrows indicate unfused differentiating elongating myoblasts, both of which express Minion protein. **(c)** Immunofluorescence staining of longitudinal sections of regenerating adult (10 week old) TA muscle 3 days post CTX injection. Left: Minion (red), Laminin (green) and DAPI (blue); Middle: Minion only (grayscale); Right: DAPI (grayscale). White arrowheads indicate nascent myotubes and yellow arrows indicate unfused differentiating elongating myoblasts, both of which express Minion protein. n=3. Scale bars: (a, b) 100 μm and (c) 30 μm .

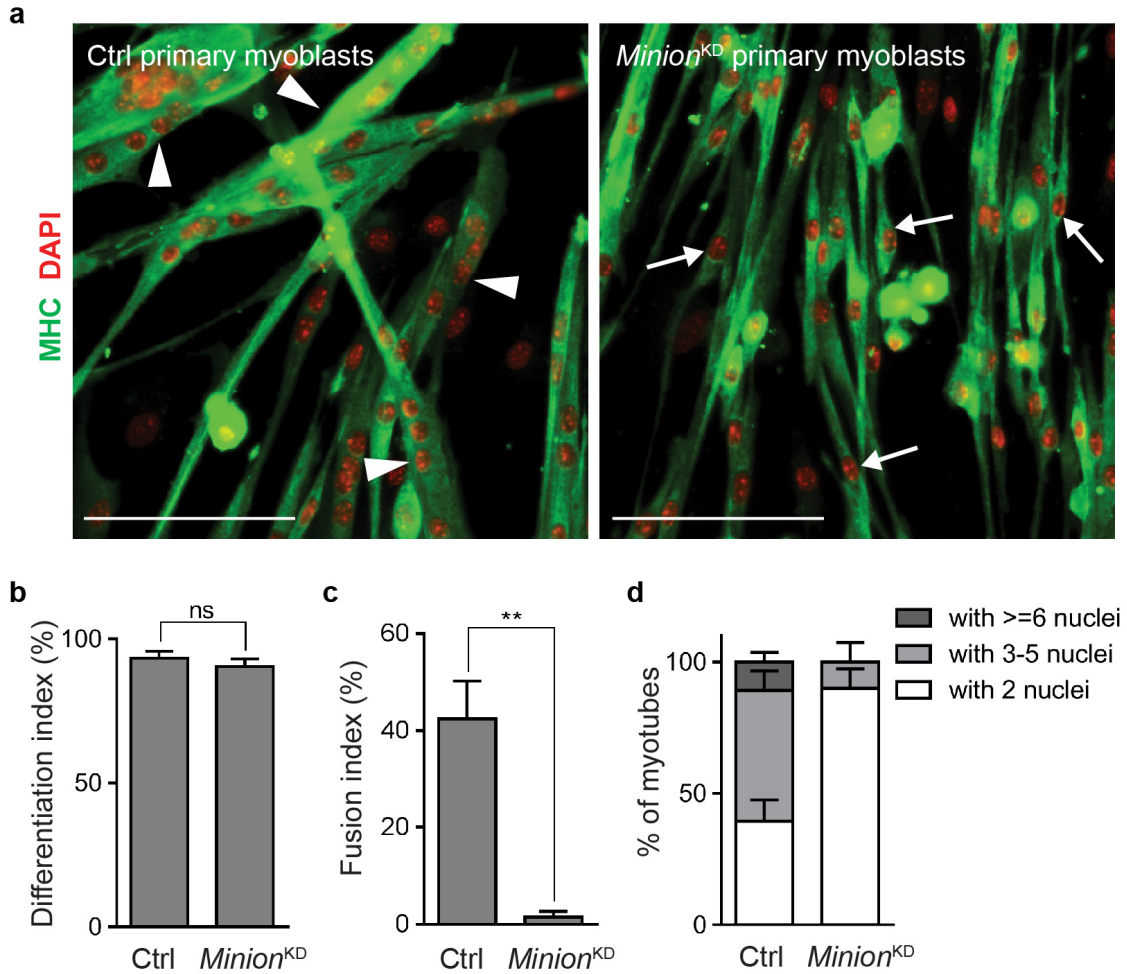

Supplementary Fig. 13. Knockdown of Minion in primary adult myoblasts blocks myoblast fusion. (a) Immunofluorescence images of Ctrl and *Minion*^{KD} primary myoblast-derived myofibers, formed after 4 days in differentiation medium. White arrowheads indicate fused multinuclear myotubes and white arrows indicate unfused differentiating elongating myoblasts. n=2 (6 technical replicates each). MHC (green) and DAPI (red) staining are shown. Scale bars: 100 μ m. (b) Quantification of differentiation index for the experiment done in (a). Differentiation index was calculated as the percentage of nuclei within MHC⁺ cells among total nuclei in each field. NS: not significant. (c) Quantification of fusion index for the experiment done in (a). Fusion index was calculated as the percentage of nuclei within MHC⁺ myotubes containing ≥ 3 nuclei among total nuclei in each field (d) Quantification of the percentage of myotube numbers for the experiment done in (a). Myotubes were binned by nuclear number as indicated, and the percentage of myotubes within each subgroup was calculated. Double asterisks: $P < 0.001$. b-d, Each value reported represents mean $\pm$ s.d. n=6 (one 0.7mm $\times$ 0.7mm field each), and unpaired two-tailed Student's t-test was used.

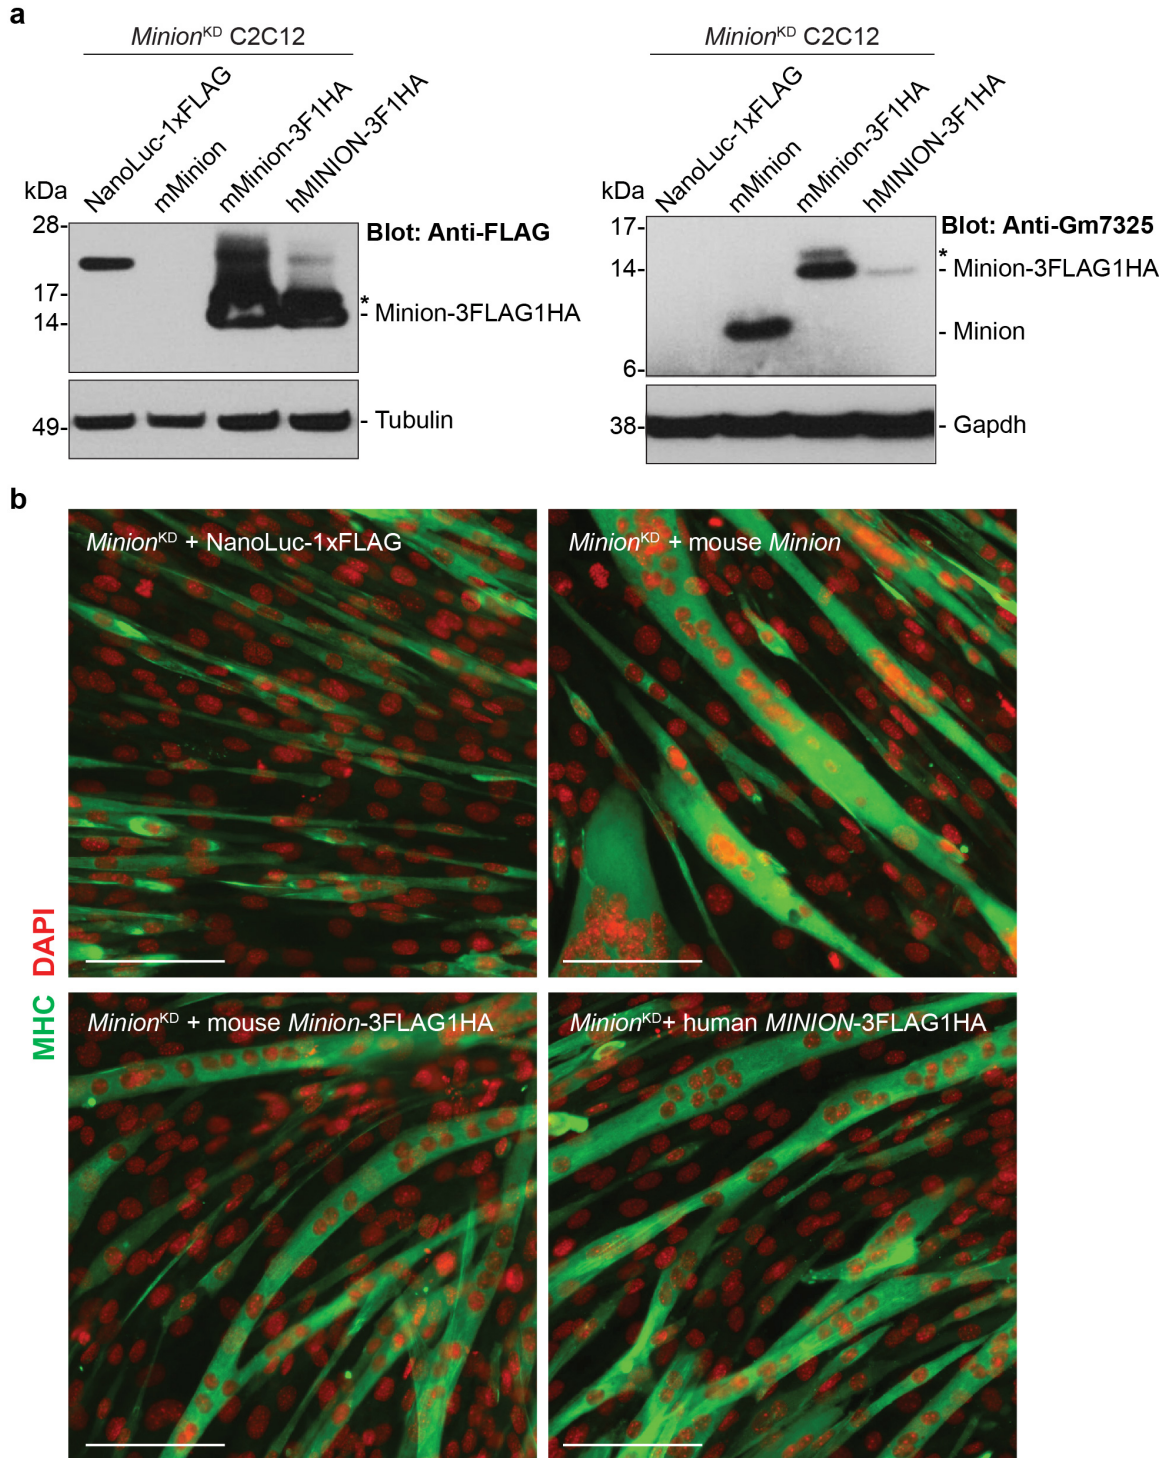

Supplementary Fig. 14. Exogenous expression of the human *Minion* ortholog rescues the fusion defect of *Minion*^{KD} myoblasts. (a) Western blots analysis of *Minion*^{KD} cells after retroviral expression of untagged and C-terminally tagged Minion and culture in differentiation medium for 5 days. Retroviral vectors carrying full-length mouse *Minion* CDS, C-terminally 3×FLAG-1×HA-tagged mouse *Minion* CDS and C-terminally 3×FLAG-1×HA-tagged human *MINION* ortholog CDS were used for reconstitution. A C-terminally 1×FLAG-tagged Nanoluc retroviral vector was used as

negative control. The anti-FLAG antibody recognizes three tagged proteins at the correct size, while the anti-Minion antibody not only recognizes the mouse Minion protein (tagged and untagged) but also weakly recognizes the human *MINION* ortholog. Note that the pCIGAR Gateway retroviral vectors carrying tagged human and mouse *Minion* CDS inherited an extra upstream in frame start codon, giving rise to an extra band of slightly larger size (16 aa larger, asterisk); for all other pCIGAR constructs, an extra T was added before the Kozak sequence to avoid this effect. n=2. **(b)** Immunofluorescence images of *Minion*^{KD} C2C12 cells with exogenous expression of tagged NanoLuc, untagged mouse Minion, tagged mouse Minion and tagged human *MINION* ortholog after 5 days in differentiation medium. MHC (green) and DAPI (red) staining are shown. n=3 (8 technical replicates each). Data are an expanded version of those shown in Fig. 5h. Scale bars: 100 μ m.

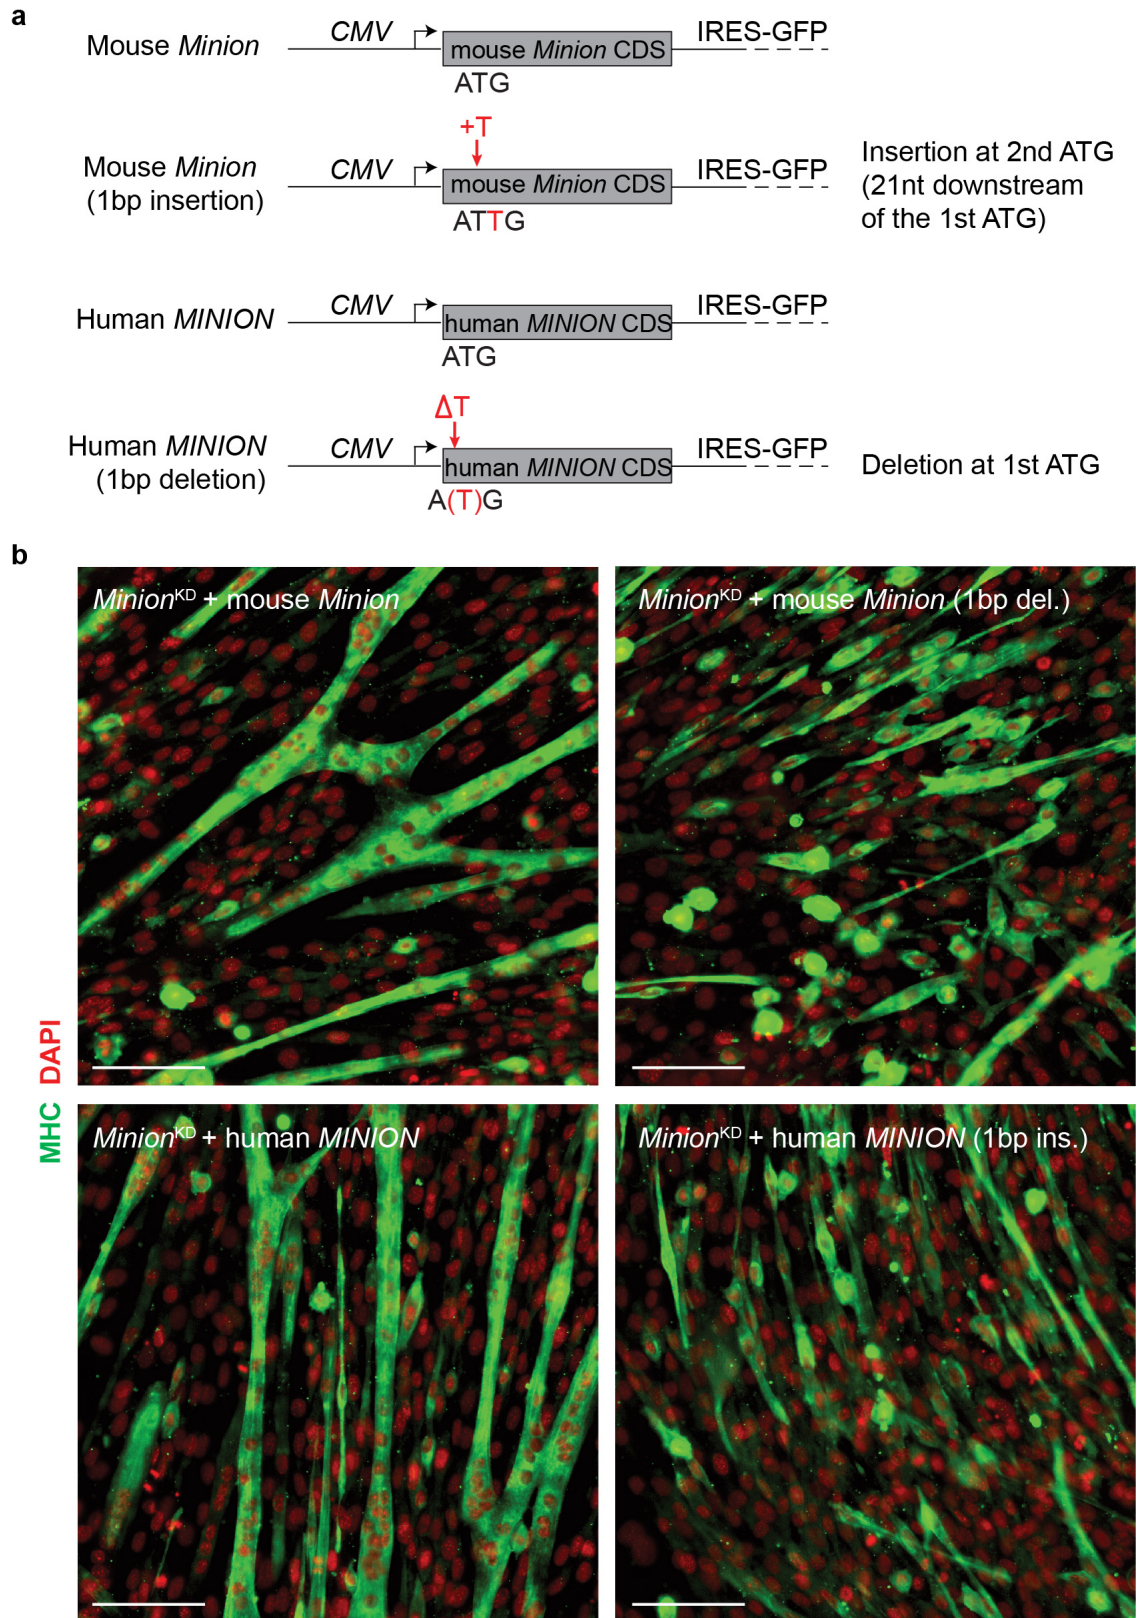

Supplementary Fig. 15. Mouse and human *Minion* transcripts do not function as lncRNAs. (a) Schematic of four retroviral vectors containing either intact mouse/human

Minion CDS, or those with 1bp frameshift (FS) mutations within the start codons (indicated in red). These single base pair mutations are predicted to disrupt the expression of full-length mouse/human *Minion* proteins without significantly altering RNA sequence. **(b)** Immunofluorescence images of *Minion*^{KD} C2C12 cells with exogenous expression of constructs indicated in (a), and following 5 days in differentiation medium. MHC (green) and DAPI (red) staining are shown. n=2 (6 technical replicates each). Scale bars: 100 μ m.

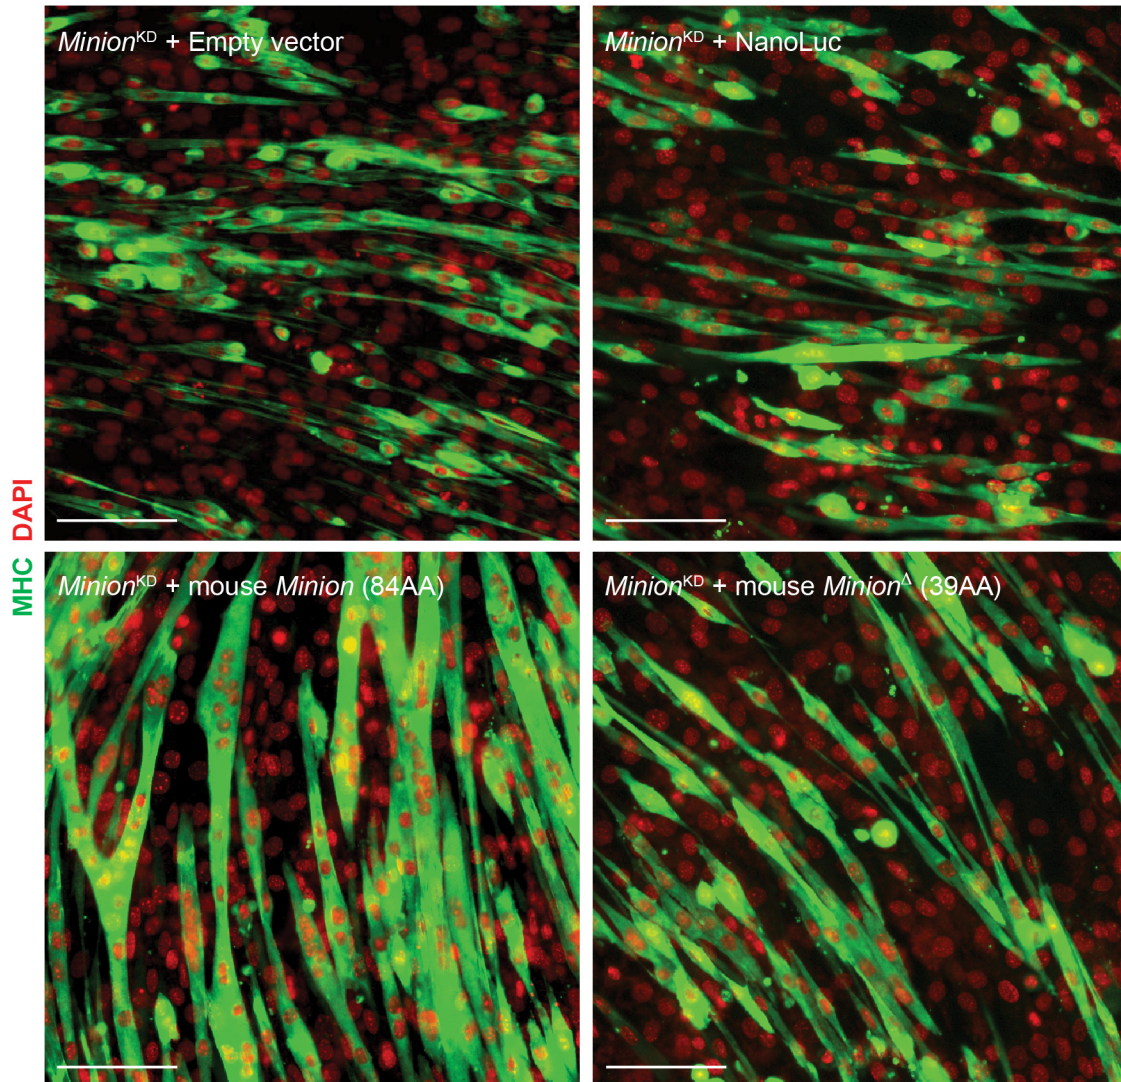

Supplementary Fig. 16. The 39 aa Minion^Δ truncation mutant fails to rescue the Minion^{KD} C2C12 fusion defect. Immunofluorescence images of Minion^{KD} C2C12 cells transduced with retroviral constructs encoding either empty vector (negative control), NanoLuc (negative control), full-length mouse Minion, or the truncated 39 aa Minion mutant form (predicted from the Minion^Δ knockout allele containing the 135bp in-frame deletion). Cells were cultured in differentiation medium for 5 days. MHC (green) and DAPI (red) staining are shown. n=2 (8 technical replicates each). Scale bars: 100 μ m.

a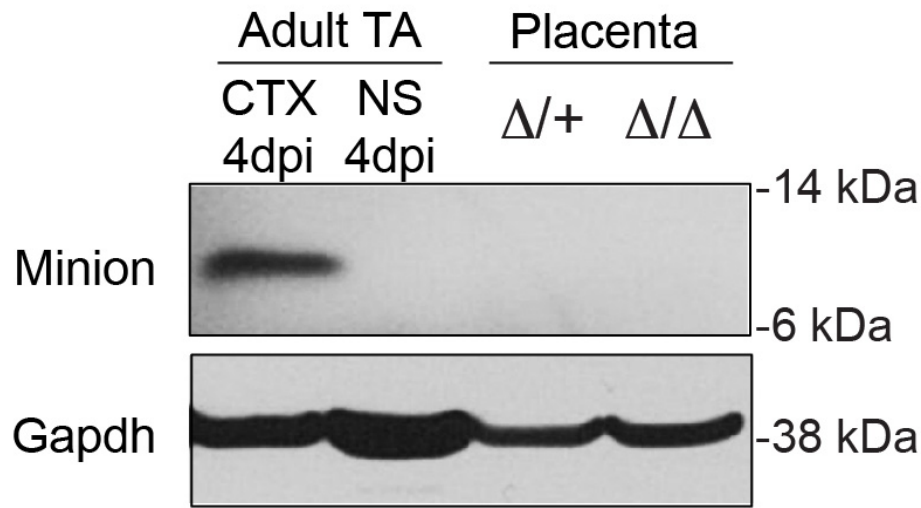**b**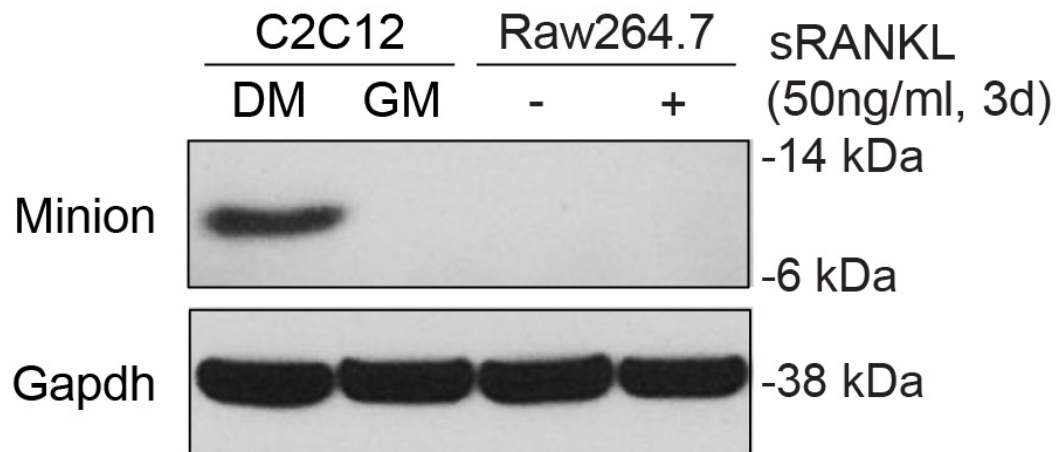

Supplementary Fig. 17. Minion is undetectable in two models of non-myogenic cell-cell fusion. **(a)** Western blot analysis of Minion expression in placenta. Placenta and periplacental tissue from *Minion* ^{$\Delta/+$} and *Minion* ^{Δ/Δ} embryos were examined. TA muscles with normal saline injection (NS; day 4) and cardiotoxin injection (CTX; day 4) were used as negative and positive controls, respectively. **(b)** Western blot analysis of Minion expression upon soluble RANKL ligand-induced cell-cell fusion and osteoclast formation in the macrophage line Raw264.7. n=2. C2C12 cells cultured either in growth medium (GM), or in differentiation medium for 5 days (DM) were used as positive and negative controls respectively.

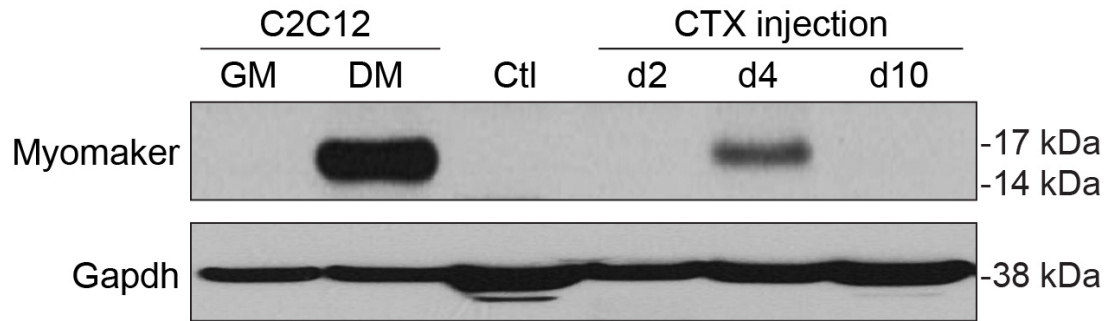

Supplementary Fig. 18. An anti-human Myomaker antibody recognizes endogenous mouse Myomaker. Western blot analysis of C2C12 myoblasts cultured under either growth conditions (GM), or in differentiation conditions for 3 days (DM); and of uninjured (Ctl) or cardiotoxin injured and regenerating TA muscle at different time points (day 2, 4, 10). Antibody incubations were performed as described in Methods. n=3.

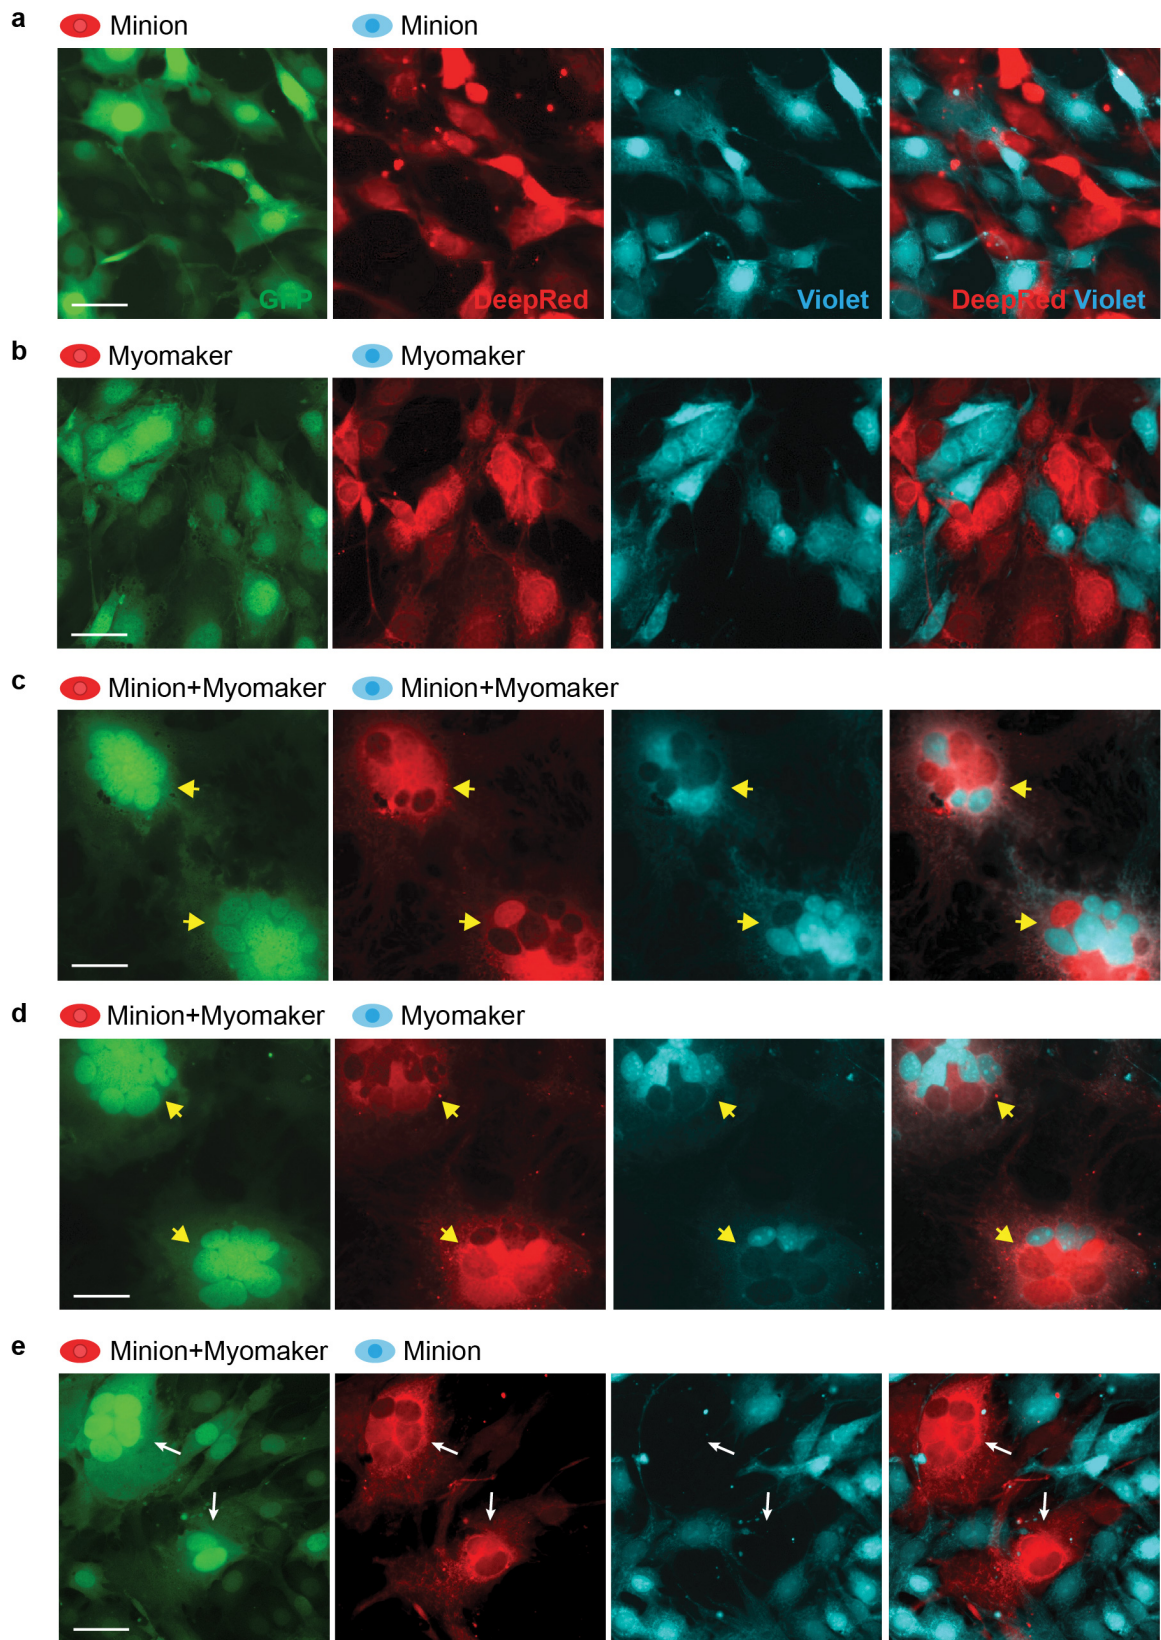

Supplementary Fig. 19. Minion and Myomaker are together sufficient to induce cell-cell fusion, with Minion required only in one cell. Split-channel fluorescence images

are provided of data included in Fig. 7d. Fluorescence images are shown from cell mixing experiments using fibroblasts expressing the indicated combinations of proteins and labeled with either CellTrace Violet (cyan) and CellTracker Deep Red (red) dyes. 10T1/2 fibroblasts were serially infected with retroviruses encoding either Minion, Myomaker or control vectors (omitted in the labeling for simplicity). All vectors contain IRES-GFP downstream of the gene of interest, causing infected cells to express GFP. Relevant cell color and proteins expressed are indicated above each image. Yellow arrowheads indicate syncytia derived from Deep Red⁺ cells co-expressing Minion and Myomaker that also contain Violet⁺ nuclei from the second cell type expressing either Myomaker only or Minion and Myomaker together. White arrows indicate syncytia derived from Deep Red⁺ cells co-expressing Minion and Myomaker that do not contain Violet⁺ nuclei from the second cell type expressing Minion only. Scale bars: 50µm.

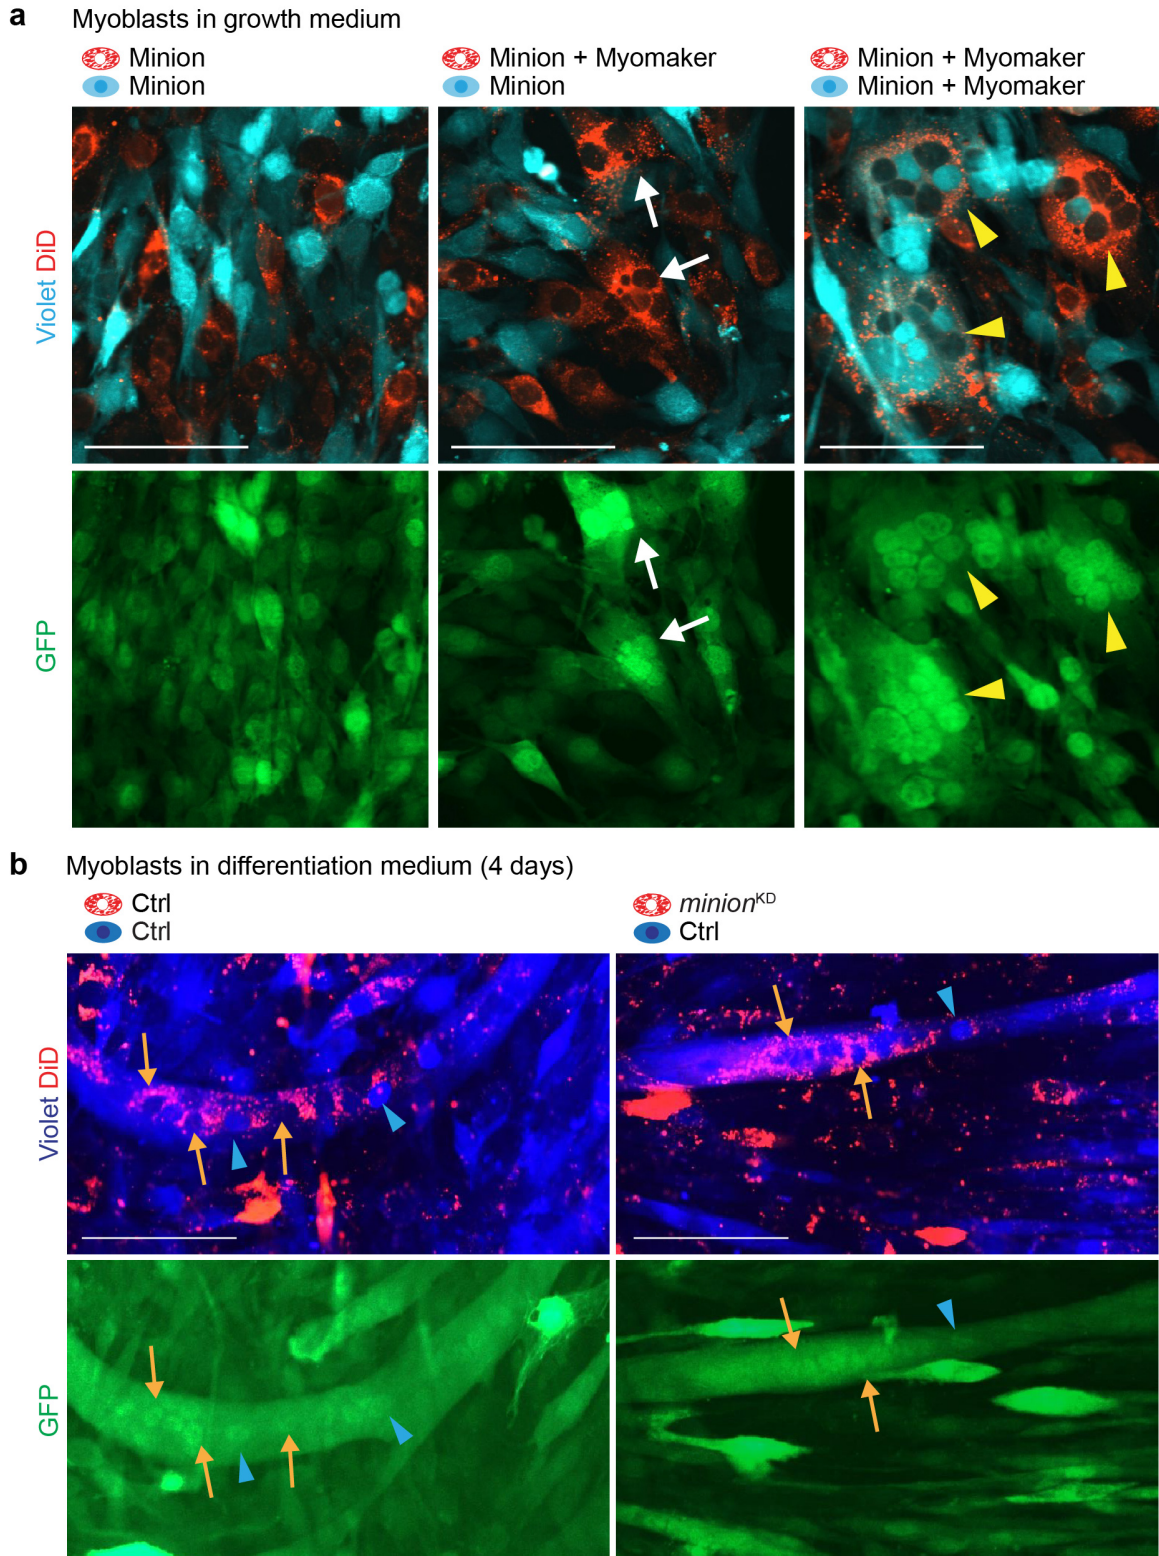

Supplementary Fig. 20. Myoblasts also demonstrate asymmetry between the fusion pair. (a) Fluorescence images from cell mixing experiments using undifferentiated myoblasts in GM expressing the indicated combinations of proteins and labeled with either CellTrace Violet (cyan) and Vybrant DiD (red) dyes. *Minion*^{KD} myoblasts were

serially infected with retroviruses encoding Minion, followed by Myomaker or control vectors (labels omitted for simplicity). All vectors contain IRES-GFP downstream of the gene of interest. Relevant cell color and proteins expressed are indicated above each image. Yellow arrowheads indicate syncytia positive for two dyes and expressing both Minion and Myomaker. White arrows indicate syncytia derived from DiD⁺ cells co-expressing Minion and Myomaker that do not contain Violet⁺ nuclei from the second cell type expressing Minion only. n=2 (8 technical replicates each). **(b)** Fluorescence images from cell mixing experiments using Ctrl and *Minion*^{KD} myoblasts labeled with either CellTrace Violet (blue) and Vybrant DiD (red) dyes. All cells are GFP positive. The mixed cells were cultured in DM for 4 days. Orange arrows point to DiD-labeled cell derivatives in the fused multinuclear myotubes, cyan arrowheads point to Violet-labeled cell derivatives. n=2 (8 technical replicates each). Scale bars: 100μm (a,b).

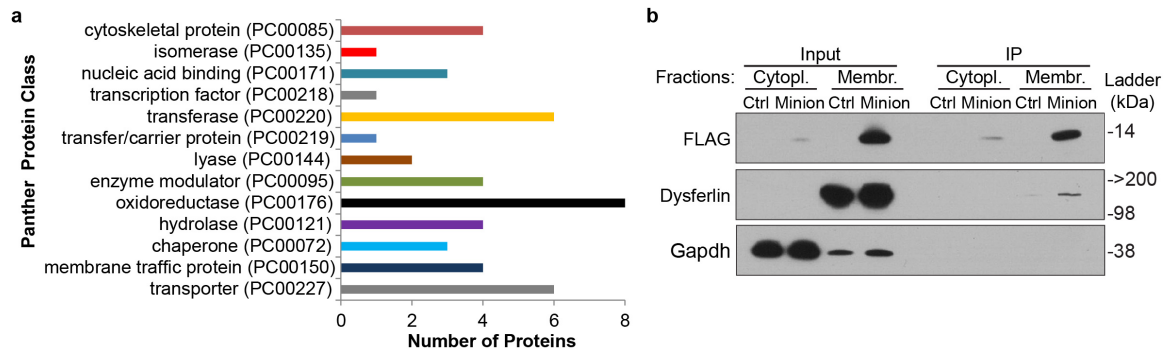

Supplementary Fig. 21. Identification of Minion-interacting proteins. (a) Minion-associated proteins were identified by affinity purification-MS analysis from day 3.5 differentiating C2C12 myoblasts expressing FLAG-tagged Minion (see Supplementary Table 1), and were grouped into protein classes using Panther⁴. The number of significantly enriched proteins in each class is indicated. n=3. (b) Western blot confirmation of an example hit. Minion and Gapdh serve as positive and negative controls respectively.

Fig.1b Uncropped Western blots

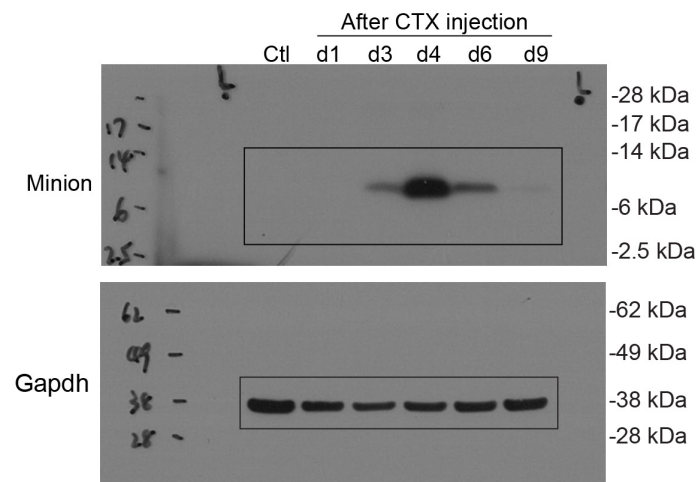

Fig.1c Uncropped Western blots

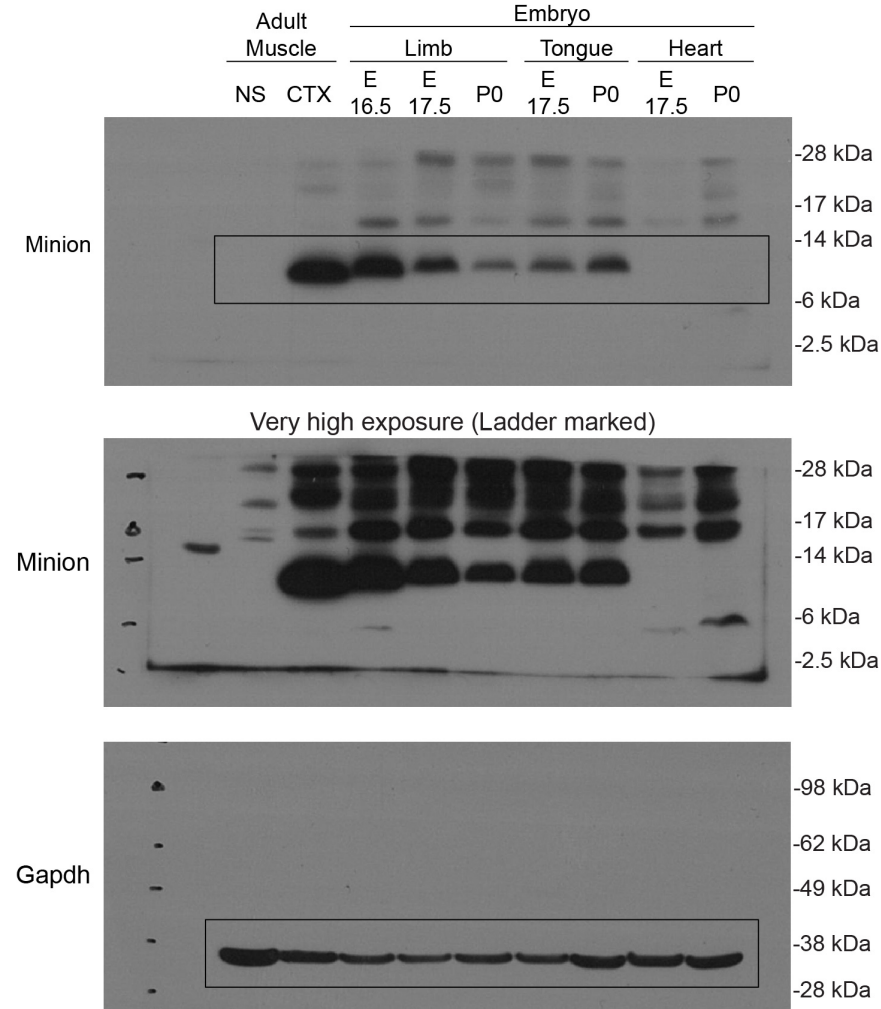

Supplementary Fig. 22. Uncropped Western blot images for Fig. 1b and Fig. 1c.

Fig.1d Uncropped Western blots

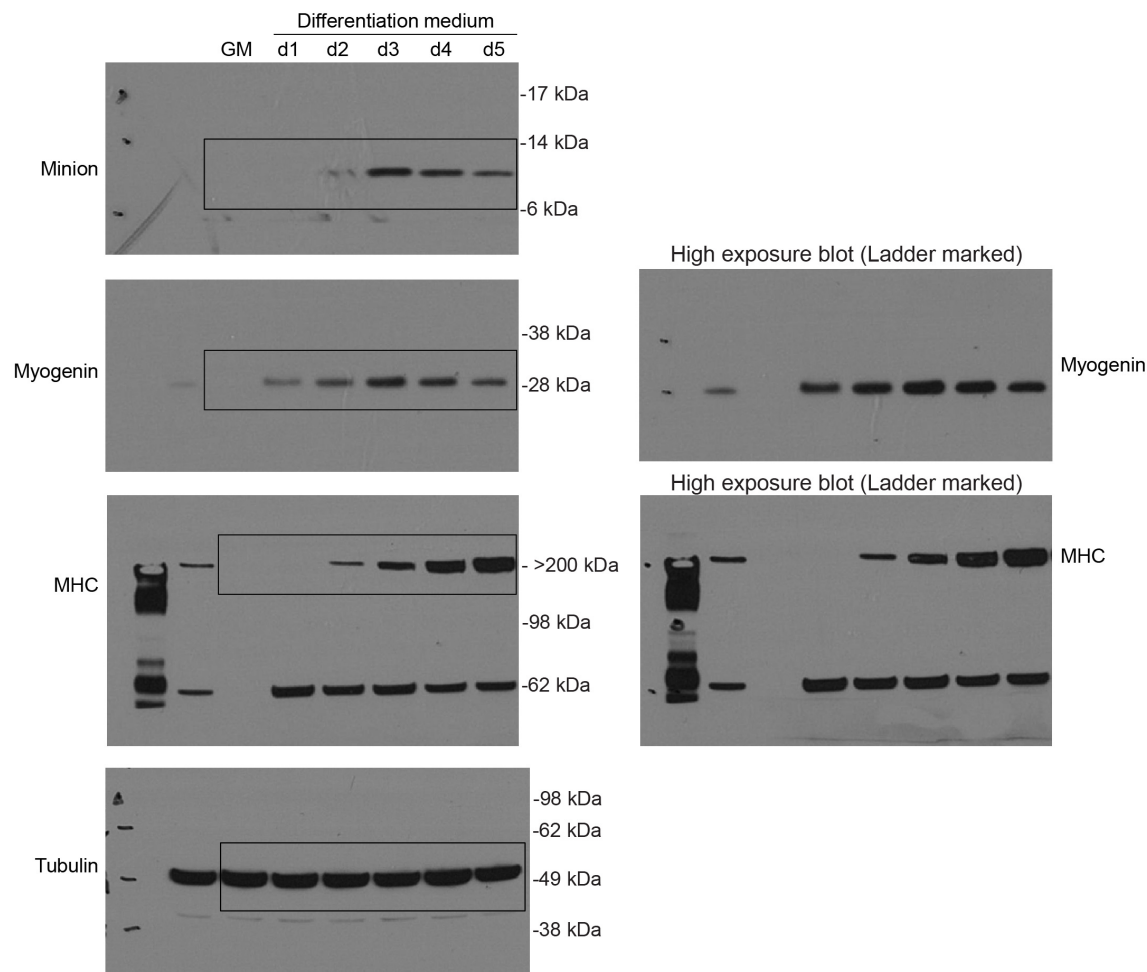

Supplementary Fig. 23. Uncropped Western blot images for Fig. 1d.

Fig.5c Uncropped Western Blots

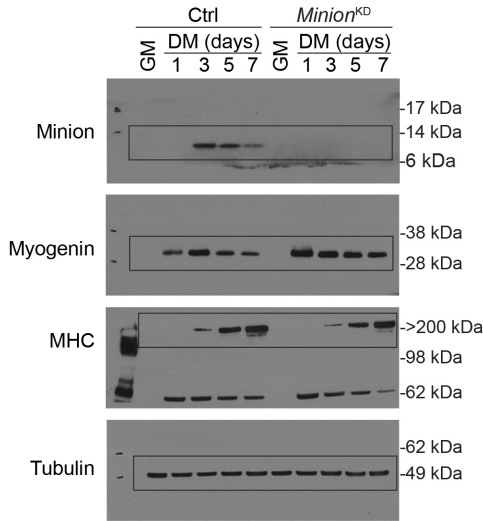

Fig.6c Uncropped Western Blots

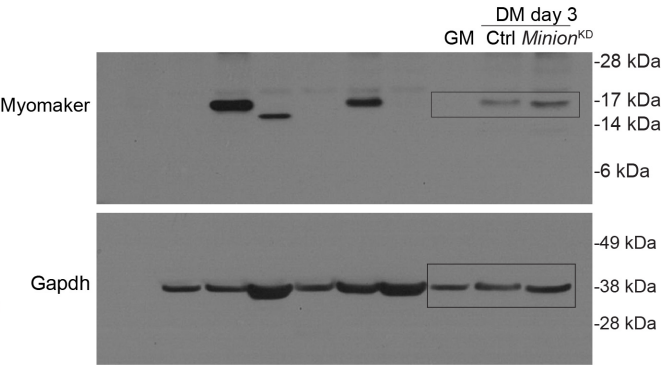

Fig.6e Uncropped Western Blots

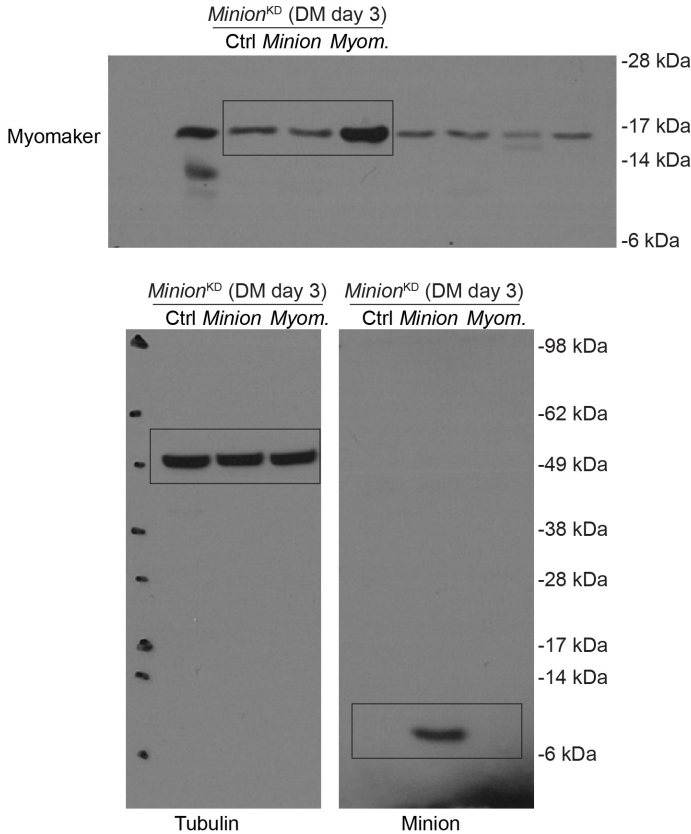

Supplementary Fig. 24. Uncropped Western blot images for Fig. 5c, Fig. 6c and Fig. 6e.

Fig.7a Uncropped Western blots

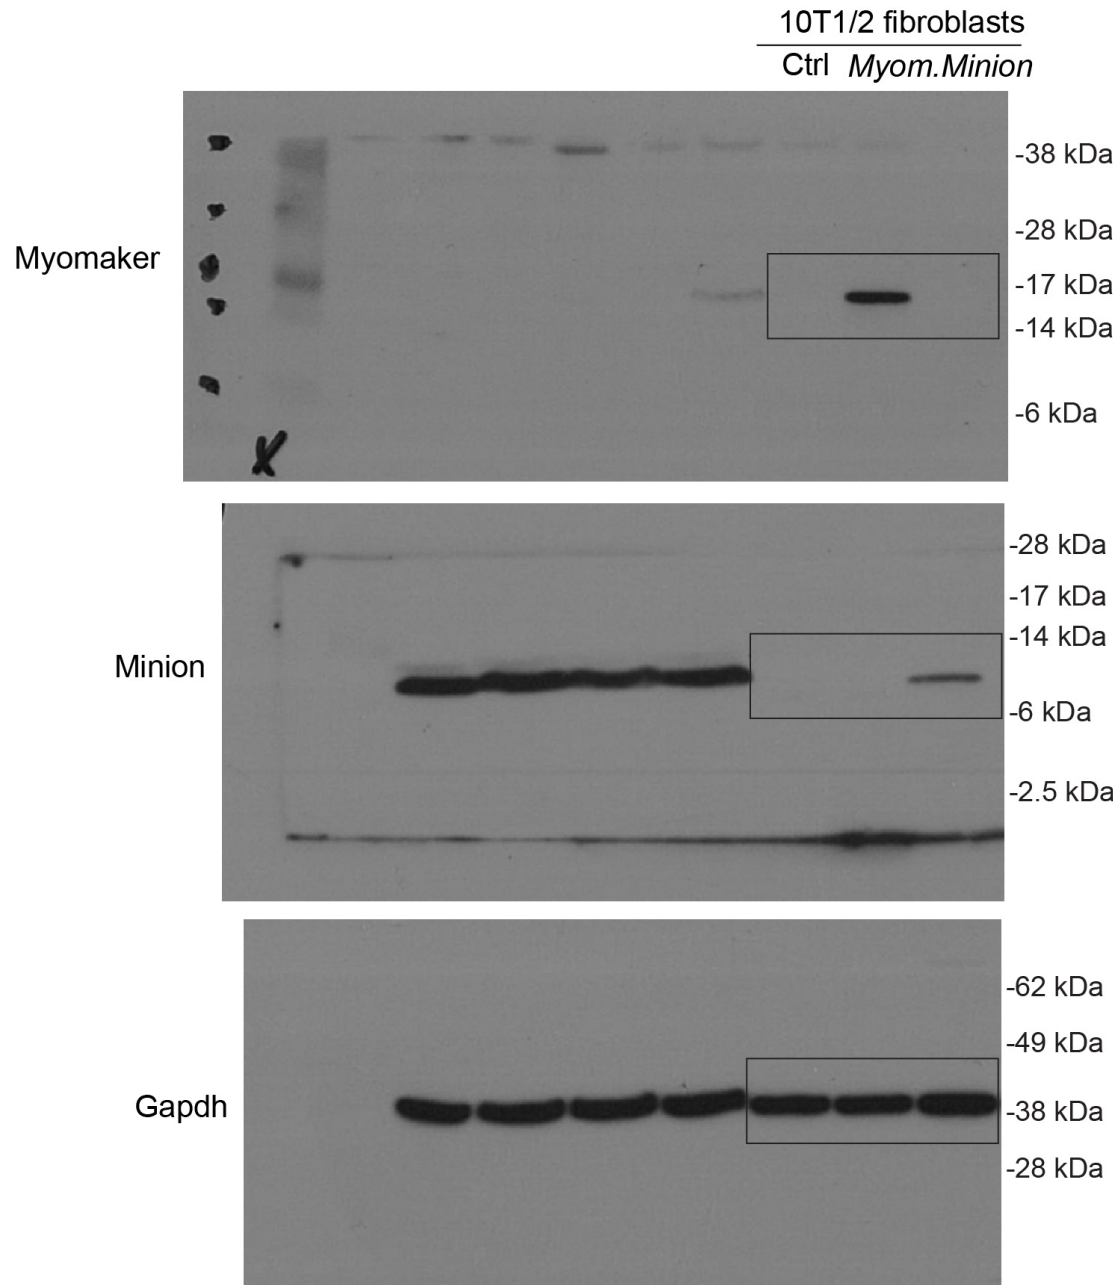

Supplementary Fig. 25. Uncropped Western blot images for Fig. 7a.

a Gating strategy for Ctrl myoblasts

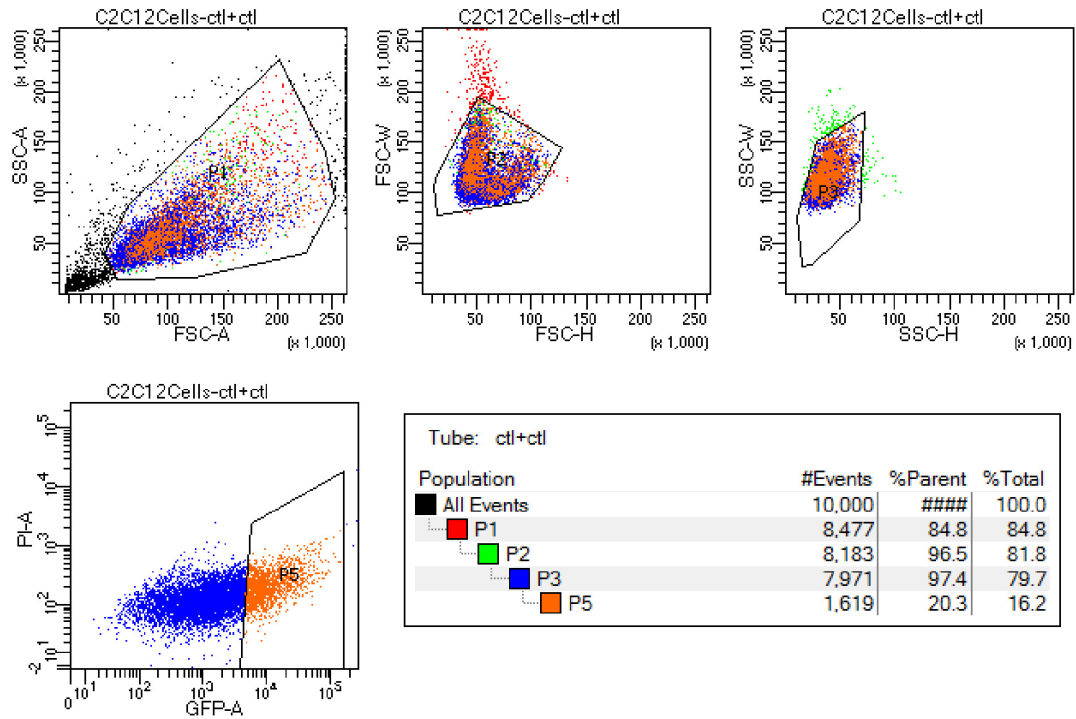

b Gating strategy for *Minion*^{KD} myoblasts

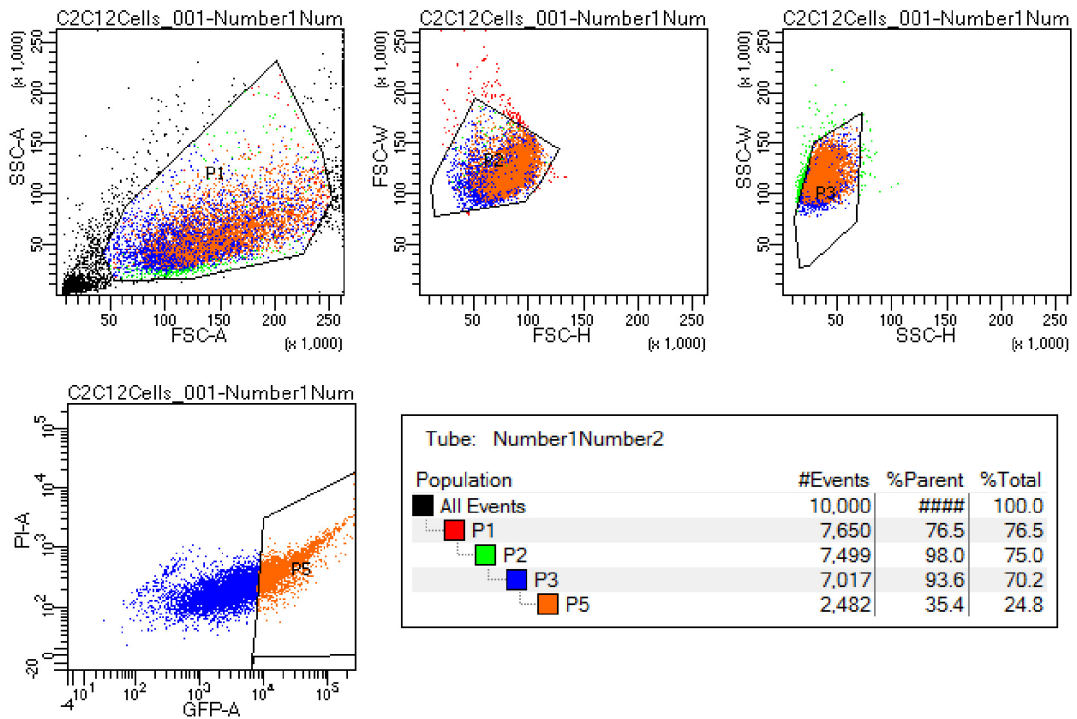

Supplementary Fig. 26. Gating strategy for identification and sorting of Ctrl and *Minion*^{KD} myoblasts.

Supplementary Table 1. Proteins significantly enriched in complex with Minion following affinity purification-mass spectrometry.

Description	Accession Number	Molecular Weight	Fisher's Exact Test (p-value)<br>*(p<0.00414)	Number of Spectra	Unique Peptide	Sequence Coverage (%)
Embryonic stem cell-and germ cell-specific protein ESGP OS=Mus musculus GN=Gm7325 PE=2 SV=1	Q2Q5T5	9.6 kDa	< 0.00010	33	3	50
Dysferlin OS=Mus musculus GN=Dysf PE=1 SV=3	DYSF_MOUSE	238 kDa	< 0.00010	23	17	13
Aldehyde dehydrogenase family 3 member B1 OS=Mus musculus GN=Aldh3b1 PE=2 SV=1	AL3B1_MOUSE	52 kDa	< 0.00010	58	15	46
ATPase family AAA domain-containing protein 1 OS=Mus musculus GN=Atad1 PE=1 SV=1	ATAD1_MOUSE	41 kDa	<0.00010	15	7	30
Signal recognition particle 68 kDa protein OS=Mus musculus GN=Srp68 PE=2 SV=2	SRP68_MOUSE	71 kDa	< 0.00010	19	11	25
Calsequestrin-2 OS=Mus musculus GN=Casq2 PE=2 SV=3	CASQ2_MOUSE	48 kDa	< 0.00010	35	9	24
Calcium uniporter protein, mitochondrial OS=Mus musculus GN=Mcu PE=2 SV=2	MCU_MOUSE	40 kDa	< 0.00010	34	12	38
Inositol 1,4,5-trisphosphate receptor type 3 OS=Mus musculus GN=Itpr3 PE=1 SV=3	ITPR3_MOUSE	304 kDa	0.0027	14	11	6
Synaptopodin 2-like protein OS=Mus musculus GN=Synpo2l PE=2 SV=1	SYP2L_MOUSE	103 kDa	0.0024	9	5	8
DnaJ homolog subfamily C member 16 OS=Mus musculus GN=Dnajc16 PE=1 SV=2	DJC16_MOUSE	89 kDa	0.00032	12	9	19
Syntaxin-8 OS=Mus musculus GN=Stx8 PE=1 SV=1	STX8_MOUSE	27 kDa	0.00062	11	4	19
NADH-ubiquinone oxidoreductase 75 kDa subunit, mitochondrial OS=Mus musculus GN=Ndufs1 PE=1 SV=2	NDUS1_MOUSE	80 kDa	0.00010	19	9	20

Adenylate kinase isoenzyme 4, mitochondrial OS=Mus musculus GN=Ak4 PE=2 SV=1	KAD4_MOUSE	25 kDa	0.00010	15	6	52
Sorbin and SH3 domain-containing protein 2 OS=Mus musculus GN=Sorbs2 PE=1 SV=2	SRBS2_MOUSE	132 kDa	0.0024	9	6	7
Vacuolar protein sorting-associated protein 45 OS=Mus musculus GN=Vps45 PE=1 SV=1	VPS45_MOUSE	65 kDa	0.0012	10	7	15
NADH dehydrogenase [ubiquinone] flavoprotein 1, mitochondrial OS=Mus musculus GN=Ndufv1 PE=1 SV=1	NDUV1_MOUSE	51 kDa	0.0022	12	7	24
B-cell receptor-associated protein 31 OS=Mus musculus GN=Bcap31 PE=1 SV=3	BAP31_MOUSE	28 kDa	0.00032	12	7	27
NADH dehydrogenase [ubiquinone] 1 alpha subcomplex subunit 10, mitochondrial OS=Mus musculus GN=Ndufa10 PE=1 SV=1	NDUAA_MOUSE	41 kDa	0.0040	12	7	24
Cluster of Guanine nucleotide-binding protein G(s) subunit alpha isoforms short OS=Mus musculus GN=Gnas PE=1 SV=1 (GNAS2_MOUSE)	GNAS2_MOUSE<br>[7]	46 kDa	0.00012	22	9	34
Acetolactate synthase-like protein OS=Mus musculus GN=Ilvbl PE=2 SV=1	ILVBL_MOUSE	68 kDa	0.0011	22	10	32
Cytoskeleton-associated protein 5 OS=Mus musculus GN=Ckap5 PE=2 SV=1	CKAP5_MOUSE	226 kDa	0.0038	23	13	8
Voltage-dependent anion-selective channel protein 1 OS=Mus musculus GN=Vdac1 PE=1 SV=3	VDAC1_MOUSE	32 kDa	0.00094	28	10	15
Apolipoprotein O-like OS=Mus musculus GN=Apool PE=2 SV=1	APOOL_MOUSE	29 kDa	0.0039	28	9	49
Junctional sarcoplasmic reticulum protein 1 OS=Mus musculus GN=Jsrp1 PE=1 SV=2	JSPR1_MOUSE	36 kDa	0.0023	31	8	53
Tripartite motif-containing protein 72 OS=Mus	TRI72_MOUSE	53 kDa	0.00048	40	16	55

musculus GN=Trim72<br>PE=1 SV=1						
Cytochrome b-c1 complex<br>subunit 1, mitochondrial<br>OS=Mus musculus<br>GN=Uqcrc1 PE=1 SV=2	QCR1_MOUSE	53 kDa	0.0010	38	13	41
Eukaryotic initiation factor<br>4A-II OS=Mus musculus<br>GN=Eif4a2 PE=2 SV=2	IF4A2_MOUSE	46 kDa	0.0023	45	9	53
T-complex protein 1<br>subunit theta OS=Mus<br>musculus GN=Cct8 PE=1<br>SV=3	TCPQ_MOUSE	60 kDa	< 0.00010	57	22	48
Isovaleryl-CoA<br>dehydrogenase,<br>mitochondrial OS=Mus<br>musculus GN=Ivd PE=1<br>SV=1	IVD_MOUSE	46 kDa	0.0012	50	16	49
T-complex protein 1<br>subunit beta OS=Mus<br>musculus GN=Cct2 PE=1<br>SV=4	TCPB_MOUSE	57 kDa	0.00076	53	20	55
Nascent polypeptide-<br>associated complex<br>subunit alpha, muscle-<br>specific form OS=Mus<br>musculus GN=Naca PE=1<br>SV=2	NACAM_MOUSE	220 kDa	0.0031	50	23	18
Coproporphyrinogen-III<br>oxidase, mitochondrial<br>OS=Mus musculus<br>GN=Cpox PE=1 SV=2	HEM6_MOUSE	50 kDa	0.0014	57	19	52
T-complex protein 1<br>subunit alpha OS=Mus<br>musculus GN=Tcp1 PE=1<br>SV=3	TCPA_MOUSE	60 kDa	0.0035	65	20	52
Very long-chain specific<br>acyl-CoA dehydrogenase,<br>mitochondrial OS=Mus<br>musculus GN=Acadv1<br>PE=1 SV=3	ACADV_MOUSE	71 kDa	0.0017	72	26	57
Trifunctional enzyme<br>subunit beta,<br>mitochondrial OS=Mus<br>musculus GN=Hadhb<br>PE=1 SV=1	ECHB_MOUSE	51 kDa	< 0.00010	93	22	68
Trifunctional enzyme<br>subunit alpha,<br>mitochondrial OS=Mus<br>musculus GN=Hadha<br>PE=1 SV=1	ECHA_MOUSE	83 kDa	< 0.00010	201	33	66
ATP synthase subunit<br>beta, mitochondrial<br>OS=Mus musculus	ATPB_MOUSE	56 kDa	< 0.00010	231	26	77

GN=Atp5b PE=1 SV=2						
Cytoplasmic dynein 1 heavy chain 1 OS=Mus musculus GN=Dync1h1 PE=1 SV=2	DYHC1_MOUSE	532 kDa	< 0.00010	444	157	46
Cluster of Myc box-dependent-interacting protein 1 OS=Mus musculus GN=Bin1 PE=1 SV=1 (BIN1_MOUSE)	BIN1_MOUSE [3]	64 kDa	0.003	75	16	42

Supplementary Table 2. List of sequences of primers and gRNA protospacers mentioned in the Methods section

**Name**	**Sequence**
gRNA 1 protospacer	GGACCGGGCCGTCGTGGAGG
gRNA 2 protospacer	CCAGAGTGGACCACTCCCAG
gRNA 3 protospacer	GGCGGGCAACAGGCAGCAGC
gRNA 4 protospacer	CTGGGAGTGGTCCACTCTGG
gRNA oligonucleotide 1	TTAATACGACTCACTATAG-(gRNA protospacer)-<br>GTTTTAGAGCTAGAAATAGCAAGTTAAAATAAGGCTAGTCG
gRNA oligonucleotide 2	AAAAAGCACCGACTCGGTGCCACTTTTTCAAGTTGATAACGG<br>ACTAGCCTTATTTTAACTT
Seq-F (genotyping)	GAGTGAACCTCCTTAACCAGCTTTC
Seq-R (genotyping)	GCGTTGCTGTTTCCAGGACCCGTG
Fwd (genotyping)	CAAAGGGAGGGAGGGATTAAAG
Rev (genotyping)	CAGAGAGGAAGGGTCAATCAAC
Fwd-2 (genotyping)	AACACAATCTGTAGCCTGCTAGGAG
Rev-2 (genotyping)	TATAAGCTGAAGGGAGGACTCCAC
<i>Minion</i> -F (RT-PCR)	GGACCACTCCCAGAGGAAGGA
<i>Minion</i> -R (RT-PCR)	GGACCGACGCCTGGACTAAC
<i>Gapdh</i> -F (RT-PCR)	AGGTCGGTGTGAACGGATTG
<i>Gapdh</i> -R (RT-PCR)	TGTAGACCATGTAGTTGAGGT

Supplementary Table 3. Antibody and ECL substrate information for Western blots

Primary antibody	Dilution	Primary antibody incubation conditions	HRP conjugated secondary antibody	Dilution	Secondary antibody incubation conditions	ECL substrate used most	Protein size detected
Sheep anti-Gm7325/Minion (R&D AF4580)	1:1000 (1ug/ml)	4 °C overnight	Donkey anti-sheep (Thermo Fisher A16047)	1:5000	Room temperature (RT) for 1-2 hours	Luminata Forte (EMD Millipore WBLUF0100 ; increased sensitivity). Diluted with equal volume of water.	10-12kDa
Mouse anti-Gapdh (EMD Millipore MAB374)	1:20,000	RT 30 min-1 hour	Goat anti-mouse (Thermo Fisher A16078)	1:20,000	RT 1 hour	SuperSignal West Pico (Thermo Fisher 34080)	36kDa
Mouse anti-alpha-Tubulin (Sigma T9026)	1:20,000	RT 1-2 hours	Same as above	1:20,000	RT 1-2 hours	SuperSignal West Pico	50kDa
Mouse anti- MHC MY32 (Sigma M4276)	1:1000	4 °C overnight	Same as above	1:5000	RT 1-2 hours	Luminata Forte	>200kDa
Mouse anti-Myogenin (DSHB F5Dc)	1:200	4 °C overnight	Same as above	1:5000	RT 1-2 hours	Luminata Forte	25kDa
Mouse anti-Desmin clone D33 (DAKO M0760)	1:200	4 °C overnight	Same as above	1:5000	RT 1-2 hours	Luminata Forte	53kDa
Mouse anti-Dysferlin (Thermo fisher MA5-12568)	1:150	4°C overnight	Same as above	1:5000	RT 1-2 hours	SuperSignal West Pico	240kDa
Rabbit anti-MyoD1 (Novus Biologicals NBP1-54153)	1:5000	4 °C overnight	Goat anti-rabbit (Cell Signaling #7074)	1:2000	RT 1-2 hours	Luminata Forte	34kDa
Rabbit anti-N-Cadherin(Cell signaling #4061)	1:1000	4 °C overnight	Same as above	1:2000	RT 1-2 hours	Luminata Forte	100kDa
Rabbit anti-Calnexin (Novus Biologicals NB100-1965SS)	1:1000	4 °C overnight	Same as above	1:2000	RT 1-2 hours	SuperSignal West Pico	67kDa
Rabbit anti-H2B (Cell signaling #8135)	1:1000	4 °C overnight	Same as above	1:2000	RT 1-2 hours	Luminata Forte	14kDa
Rabbit anti-Vimentin [EPR3776] (Abcam ab92547)	1:10,000	4°C overnight	Same as above	1:2000	RT 1-2 hours	SuperSignal West Pico	54kDa

Rabbit anti-pan TGFbeta antibody(Cell signaling #3711)	1:1000	4°C overnight	Same as above	1:2000	RT 1-2 hours	SuperSignal West Pico	12kDa (mature, secreted)
Rabbit anti-Human TMEM8C (Myomaker) (Abcam ab188300)	1:200	4 °C at least two days	Same as above	1:800	4 °C overnight plus RT 3 hours; or 4 °C two days	Luminata Forte	Appear as around 17kDa; estimated as 25kDa.
HRP conjugated mouse anti-FLAG M2 (Sigma A8592)	1:10,000	4 °C overnight	--	--	--	SuperSignal West Pico	

Supplementary Table 4. shRNA target sequence and oligonucleotide design information

shRNA construct name	Target sequence	Oligonucleotide names (S: Sense; A: Antisense)	Oligonucleotide sequence
mMinion-U1	GCTAAGAGGTGGTATTTAA	3'UTR shRNA_1S	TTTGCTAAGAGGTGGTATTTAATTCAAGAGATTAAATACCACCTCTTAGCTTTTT
		3'UTR shRNA_1A	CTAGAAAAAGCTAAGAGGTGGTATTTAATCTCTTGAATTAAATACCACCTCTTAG
mMinion-U2	GCAGCAGGTAGTCAATAAACG	3'UTR shRNA_2S	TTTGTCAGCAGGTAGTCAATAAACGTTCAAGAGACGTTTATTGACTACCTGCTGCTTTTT
		3'UTR shRNA_2A	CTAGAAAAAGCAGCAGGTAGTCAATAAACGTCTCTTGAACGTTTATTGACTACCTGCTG
mMinion-C1	GCTGTCTGCTCTTGTCT	CDS shRNA_1S	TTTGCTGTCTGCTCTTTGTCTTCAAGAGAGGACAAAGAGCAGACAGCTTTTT
		CDS shRNA_1A	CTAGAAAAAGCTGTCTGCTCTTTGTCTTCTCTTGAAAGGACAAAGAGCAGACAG
mMinion-C2	GTGGACCACTCCCAGAGGA	CDS shRNA_2S	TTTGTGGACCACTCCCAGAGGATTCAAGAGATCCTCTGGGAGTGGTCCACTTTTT
		CDS shRNA_2A	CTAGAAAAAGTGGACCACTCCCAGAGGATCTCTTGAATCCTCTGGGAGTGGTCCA
Control (Ctrl)	GACGAACACTTCTTCATCG	Ctrl shGL3_S	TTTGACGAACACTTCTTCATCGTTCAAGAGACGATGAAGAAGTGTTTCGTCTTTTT
		Ctrl shGL3_A	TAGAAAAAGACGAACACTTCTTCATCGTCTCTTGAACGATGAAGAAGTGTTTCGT

References

- 1 Mohun, T. *et al.* Deciphering the Mechanisms of Developmental Disorders (DMDD): a new programme for phenotyping embryonic lethal mice. *Disease models & mechanisms* **6**, 562-566, doi:10.1242/dmm.011957 (2013).
- 2 Petryszak, R. *et al.* Expression Atlas update--a database of gene and transcript expression from microarray- and sequencing-based functional genomics experiments. *Nucleic acids research* **42**, D926-932, doi:10.1093/nar/gkt1270 (2014).
- 3 Diez-Roux, G. *et al.* A high-resolution anatomical atlas of the transcriptome in the mouse embryo. *PLoS biology* **9**, e1000582, doi:10.1371/journal.pbio.1000582 (2011).
- 4 Mi, H. *et al.* PANTHER version 11: expanded annotation data from Gene Ontology and Reactome pathways, and data analysis tool enhancements. *Nucleic acids research* **45**, D183-D189, doi:10.1093/nar/gkw1138 (2017).

How the deposited data were processed for this re-analysis (not part of the article)

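RNA sequencing of TA muscle compared 3 uninjured mice with 3 mice at day 3 after CTX injury; the other time points of the paper and its myoblast data were not analysed here. The authors aligned single reads with BWA to RefSeq mouse transcripts as of March 2013, name CASAVA 1.4 and SAMtools 0.1.19 among their tools, and deposited RPKM values, not pooled over replicates, for each transcript. How reads that match several transcripts were assigned is not given in the sources, so genes with near-identical copies (Hba-a1 and Hba-a2, Lyz2 and Lyz1, Actb and Actg1, ribosomal proteins and Gapdh with their pseudogenes) are uncertain. The table holds 34302 sequences, of which 34206 name a gene and 96 do not, 92 of them ERCC spike-ins, which held 1.12% ± 0.0717 (uninjured) and 1.51% ± 0.114 (day 3) of the reads (SD, n = 3) and stayed out of all tests. All deposited values above 0.01 (100% of them) came to whole reads, within 0.01 read, when multiplied by the transcript length and the library total. The lowest value, 0.01, was taken as 0 reads, a reading made after the table was seen. For a long transcript it may also stand for 1 read, whose RPKM would lie under 0.01. The mapped reads had a median of 39110365 in uninjured and 35511627 in day 3 libraries, and 1 read in a transcript of 1 kb equals 0.0232 to 0.0292 RPKM.

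The values were analysed with R 4.3.3 and limma 3.58.1, and with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9. For the 5019 genes with several transcripts, the transcript with the highest mean over the 6 libraries was used, a rule also chosen after the table was seen. limma (lmFit, and eBayes with trend) was run on log2(RPKM + 0.1) over the 14446 genes with a mean RPKM of at least 0.5, and a call needed a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in size. On data simulated for this comparison, over 12253 genes, it called 100% of the genes changed 4-fold and 16-fold in each direction. It called 34.6% of those raised 2-fold and 40.0% of those lowered 2-fold, and 6 of 12088 unchanged genes. Genes simulated at 2-fold lie at the fold minimum of a call, so an estimate just short of it fails whatever its p. Their median estimates were 0.94 and -0.90 on the log2 scale, so these 2 shares do not measure how well such changes are detected. Both simulated groups were drawn from the uninjured levels, with the same spread for every gene and most genes unchanged. The simulation thus lacks the shift of most genes seen in the real data, and its few false calls do not cover errors of scaling. The linear fold used for the screen follows the paper's methods: each day 3 RPKM was divided by the mean uninjured RPKM, and the 3 ratios were averaged, without a pseudocount, on the values as deposited. ORF lengths and coordinates come from GENCODE M21 (GRCm38), to which 24641 genes matched, 20835 with a complete coding transcript; a gene had an ORF under 100 codons when every coding transcript did. Ratios of pooled reads have exact 95% intervals from the reads and library totals. Target sequences were matched to the Minion transcript on both strands, and cuts were placed 3 bases from the PAM; the target of shRNA C1 was left out, since its printed text could not be matched.

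Before the data were examined, 23 gene lists were fixed: satellite cell and myogenic regulators, myoblast fusion factors, embryonic and immature muscle, adult fast-fibre apparatus, SERCA-regulating microproteins, glycolysis and glycogen use, oxidative phosphorylation, fatty acid oxidation, cell cycle, macrophages and monocytes, neutrophils, lymphocytes, chemokines and cytokines, extracellular matrix and fibroblasts, endothelial cells, pericytes and smooth muscle, Schwann cells and nerve, adipocytes, erythrocytes, actin polymerization, proteins purified with FLAG-Minion, immediate early genes and ribosomal proteins. Members that were not in the table or had a mean RPKM under 0.5 count as not measured. Each list was set against all other genes with camera, with a preset correlation of 0.01 and with an estimated correlation, and adjusted over the 23 lists; no list passed with the estimated correlation. The genes named in the text were also fixed by rule: the genes that the paper names, the 10 with the largest rise and fall that passed, did not overlap between groups and had a mean RPKM of at least 5, up to 2 rising and 2 falling members of each list and its most abundant member, any single member against its list's direction, genes over 100-fold with an ORF under 100 codons, up to 20, and the 10 of highest RPKM at day 3. Alternatives varied the pseudocount (0.01 and 1), the filter (none, or a mean RPKM of at least 2), the scaling, the limma options, the replicate block, the fold rule, the ORF rule, the transcript used and the libraries left out.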

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

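The limit on folds that picked the first 4 genes, the splits of the libraries, the scaling to ERCC spike-ins, the test on the depth of day 3 replicate 3 and both tests on the size of the fold of Minion were chosen after the results were seen.

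4 genes over 100-fold at day 3 that the paper's text does not discuss had a mean fold above that of Minion (1199). The paper's screen also asked for an ORF under 100 codons. In GENCODE M21 the coding transcripts had 519 codons for Chrng, 124 to 141 for Gal and 122 to 450 for Tubb3. These genes thus lie outside that screen. Apoc2, at 97 codons, met both rules, and the paper's further rule on myoblasts was not analysed here. Chrng was 1859.9 ± 526 fold higher (SD, n = 3), from 8 reads in the 3 uninjured libraries, a ratio of pooled reads of 1824 (95% interval 926 to 4227). Gal was 1565 ± 182 fold higher (SD, n = 3), from 4 reads (pooled ratio 1587, 95% interval 619.6 to 5828). Tubb3, a neuronal tubulin, was 1224 ± 221 fold higher (SD, n = 3), from 3 reads (pooled ratio 1472, 95% interval 503 to 7142). Apoc2 was 1200.1 ± 246 fold higher (SD, n = 3), from 1 read (pooled ratio 1881, 95% interval 337 to 74358). The order rests on these few reads: by pooled reads over all transcripts Minion, at 3021 (95% interval 1033 to 14653), was above all 4, and the intervals overlap. ERCC spike-ins, which the paper's text does not name, held 1.51% ± 0.114 of the reads (SD, n = 3) at day 3 and 1.12% ± 0.0717 (SD, n = 3) in uninjured muscle.

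Many more genes were higher (8740) than lower (1150) at day 3. The 10 splits of the 6 libraries into 3 and 3 are too few for a share under 0.05; 1 split, the real one, called as many as 9890 genes, and the highest of the other splits called 0. With libraries scaled to ERCC spike-ins the median log2 fold change of the tested genes was 0.94, which argues against scaling to the total of mapped reads as the whole cause, if each library received the same amount of spike-in, which the paper's text does not state. With median-of-ratios, quantile and ribosomal protein scaling, all set in advance, this median was 0.06, -0.07 and -0.76. These 3 take most genes or the ribosomal protein genes as unchanged, so they cannot decide whether most genes rose. A few abundant genes in uninjured muscle may account for part of the shift: with libraries divided by their reads outside the 100 genes with the largest shares, which held 55.2% of the uninjured and 19.4% of the day 3 reads, the median went from 1.35 to 0.54, between the bounds set in advance, so this cannot be told apart from a wider change. The change of cell types and of fibres after injury, which the design names, stays open and was not tested.

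Genes of adult fast fibres were lower in day 3 replicate 3 than in the other 2 day 3 replicates, by a median log2 difference of -1.88 with 32 of 32 below 0. The same difference over all tested genes had a median of 0.056, which argues against the depth or scaling of this library. Less RNA of adult fibres and a different stage of regeneration in this mouse cannot be told apart from each other or from chance: the median difference was -0.15 over the oxidative phosphorylation genes and -0.26 over the embryonic and immature muscle genes, both between the bounds set in advance. The difference was -0.68 over glycolysis genes, -1.15 over adipocyte genes and -0.40 over mitochondrial genes, against 0.35 over macrophage genes and 0.28 over cell cycle genes. With 1 such mouse, no biological explanation was tested further.

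The size of the fold of Minion varied with the few reads it had in uninjured muscle. The upper bound of the 95% counting interval of its ratio of pooled reads was 14.2 times the lower bound, so these few reads may set the size. The lower bound was 1033, which argues against the lowest listed value of 0.01 as what carries Minion past 100-fold.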

How the results depend on the processing

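Scaling to ERCC spike-ins, voom on recovered reads, the transcript with the highest fold, summed transcripts for gene lists, named genes and folds, and the ORF of the listed transcript were chosen after seeing the data; the estimated correlation and all other alternatives were chosen before. Of the values of 107 named genes under 20 alternatives, 2064 kept direction and side of the threshold, 47 lost and 6 gained a call in the same direction and 20 changed sign. Of the camera tests of 23 lists, 441 kept direction and side of the threshold, 15 passed it newly, 25 no longer passed and 1 changed direction. Of the counts of members of lists, 401 stayed within 1.5 times, 40 moved further and 18 changed the direction of the majority. Of the counts of genes, 63 stayed within 1.5 times and 17 moved further, and of the folds, 35 stayed within 1 SD, 24 moved further and 1 changed direction. The cause was not tested for any change given here, except where it follows from the genes or libraries left out or from a factor that moves every gene of a library alike. Few reads in uninjured muscle limit the largest folds, and the depth gives 0.0232 to 0.0292 RPKM for 1 read in a transcript of 1 kb.

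With median-of-ratios scaling, 3802 genes were higher and 3254 lower, and 52 were over 100-fold, 4 of them with an ORF under 100 codons. Minion was 466, Myomaker 713, Sarcolipin 1.09 and Ccl3 351 fold higher. Higher members numbered 14 of the fusion factors, 1 of the SERCA-regulating microproteins, 4 of neutrophils, 0 of endothelial cells, 1 of pericytes, 4 of Schwann cells, 3 of the FLAG-Minion proteins, 7 of immediate early genes and 7 of ribosomal proteins. Lower members numbered 20 of fatty acid oxidation, 11 of adipocytes and 5 of erythrocytes. The camera adjusted p was 0.0297 for myogenic regulators, 0.0108 for embryonic muscle, 0.0455 for neutrophils, 0.0125 for lymphocytes, 2.33e-04 for endothelial cells and 0.0756 for erythrocytes. Log2 fold changes turned to -1.002 for Cdh5, -1.12 for Fabp4, -0.63 for H19 and -0.15 for Pmp22.

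With quantile normalization, 3460 genes were higher and 3561 lower. Higher members numbered 10 of the myogenic regulators, 16 of the fusion factors, 1 of the SERCA-regulating microproteins, 3 of neutrophils, 0 of endothelial cells, 1 of pericytes, 1 of Schwann cells, 6 of the FLAG-Minion proteins and 4 of immediate early genes, and lower members 20 of fatty acid oxidation, 11 of adipocytes and 5 of erythrocytes. The camera adjusted p was 0.0140 for myogenic regulators, 0.00147 for embryonic muscle, 0.0319 for lymphocytes, 0.00100 for endothelial cells and 0.107 for both pericytes and erythrocytes. Sln turned to -0.33, Cdh5 to -0.57 and Fabp4 to -0.21.

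With scaling to ribosomal protein genes, 2247 genes were higher and 6184 lower, and 17 were over 100-fold, 2 of them with an ORF under 100 codons. Minion was 265, Myomaker 393 and Ccl3 195 fold higher, and the ratio of Sarcolipin was 0.612. Higher members numbered 7 of the myogenic regulators, 10 of the fusion factors, 1 of the SERCA-regulating microproteins, 4 of neutrophils, 18 of extracellular matrix, 0 of endothelial cells, of pericytes and of Schwann cells, 15 of actin polymerization, 2 of the FLAG-Minion proteins, 1 of immediate early genes and 1 of ribosomal proteins. Lower members numbered 20 of fatty acid oxidation, 12 of adipocytes and 5 of erythrocytes. The camera adjusted p was 0.00382 for myogenic regulators, 1.25e-04 for embryonic muscle, 0.0156 for neutrophils, 5.27e-04 for lymphocytes, 0.00375 for endothelial cells, 0.0765 for pericytes, 0.106 for adipocytes, 0.334 for erythrocytes, 0.0766 for ribosomal proteins and 0.819, with its direction turned upwards, for Schwann cells. Log2 fold changes turned to -0.65 for 1810037I17Rik, -0.24 for Cdc42, -1.86 for Cdh5, -0.49 for Cspg4, -1.98 for Fabp4, -1.49 for H19, -0.79 for Jun, -0.11 for Plvap, -1.002 for Pmp22, -0.058 for Rpl35 and -0.80 for Sln.

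With scaling to ERCC spike-ins, 180 genes were over 100-fold, and Minion was 866, Myomaker 1333 and Ccl3 645 fold higher. Lower members numbered 18 of fatty acid oxidation and 5 of erythrocytes, and higher members 1 of endothelial cells, 3 of pericytes and 10 of the FLAG-Minion proteins, each under the number lower; the camera adjusted p of endothelial cells was 0.00556, and Cdh5 turned to -0.092 and Fabp4 to -0.20.

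With an estimated correlation, no list passed camera. The adjusted p was 0.575 for fusion factors, cell cycle, macrophages, chemokines, pericytes, erythrocytes and the FLAG-Minion proteins, 0.455 for adult fast-fibre genes, 0.366 for glycolysis, oxidative phosphorylation and fatty acid oxidation, 0.654 for extracellular matrix, 0.421 for adipocytes, 0.593 for actin polymerization and 0.62 for ribosomal proteins.

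Over genes with a mean RPKM of at least 2, 5 neutrophil, 16 chemokine and 4 Schwann cell genes were higher, since fewer were tested, and the camera adjusted p of chemokines was 0.0658; with voom it was 0.063, and 2 endothelial genes were higher. With no filter on low values, 17 lymphocyte genes were higher, 0 erythrocyte genes were lower and the camera adjusted p of pericytes was 0.0711. With the robust option 0 erythrocyte genes were lower, and with RPKM rescaled to the same sum in every library 2 endothelial genes were higher. With no fold minimum, 2033 genes were lower.

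Of genes over 100-fold, there were 85 by the ratio of geometric means with 0.1 added, 83 with 0.1 added to every RPKM and 132 when every day 3 library had to exceed 100 times the highest uninjured one, 5 of these 132 with an ORF under 100 codons; 20 of the 272 had any coding transcript under 100 codons. A minimum day 3 RPKM of 1 removed none of the 272, by construction. Minion was 261.1 fold higher by geometric means, 261.3 with 0.1 added, 882 with 0.01 added, 1680.5 with its transcripts summed and 3162 by the transcript with the highest fold, which had 0 uninjured reads. Myomaker was 525 fold higher by geometric means and 519 with 0.1 added, and Ccl3 132 by geometric means, 134.0 with 0.1 added and 570.4 with 0.01 added. Without each replicate in turn, the fold ranged from 908 to 3328 (without uninjured replicate 2) for Minion, from 1311 to 5401 (without uninjured replicate 3) for Myomaker and from 739.6 to 1564 (without uninjured replicate 2) for Ccl3; the highest values of Minion and Ccl3 rest on 0 uninjured reads of the transcript used, so the lowest listed value sets their size, and that of Myomaker rests on 1. The number of endothelial genes that were higher ranged from 1 to 2, and that of erythrocyte genes that were lower from 0 to 5.

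The replicate numbers do not pair the mice: deviations of same-numbered uninjured and day 3 libraries from their group means correlated across genes at -0.06, 0.09 and 0.02. With the number as a block (replicate block), 8743 genes were higher, 1149 lower and 1 erythrocyte gene lower; Hba-a2 lost its call, and no other named gene did.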

Differences from the paper's values

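Minion was 1199 ± 294 fold higher at day 3 than in uninjured muscle (SD, n = 3), where the paper's value is about 3200 in Fig. 1a, read by eye when the values here were already known. Of the alternatives set before the data were examined, only the one without uninjured replicate 2 does not differ, but it settles nothing: it leaves 0 uninjured reads of the transcript used, so its 3328 is set by the lowest listed value of 0.01, and with 3 reads over the group as the floor Minion is at least 730.1-fold higher. The others differ: 908 without uninjured replicate 1 and 908 without uninjured replicate 3, 1029 to 1290.3 without each day 3 replicate, 1226 with RPKM rescaled to the same sum in every library, 882 with 0.01 added, 261.3 with 0.1 added, 261.1 by geometric means, 466 with median-of-ratios scaling and 265 with ribosomal protein scaling. The transcript with the highest fold, a choice made after seeing the values, is at 3162 over the lowest listed value of 0.01. It has 0 reads in all 3 uninjured libraries, which makes it at least 1028-fold higher by the same floor. Under this choice Minion is not counted among the genes over 100-fold. The same choice leaves Myomaker at 1804, Sarcolipin at 2.77 and Ccl3 at 897, which do not differ from Fig. 1a. With it, the folds of all these genes thus lie near the figure. Which transcript of Minion the authors plotted is not stated.

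Fig. 1a shows Minion above Myomaker at day 3. Here the mean fold of Minion was 1199 and that of Myomaker 1804, an order that rests on few uninjured reads. The ratios of pooled reads were 3021 (95% interval 1033 to 14653) and 1625 (95% interval 950.01 to 3052), in the order of the figure but with intervals that overlap. With the transcripts of each gene summed, a choice made after seeing the values, Minion was at 1680.5 and Myomaker at 1551, also in the order of the figure. By the transcript with the highest fold, likewise chosen after seeing the values, Minion was at 3162 and Myomaker at 1804. That is again the order of the figure, but this value of Minion rests on 0 uninjured reads.

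The paper describes gm7325 as alone in meeting all of its criteria, of which expression in myoblasts was not analysed here. By the ORF rule fixed in advance, with every annotated coding transcript under 100 codons, 12 genes were over 100-fold and gm7325 was not among them, since 1 of its 4 coding transcripts in GENCODE M21 is longer, at 108 codons at most. It was among the 20 with any coding transcript under 100 codons, an alternative set before the data were examined, and among the 13 by the ORF of the listed transcript, a choice made after seeing the values. The paper asked for an annotated ORF under 100 codons and does not say that every transcript must have one. Its reads were aligned to RefSeq transcripts, and the listed RefSeq transcript of gm7325 has 84 codons. The absence of gm7325 from the 12 thus follows from the rule and annotation used here. It does not show that gm7325 fails the paper's own criterion.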

Other observations

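Genes of actin, ribosomes and stromal cells were also measured. Of 34 genes of actin polymerization and branching, all measured, 31 were higher, none was lower and 3 did not pass (31 higher when adjusted over the list alone, against 15 higher and 3 lower with ribosomal protein scaling; camera adjusted p = 9.11e-04; adjusted p = 0.593 with an estimated correlation). Nckap1l and Coro1a, actin regulators of leukocytes, rose by 6.67 (standard error 0.17) and 5.84 (standard error 0.23), and Actb by 3.32 (standard error 0.15), which shares near-identical sequence with Actg1. All 30 ribosomal protein genes were measured and higher, none was lower and 0 did not pass (30 higher when adjusted over the list alone; camera adjusted p = 9.11e-04; adjusted p = 0.62 with an estimated correlation), with a median log2 fold change of 2.17, which is -0.03 when libraries are scaled to these genes; 7 were higher with median-of-ratios scaling and 1 with scaling to these genes. Rpl3 rose by 4.66 (standard error 0.09), and Rpl35 by 2.14 (standard error 0.09), a call lost with median-of-ratios and ribosomal protein scaling; pseudogenes may share their reads, and both are members of the list behind a scaling under which Rpl35 is at -0.058. Of 17 endothelial genes, all measured, 1 was higher, 1 was lower and 15 did not pass (1 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.20016; adjusted p = 0.693 with an estimated correlation), against 0 higher and 8 lower with median-of-ratios scaling. The list lay below the other genes by camera with median-of-ratios, quantile, ribosomal protein and ERCC scaling (adjusted p = 2.33e-04, 0.00100, 0.00375 and 0.00556; adjusted p = 0.442, 0.436, 0.607 and 0.462 with an estimated correlation). Plvap, of endothelial diaphragms, was at 2.07 (standard error 0.08), a call lost with median-of-ratios and quantile scaling and at -0.11 with ribosomal protein scaling, Flt1, a receptor of vascular growth factors, at -1.13 (standard error 0.11) and Cdh5, an endothelial cadherin, at 0.34, which did not pass (lower at -1.002 with median-of-ratios and at -1.86 with ribosomal protein scaling). Of 14 genes of pericytes and smooth muscle, all measured, 5 were higher, 2 were lower and 7 did not pass (5 higher and 2 lower when adjusted over the list alone), and the median of 0.59 and mean of 0.31 lay above 0 while camera went downwards against the other genes (adjusted p = 0.0148; adjusted p = 0.575 with an estimated correlation); with median-of-ratios scaling 1 was higher and 6 were lower. Acta2, smooth muscle actin, rose by 3.06 (standard error 0.21), a call lost with ribosomal protein scaling, and the potassium channel subunits Abcc9 and Kcnj8 fell to -2.17 and -1.50. Des, the filament protein desmin, was on this list at -0.78 (adjusted p = 0.00792 from limma) and did not reach a 2-fold change, but was lower with median-of-ratios (-2.12), ribosomal protein (-2.98) and ERCC scaling (-1.21). Gapdh, a common reference gene with many pseudogenes, fell to -1.52 (standard error 0.10).

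Of 15 Schwann cell and nerve genes, 13 were measured, of which 7 were higher, none was lower and 6 did not pass (7 higher when adjusted over the list alone), with a median log2 fold change of 1.19 and camera downwards against the other genes (adjusted p = 0.478); with quantile normalization 1 was higher and 5 were lower. Mbp, a myelin protein, rose by 2.95 (standard error 0.16), a call lost with ribosomal protein scaling, with transcripts summed and with voom, alternatives of which the last 2 were chosen after seeing the data. Of 14 adipocyte genes, 13 were measured, of which 1 was higher, 3 were lower and 9 did not pass (1 higher and 3 lower when adjusted over the list alone; camera adjusted p = 5.69e-05; adjusted p = 0.421 with an estimated correlation), with day 3 replicate 3 at a median of -1.15 against the other 2. Slc2a4, a glucose transporter that muscle also expresses, fell to -3.95 (standard error 0.63), Plin4, a lipid droplet protein, to -3.57 (standard error 0.60), and the transcription factor Pparg rose by 2.12 (standard error 0.20), a call lost with median-of-ratios, quantile and ribosomal protein scaling. Of 13 erythrocyte genes, 5 were measured, of which none was higher, 3 were lower and 2 did not pass (0 when adjusted over the list alone; camera adjusted p = 9.11e-04; adjusted p = 0.575 with an estimated correlation), and 0 to 5 were lower without each library in turn. Hba-a1, a globin that shares reads with Hba-a2, fell to -1.29 (standard error 0.47, adjusted p = 0.0311 from limma), a call lost without day 3 replicate 1, day 3 replicate 3 or uninjured replicate 3, with no filter on low values and with the robust option. Of 18 immediate early and dissociation stress genes, 17 were measured, of which 14 were higher, 1 was lower and 2 did not pass (14 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.801), against 1 higher and 4 lower with ribosomal protein scaling. Junb rose by 4.12 (standard error 0.19) and Nr4a1, an orphan nuclear receptor, fell to -2.44 (standard error 0.35).

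The paper lists proteins purified with FLAG-Minion in Supplementary Table 1, from an experiment that was not analysed here. Of 39 of their genes, 38 were measured in muscle, of which 13 were higher, 10 were lower and 15 did not pass (13 higher and 10 lower when adjusted over the list alone), against 3 higher and 21 lower with median-of-ratios scaling. The median of 0.26 and mean of 0.50 lay above 0 while camera went downwards against the other genes (adjusted p = 7.44e-04; adjusted p = 0.575 with an estimated correlation). Beside Minion itself, Aldh3b1, an aldehyde dehydrogenase, rose by 5.47 (standard error 0.17), while Vdac1, a channel of the outer mitochondrial membrane, fell to -2.01 (standard error 0.12) and Acadvl, a mitochondrial dehydrogenase of fatty acids, to -1.93 (standard error 0.11).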
